# NOTCH2 sensitizes the chondrocyte to the inflammatory response of tumor necrosis factor α

**DOI:** 10.1016/j.jbc.2023.105372

**Published:** 2023-10-20

**Authors:** Ernesto Canalis, Jungeun Yu, Vijender Singh, Magda Mocarska, Lauren Schilling

**Keywords:** cytokine, Hajdu Cheney syndrome, inflammation, Notch receptor, chondrocyte, tumor necrosis factor α, Interleukin 6

## Abstract

Notch regulates the immune and inflammatory response and has been associated with the pathogenesis of osteoarthritis in humans and preclinical models of the disease. *Notch2*^*tm1.1Ecan*^ mice harbor a NOTCH2 gain-of-function and are sensitized to osteoarthritis, but the mechanisms have not been explored. We examined the effects of tumor necrosis factor α (TNFα) in chondrocytes from *Notch2*^*tm1.1Ecan*^ mice and found that NOTCH2 enhanced the effect of TNFα on *Il6* and *Il1b* expression. Similar results were obtained in cells from a conditional model of NOTCH2 gain-of-function, *Notch2*^*2.1Ecan*^ mice, and following the expression of the NOTCH2 intracellular domain *in vitro*. Recombination signal-binding protein for immunoglobulin Kappa J region partners with the NOTCH2 intracellular domain to activate transcription; in the absence of Notch signaling it inhibits transcription, and *Rbpj* inactivation in chondrocytes resulted in *Il6* induction. Although TNFα induced IL6 to a greater extent in the context of NOTCH2 activation, there was a concomitant inhibition of Notch target genes *Hes1*, *Hey1*, *Hey2*, and *Heyl*. Electrophoretic mobility shift assay demonstrated displacement of recombination signal-binding protein for immunoglobulin Kappa J region from DNA binding sites by TNFα explaining the increased *Il6* expression and the concomitant decrease in Notch target genes. NOTCH2 enhanced the effect of TNFα on NF-κB signaling, and RNA-Seq revealed increased expression of pathways associated with inflammation and the phagosome in NOTCH2 overexpressing cells in the absence and presence of TNFα. Collectively, NOTCH2 has important interactions with TNFα resulting in the enhanced expression of *Il6* and inflammatory pathways in chondrocytes.

Notch receptors (Notch 1–4) are critical determinants of cell differentiation and function in multiple tissues including cartilage (1, 2, 3, 4, 5, 6, 7, 8, 9). Notch receptors are activated following interactions with ligands of the Jagged and Delta-like families. The extracellular domain of Notch is the site of interaction with its ligands, and at the junction of the extracellular and the transmembrane domain rests the negative regulatory region, which is the site of cleavage required for Notch activation (10). Notch ligand interactions lead to the unfolding of the negative regulatory region making it accessible to ADAM metalloproteases and the γ-secretase complex for proteolytic cleavage leading to the release of the Notch intracellular domain (NICD) (11). The NICD translocates to the nucleus where it forms a complex with recombination signal-binding protein for immunoglobulin Kappa J region (RBPJκ) (CSL in human cells) and mastermind-like to induce the transcription of target genes (12, 13, 14, 15). Genes induced by this canonical pathway include members of the Hairy Enhancer of Split (*Hes*) and Hes-related with YRPW motif (*Hey*) families (16, 17, 18). *Notch1*, *2*, *3*, and *4* transcripts are detected in chondrocytes; however, the expression of *Notch2* is significantly greater than that of other Notch receptors in epiphyseal and costal chondrocytes (19)^(E.Canalis, unpublished observations)^. NOTCH2, like all Notch receptors, has its own identity playing a unique function in physiology and disease (8, 20).

Notch has a key regulatory function in the immune and inflammatory response and has been associated with the pathogenesis of osteoarthritis (OA) in humans and preclinical mouse models of the disease (9, 19, 21, 22, 23). Whereas RBPJκ-dependent or canonical Notch signaling is required for cartilage and joint maintenance, sustained supraphysiological activation of Notch is associated with the development of OA and the suppression of chondrogenesis (9, 19, 23, 24, 25). In accordance with these observations, the inactivation of *Rbpj* (encoding RBPJκ) or the Notch target gene *Hes1* prevent the OA that follows the surgical destabilization of the medial meniscus in mice (19, 26).

Our laboratory created and validated a knock-in mouse model harboring a *Notch2*^*6955C>T*^ mutation in exon 34 of *Notch2*, leading to the premature termination of a protein product lacking the PEST domain, which is necessary for the proteasomal degradation of the NOTCH2 NICD; as a consequence the NICD is stable and a gain-of-NOTCH2 function ensues (27). The model, termed *Notch2*^*tm1.1Ecan*^, reproduces many of the functional outcomes of the genetic disorder Hajdu Cheney Syndrome (28, 29, 30, 31, 32). It is of interest that a hallmark of the syndrome is the presence of acroosteolysis associated with inflammation, and *Notch2*^*tm1.1Ecan*^ mice are sensitized to OA and to the osteolytic actions of the inflammatory cytokine tumor necrosis factor α (TNFα) encoded by the *Tnf* gene (28, 33, 34, 35).

NOTCH2 gain-of-function is associated with increased expression of interleukin (IL) 6 in chondrocyte cultures indicating that Notch itself can induce the expression of inflammatory cytokines in cartilage (22, 34, 36). TNFα is a proinflammatory cytokine primarily produced by activated macrophages and known to induce the expression of *Il6* and *Il1b*, but whether TNFα and NOTCH2 interact during the inflammatory response in cartilage tissue is not known (37, 38).

The excessive release of TNFα, IL6, and IL1β during inflammation perturbs joint homeostasis, promotes pathologic bone erosion, and is mechanistically relevant to the development of OA, and interactions of these cytokines with Notch signaling could play a key role in the inflammatory response in cartilage tissue. Consequently, we asked the question as to whether a NOTCH2 gain-of-function not only sensitizes mice to OA but also to the inflammatory response to TNFα in chondrocytes. To this end, we examined the effects of TNFα in chondrocytes from *Notch2*^*tm1.1Ecan*^ mutant mice and additional models of NOTCH2 gain-of-function and explored mechanisms responsible for an enhanced inflammatory response to TNFα in the context of NOTCH2 activation.

## Results

### Enhanced Notch2 signaling inhibits chondrogenesis

In an initial experiment, chondrocytes from the epiphysis of 3- to 4-day-old heterozygous *Notch2*^*tm1.1Ecan*^ mice and littermate controls were isolated and cultured in monolayer without further expansion. Heterozygous *Notch2*^*tm1.1Ecan*^ mice were used because in previous work, we found that the homozygous mutation is lethal during development or immediately after birth (27). *Notch2*^*6955C>T*^ transcripts were expressed exclusively in *Notch2*^*tm1.1Ecan*^ cells, where there was a concomitant induction of the canonical Notch target genes *Hey1*, *2*, *l*, and *Hes1* documenting enhanced Notch signal inactivation (Fig. 1). The transcript expression of the chondrogenic markers *Sox9*, *Acan* (encoding aggrecan), *Col2a1*, and *Col10a1*, as well as the expression of *Prg4* (encoding lubricin) was decreased in *Notch2*^*tm1.1Ecan*^ cells indicating that the *Notch2*^*tm1.1Ecan*^ mutation suppressed chondrogenesis, confirming that Notch activation inhibits chondrocyte differentiation (24, 25).

**Figure 1:**
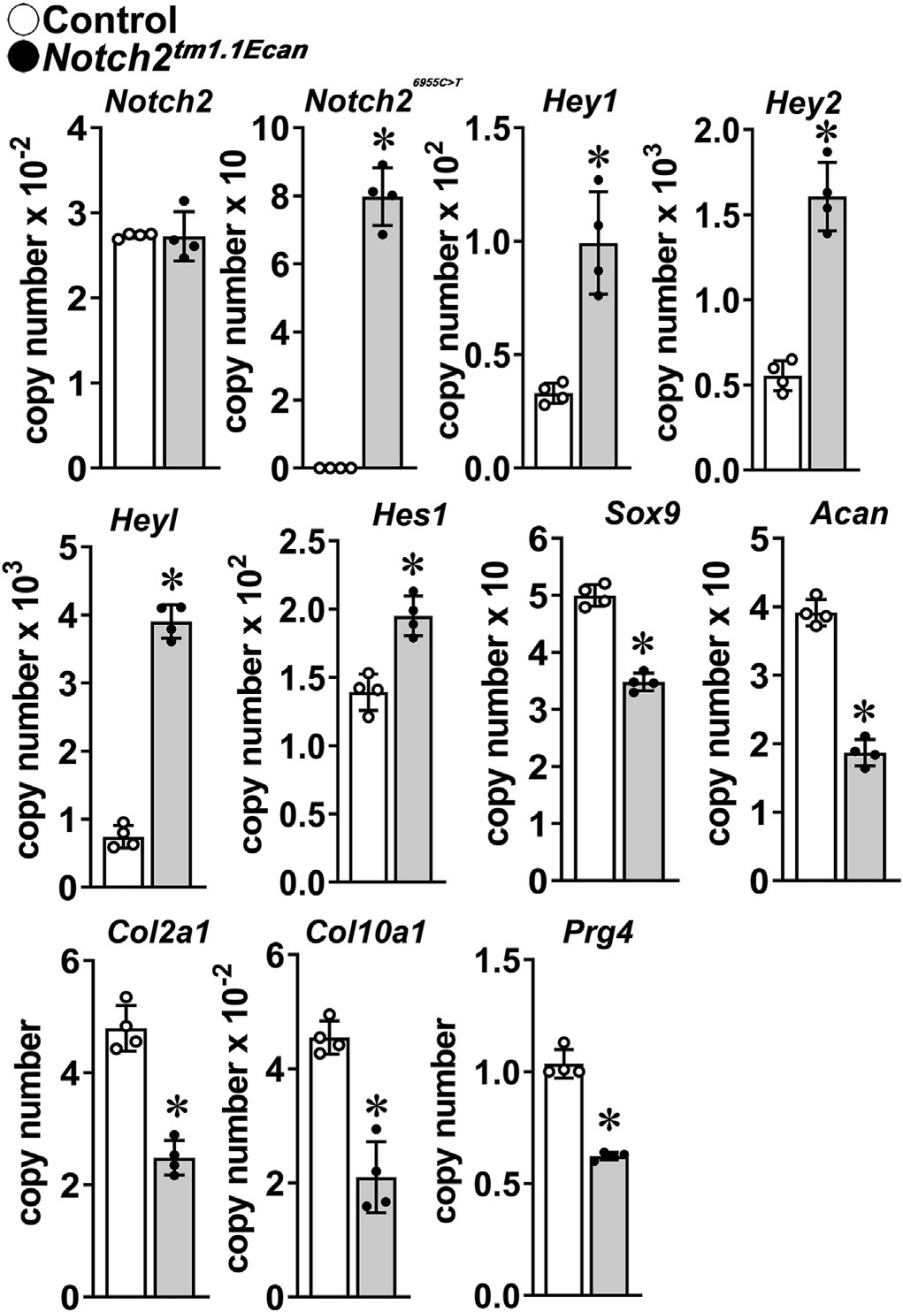
**Enhanced NOTCH2 signaling inhibits chondrogenesis.** Chondrocyte-enriched cells were isolated from newborn heterozygous *Notch2*^*tm1.1Ecan*^ mice (*closed circles*, *gray bars*) and wildtype (*open circles*, *white bars*) littermate controls and cultured for 3 days and gene expression measured by qRT-PCR. Data are expressed as *Notch2*, *Notch2*^*6955C>T*^, *Hey1*, *Hey2*, *Heyl*, *Hes1*, *Sox9*, *Acan*, *Col2a1*, *Col10a1*, and *Prg4* copy number corrected for *Rpl38*. Values are means (bars) ± SD and individual determinations (dots); n = 4. ∗Significantly different between control and *Notch2*^*tm1.1Ecan*^, *p* < 0.05 by unpaired *t* test. qRT-PCR, quantitative reverse transcription-polymerase chain reaction.

### Notch2^tm1.1Ecan^ chondrocytes are sensitized to the actions of TNFα and IL1β on the inflammatory response

To examine whether the *Notch2*^*tm1.1Ecan*^ mutation sensitizes chondrocytes to the actions of TNFα, chondrocytes from heterozygous *Notch2* mutant mice and control littermates were treated with TNFα or vehicle for 6 h. TNFα induced the expression of *Il6* and *Il1b*, and the effect was amplified significantly in *Notch2*^*tm1.1Ecan*^ mutant cells (Fig. 2). Whereas canonical Notch target genes were induced in *Notch2*^*tm1.1Ecan*^ mutant cells, TNFα decreased the expression of *Hey1* and *Heyl* suggesting that the enhanced expression of *Il6* and *Il1b* by the *Notch2* mutation was not directly related to an amplification of Notch canonical signaling. TNFα had no effect on the expression of *Notch2*^*6991C>T*^ and *Notch2*. TNFα increased immunoreactive IL6 levels in chondrocytes, and the effect was amplified in *Notch2*^*tm1.1Ecan*^ mutant cells (Fig. 2*B*). These findings were substantiated by testing the effects of IL1β. Confirming the observations with TNFα, IL1β induced *Il6* to a greater extent in *Notch2*^*tm1.1Ecan*^ chondrocytes than in control cells, while it suppressed the expression of the Notch canonical targets *Hes1*, *Hey1*, and *Hey2* (Fig. 3).

**Figure 2:**
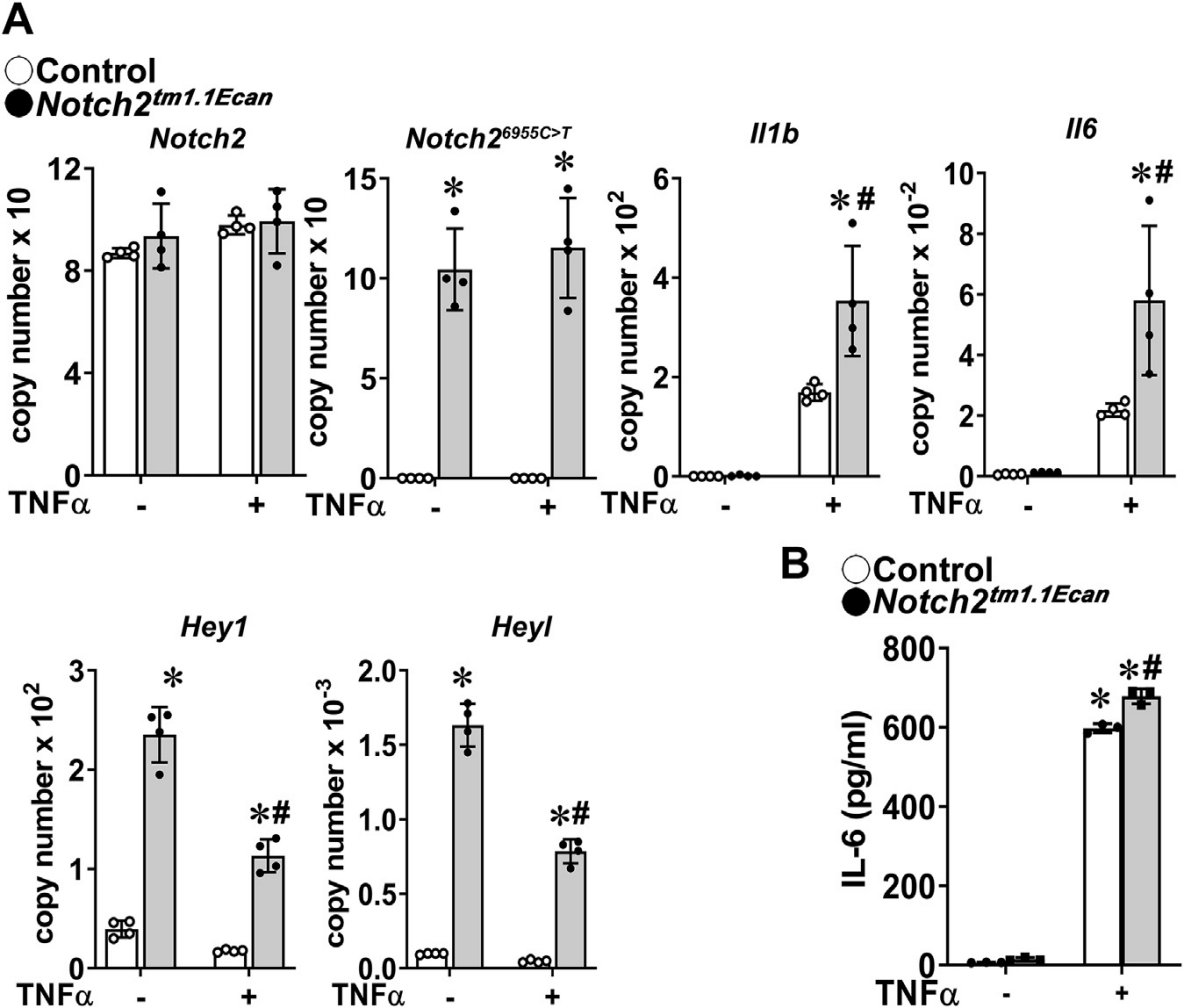
***Notch2***^***tm1.1Ecan***^**(*Notch2***^***6955C>T***^**) mutant chondrocytes are sensitized to the action of TNFα on the inflammatory response.***A* and *B*, chondrocyte-enriched cells from newborn heterozygous *Notch2*^*tm1.1Ecan*^ mice (*closed circles*, *gray bars*) and control littermates (*open circles*, *white bars*) were cultured to confluence, transferred, and in *Panel A* exposed to TNFα at 50 ng/ml or vehicle for 6 h in the absence of serum and mRNA expression determined by qRT-PCR or in *Panel B* exposed to TNFα for 24 h for IL6 determinations by ELISA. Data for mRNA are expressed as *Notch2*, *Notch2*^*6955C>T*^, *Il1b*, *Il6*, *Hey1*, and *Heyl* copy number corrected for *Rpl38*. IL6 concentrations are expressed in pg/ml. Values are means (bars) ± SD and individual determinations (dots); n = 4 for all data sets. Significantly different between: ∗control and *Notch2*^*tm1.1Ecan*^; ^#^TNFα and vehicle, both *p* < 0.05 by two-way ANOVA with post-hoc analysis by Tukey. qRT-PCR, quantitative reverse transcription-polymerase chain reaction; TNFα, tumor necrosis factor α.

**Figure 3:**
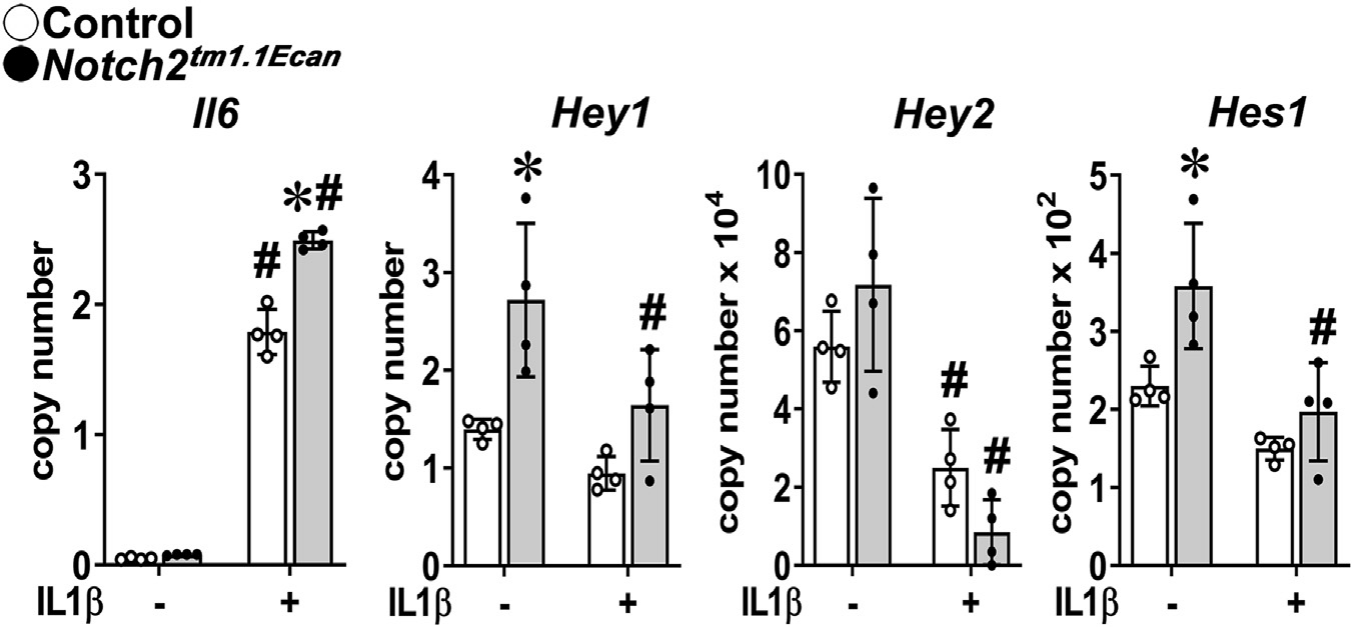
***Notch2***^***tm1.1Ecan***^**(*Notch2***^***6955C>T***^**) mutant chondrocytes are sensitized to the action of IL1β on the inflammatory response.** Chondrocyte-enriched cells from newborn *Notch2*^*tm1.1Ecan*^ mice (*closed circles*, *gray bars*) and control littermates (*open circles*, *white bars*) were cultured to confluence, transferred, and exposed to Il1β at 10 ng/ml or vehicle for 6 h in the absence of serum and mRNA expression determined by qRT-PCR. Data are expressed as *Il6*, *Hey1*, *Hey2* and *Hes1* copy number corrected for *Rpl38*. Values are means (bars) ± SD and individual determinations (dots); n = 4. Significantly different between: ∗*Notch2*^*tm1.1Ecan*^ and control, ^#^IL1β and vehicle, both *p* < 0.05 by two-way ANOVA with post-hoc analysis by Tukey. qRT-PCR, quantitative reverse transcription-polymerase chain reaction.

### The inflammatory response to TNFα is enhanced in chondrocytes from Notch2^tm2.1Ecan^ conditional mice

To validate the observations in *Notch2*^*tm1.1Ecan*^ mice, chondrocytes from the *Notch2*^*tm2.1Ecan*^ (*Notch2*^*COIN*^) conditional mouse model of Hajdu Cheney Syndrome were obtained (39). In this model, Cre-mediated recombination results in the introduction of a STOP codon upstream of sequences coding for the PEST domain and in the translation of a truncated and stable NOTCH2 protein. As a consequence, a NOTCH2 gain-of-function analogous to the one observed in *Notch2*^*tm1.1Ecan*^ global mutant mice ensues. Cultures from homozygous *Notch2*^*tm2.1Ecan*^ mice were infected with an adenoviral vector expressing Cre recombinase under the control of the cytomegalovirus (CMV) promoter (Ad-CMV-Cre), and parallel cultures infected with an adenoviral vector where the CMV promoter governs green fluorescent protein (GFP) expression (Ad-CMV-GFP) served as controls. Ad-CMV-Cre, but not Ad-CMV-GFP, infection led to the inversion of the conditional by inversion (*COIN*) module and expression of the *Notch2*^*ΔPEST*^ or *Notch2*^*ΔINV*^ mRNA with the consequent induction of *Hes1*, *Hey1*, and *Hey2* demonstrating activation of Notch signaling (Fig. 4). In accordance with the results observed in *Notch2*^*tm1.1Ecan*^ mutant mice, TNFα induced *Il6* transcripts to a greater extent in chondrocytes from *Notch2*^*tm2.1Ecan*^ conditional mice following inversion of the COIN module than in control cells. In addition and in agreement with results in *Notch2*^*tm1.1Ecan*^ mice, TNFα suppressed the induced *Hes1*, *Hey1*, and *Hey2* in *Notch2*^*tm2.1Ecan*^ cells following the inversion of the COIN module and introduction of the STOP codon; a modest decrease in *Notch2*^*INV*^ transcripts was observed.

**Figure 4:**
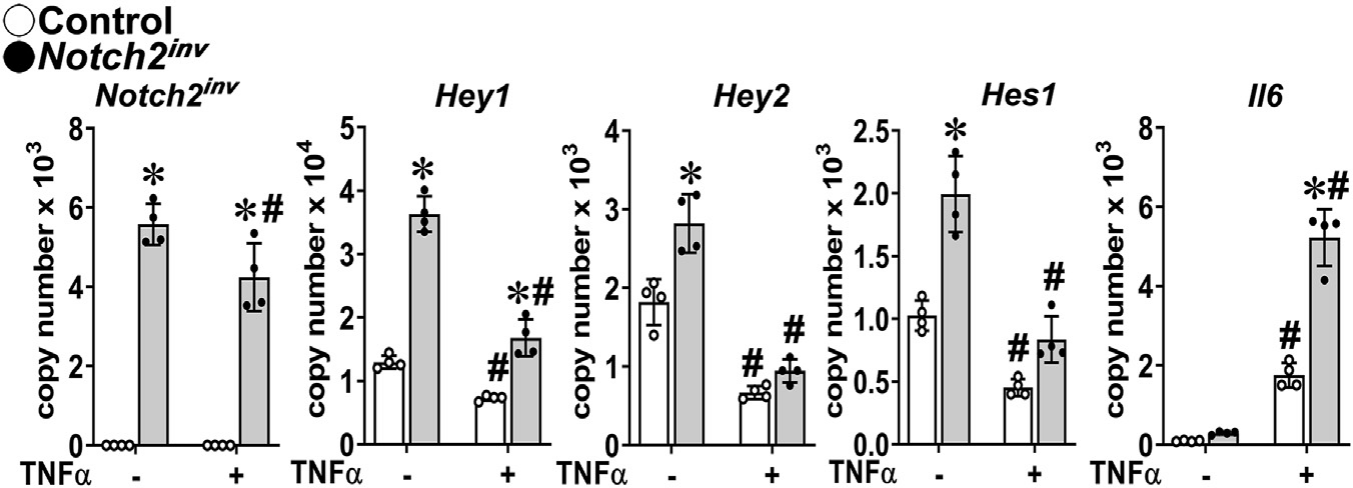
**NOTCH2 overexpression sensitizes chondrocytes to the action of TNFα on the inflammatory response.** Chondrocyte-enriched cells from newborn homozygous *Notch2*^*tm2.1Ecan*^ mice were cultured to ∼70% confluence and transduced with Ad-CMV-Cre (*closed circles*; *gray bars*) to invert the COIN module or Ad-CMV-GFP (*open circles*, *white bars*) as a control and cultured for 48 h and exposed to TNFα at 50 ng/ml for 6 h or vehicle in the absence of serum and mRNA expression determined by qRT-PCR. Data are expressed as *Notch2*^*ΔPEST*^ or *Notch2*^*INV*^, *Hey1*, *Hey2*, *Hes1*, and *Il6* copy number corrected for *Rpl38*. Values are means (*bars*) ± SD and individual determinations (*circles*); n = 4. Significantly different between ∗*Notch2*^*INV*^ and control; ^#^TNFα and control, *p* < 0.05 by two-way ANOVA with post-hoc analysis by Tukey. CMV, cytomegalovirus; COIN, conditional by inversion; GFP, green fluorescent protein; qRT-PCR, quantitative reverse transcription-polymerase chain reaction; TNFα, tumor necrosis factor α.

### The NOTCH2 NICD is responsible for the enhanced inflammatory response to TNFα

To test whether the NOTCH2 NICD was directly responsible for the NOTCH2–TNFα interactions and augmentation of the IL6 response to TNFα, chondrocytes were obtained from homozygous and heterozygous R26-NICD2 mice. In this model, sequences coding for the NOTCH2 NICD are cloned into the *Rosa26* locus downstream of a neo-STOP cassette flanked by *loxP* sequences. Upon Cre recombination, the STOP cassette is excised, and the NOTCH2 NICD expressed under the control of *Rosa26*. Chondrocyte-enriched cells from heterozygous (shown) and homozygous (not shown) R26-NICD2 mice were infected with Ad-CMV-Cre to induce the NOTCH2 NICD or with Ad-CMV-GFP to serve as controls. Analysis of mRNA levels by quantitative reverse transcription-polymerase chain reaction (qRT-PCR) revealed that activation of Notch signaling induced a significant increase in *Hes1*, *Hey1*, *Hey2*, and *Heyl* mRNA levels, and the induction was tempered in TNFα-treated cells (Fig. 5). TNFα also caused a decrease in *Notch2NICD* expression. Confirming results obtained from *Notch2*^*tm1.1Ecan*^ and *Notch2*^*tm2.1Ecan*^ inverted chondrocytes, TNFα induced *Il6* to a greater extent in NOTCH2 NICD expressing than in control cells demonstrating that direct activity of the NICD was responsible for the *Il6* amplification of the TNFα effect in chondrocytes. The response to TNFα was similar to cells from heterozygous and homozygous R26-NICD2 mice transduced with Ad-CMV-Cre.

**Figure 5:**
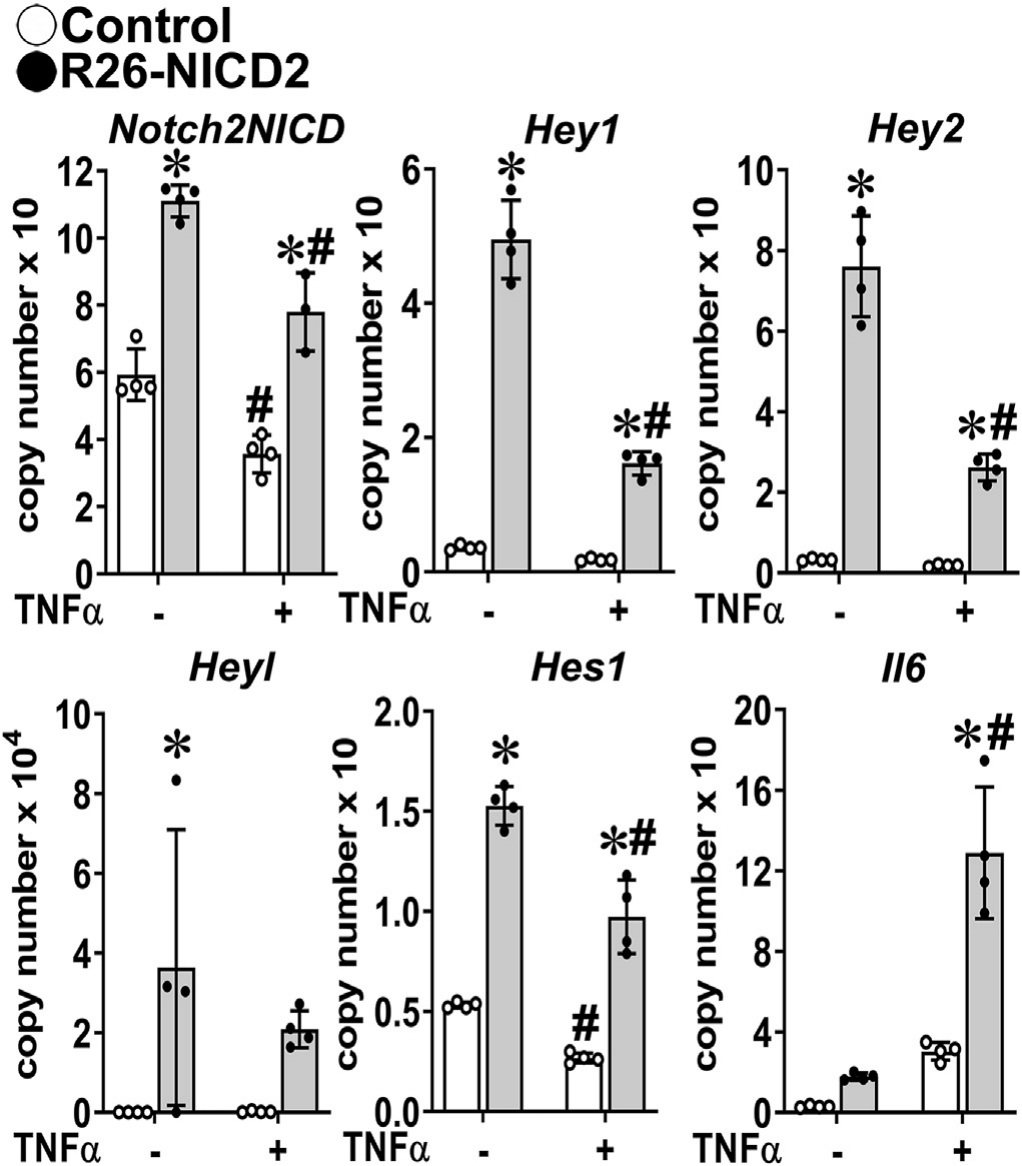
**NOTCH2 NICD overexpression sensitizes chondrocytes to the action of TNFα on the inflammatory response.** Chondrocyte-enriched cells from newborn *R26-NICD2* mice were cultured to ∼70% confluence and transduced with Ad-CMV-Cre (*black dots*, *gray bars*) to induce NOTCH2 NICD or Ad-CMV-GFP (*open circles*, *white bars*) as a control and cultured for 48 h and exposed to TNFα at 50 ng/ml for 6 h or vehicle in the absence of serum and mRNA expression determined by qRT-PCR. Data are expressed as *Notch2*^*ΔPEST*^, *Hey1*, *Hey2*, *Heyl Hes1* and *Il6* copy number corrected for *Rpl38*. Values are means (*bars*) ± SD and individual determinations (*circles*); n = 4. Significantly different between: ∗R26-NICD2 and control; ^#^TNFα and control, *p* < 0.05 by two-way ANOVA with post-hoc analysis by Tukey. CMV, cytomegalovirus; GFP, green fluorescent protein; NICD, Notch intracellular domain; qRT-PCR, quantitative reverse transcription-polymerase chain reaction; TNFα, tumor necrosis factor α.

### RBPJκ is a suppressor of Il6 expression

To determine the contributions of Notch canonical signaling to the interactions between NOTCH2 and TNFα, *Notch2*^*tm1.1Ecan*^ mice were backcrossed into a homozygous *Rbpj*^*loxP/loxP*^ background. Chondrocytes from *Notch2*^*tm1.1Ecan*^;*Rbpj*^*loxP/loxP*^ mice were infected with Ad-CMV-Cre viral particles to delete *loxP* flanked sequences and inactivate *Rbpj*^*loxP/loxP*^;Ad-CMV-GFP–infected cells served as a control. Infection with Ad-CMV-Cre resulted in the deletion of *Rbpj* and the loss of the stimulatory effect of the NOTCH2 gain-of-function on the Notch target genes *Hes1*, *Hey1*, and *Hey2* (not shown) since RBPJκ is required for their induction by Notch. The deletion of *Rbpj* resulted in an increase in the expression of *Il6* in both vehicle (*p* > 0.05) and TNFα-treated cultures by ∼2-fold demonstrating that RBPJκ is an inhibitor of *Il6* expression (Fig. 6). No amplification was observed in *Notch2*^*tm1.1Ecan*^ chondrocytes in the context of the *Rbpj* deletion. This suggests that the NOTCH2 gain-of-function acts by converting RBPJκ from an inhibitor to a stimulator of transcription, and no further stimulation can be achieved by NOTCH2 in the absence of RBPJκ.

**Figure 6:**
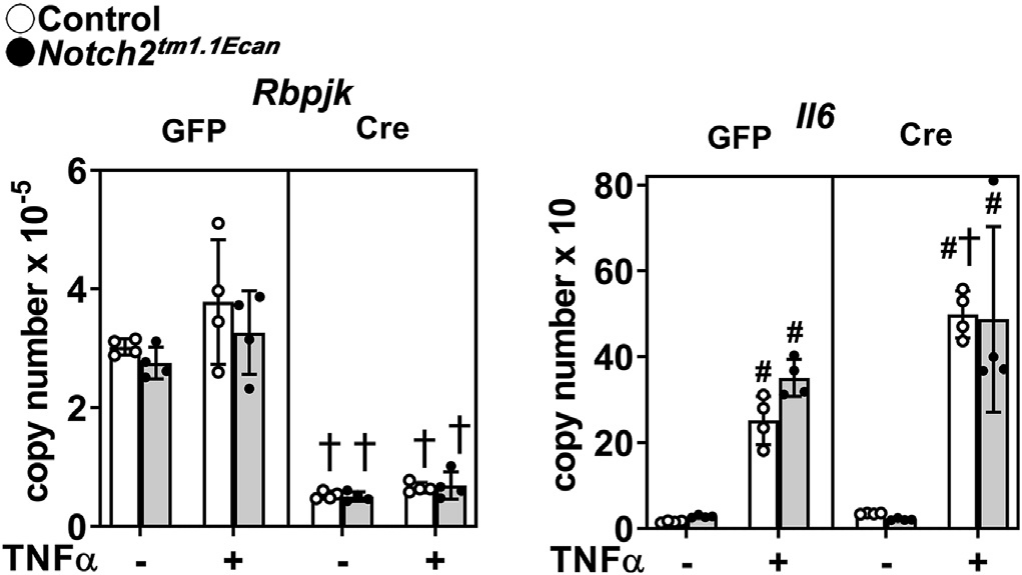
**RBPJκ is an inhibitor of *Il6* expression.** Chondrocyte-enriched cells from newborn *Notch2*^*tm1.1Ecan*^*;Rbpj*^*loxP/loxP*^ mice were cultured to ∼70% confluence and transduced with Ad-CMV-Cre (*closed circles*, *gray bars*) to recombine *loxP* flanked sequences or Ad-CMV-GFP (*open circles*, *white bars*) as a control and then cultured for 48 additional hours and exposed to TNFα at 50 ng/ml for 6 h or vehicle in the absence of serum and mRNA expression determined by qRT-PCR. Data are expressed as *Rbpj* and *Il6* copy number corrected for *Rpl38*. Values are means (*bars*) ± SD and individual determinations (*dots*); n = 4. Significantly different between: ^#^TNFα and control; ^+^Ad-Cre and Ad-GFP, all *p* < 0.05 by three-way ANOVA with post-hoc analysis by Tukey. CMV, cytomegalovirus; GFP, green fluorescent protein; qRT-PCR, quantitative reverse transcription-polymerase chain reaction; RBPJκ, recombination signal-binding protein for immunoglobulin Kappa J region; TNFα, tumor necrosis factor α.

To explore further the mechanisms responsible for the enhancement of the TNFα effect on *Il6* expression and possible interactions between RBPJκ and *Il6* transcription and concomitant inhibition of Notch signaling, electrophoretic mobility shift assay (EMSA) was carried out in chondrocyte-enriched cells harvested from *Notch2*^*tm1.1Ecan*^ and control wildtype littermates. A biotinylated oligonucleotide containing the consensus sequence for *Rbpj* (*CSL*) was bound by nuclear protein extracts from control and *Notch2*^*tm1.1Ecan*^ cells, and an excess of unlabeled *Rbpj* oligonucleotides prevented this interaction whereas an excess mutant *Rbpj* unlabeled oligonucleotide did not, demonstrating the specificity of the protein-DNA interaction (Fig. S1). There was increased binding of nuclear extracts from *Notch2*^*tm1.1Ecan*^ to biotinylated *Rbpj* confirming the formation of a larger or more stable RBPJκ complex in the context of enhanced Notch canonical signaling by the NOTCH2 gain-of-function. TNFα suppressed the formation of nuclear protein complexes with the biotinylated *Rbpj* consensus oligonucleotide in *Notch2*^*tm1.1Ecan*^ and control cells supporting the notion that TNFα prevents the interaction of RBPJκ with DNA. Since the *Rpbj* inactivation experiments indicate that RBPJκ is an inhibitor of *Il6* transcription, its displacement by TNFα from DNA binding sites would contribute to the enhanced expression of *Il6* by TNFα.

### TNFα induces NF-κB signal activation to a greater extent in Notch2^tm1.1Ecan^ chondrocytes

To explore further signaling pathways responsible for the enhanced inflammatory response in *Notch2*^*tm1.1Ecan*^ chondrocytes, cells from mutant and control littermates were treated with TNFα 200 ng/ml for up to 30 min and cell extracts analyzed by Western blot. TNFα induced the phosphorylation of mitogen-activated protein kinases, ERK and JNK to a similar extent in control and mutant cells and p38 phosphorylation was diminished in *Notch2*^*tm1.1Ecan*^ cells. In contrast, p65 phosphorylation was enhanced in *Notch2*^*tm1.1Ecan*^ cells (Fig. 7*A*). In addition, TNFα induced NF-κB transactivation in chondrocytes from both genotypes and the effect was amplified in cells from *Notch2*^*tm1.1Ecan*^ mice indicating enhanced NF-κB activation by the NOTCH2 gain-of-function (Fig. 7*B*).

**Figure 7:**
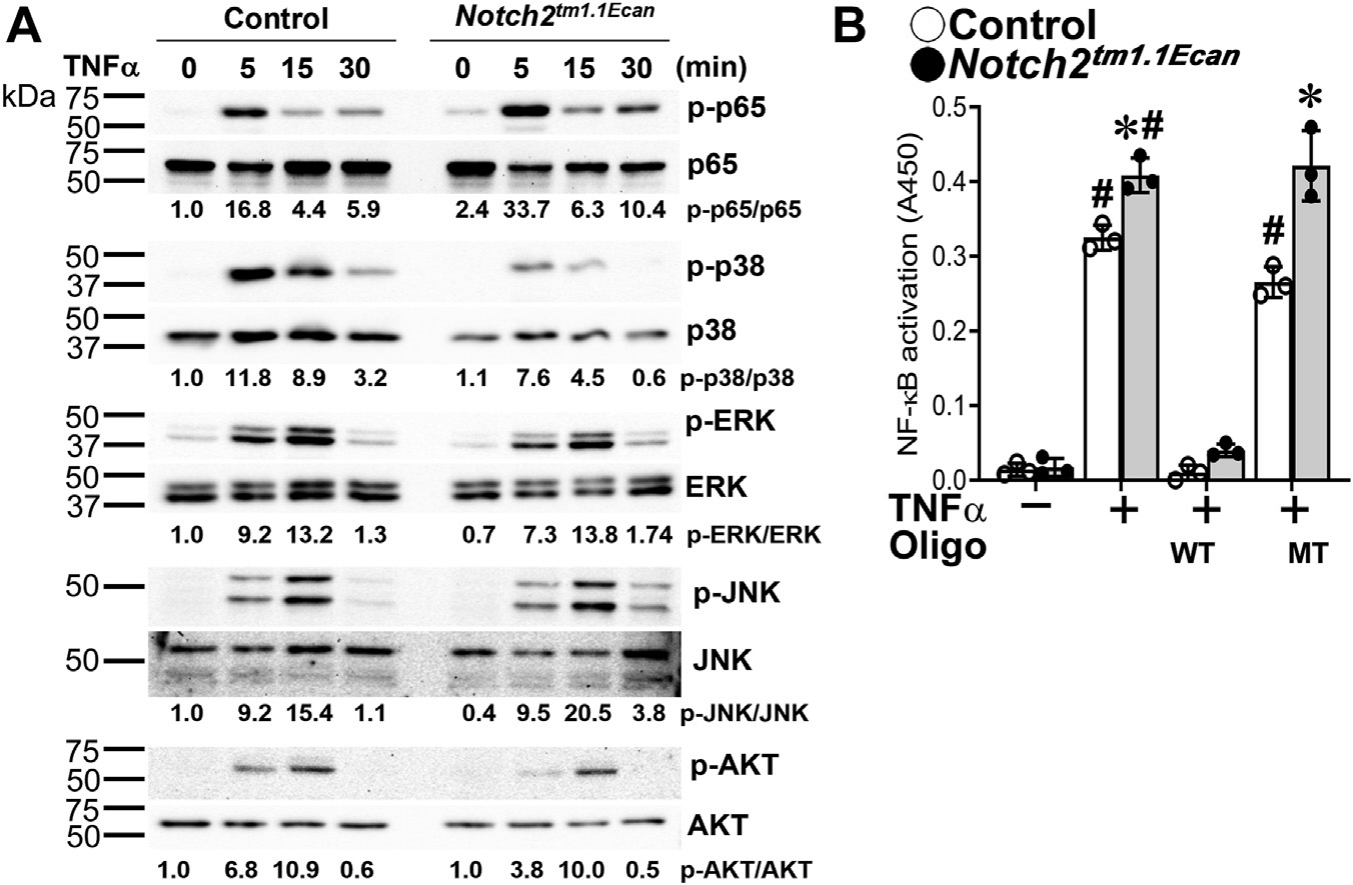
**TNFα-induced NF-κB signal activation is enhanced modestly in *Notch2***^***tm1.1Ecan***^**mutant cells.***In Panel A*, chondrocyte-enriched cells from newborn *Notch2*^*tm1.1Ecan*^ mice and control littermates were cultured to confluence, transferred, and exposed to TNFα at 200 ng/ml or vehicle in the absence of serum for the indicated periods of time. Whole cell lysates (35 μg of total protein) were examined by immunoblotting using anti-p-p65, p-p38, p-ERK, p-JNK, and p-AKT antibodies, stripped, and reprobed with anti-p65, p38, ERK, JNK, and AKT antibodies. The band intensity was quantified by ImageLab software (version 5.2.1), and the numerical ratios of phosphorylated/unphosphorylated signal determined and shown under each blot. Control values for phosphorylated and unphosphorylated protein ratios at time 0 are both normalized to 1. *In Panel B*, chondrocytes from *Notch2*^*tm1.1Ecan*^ mice (*gray bars*, *black dots*) and control littermates (*white bars*, *open circles*) were exposed to TNFα at 200 ng/ml in the absence of serum for 1 h, and 20 μg of nuclear extracts from each sample were examined by TransAM Flexi NF-κB p65 activation assay kit in the presence and absence of a wildtype (WT) or mutant (MT) competitor in 10x-fold excess and colorimetric changes were measured at 450 nm. Values are means (*bars*) ± SD and individual determinations (*dots*); n = 3, technical replicates. Significantly different between: ^∗^control and TNFα; ^#^control and *Notch2*^*tm1.1Ecan*^, all *p* < 0.05 by two-way ANOVA with post-hoc analysis by Tukey.

### Mechanisms responsible for the NOTCH2–TNFα interactions

To understand the molecular mechanisms associated with the effect of NOTCH2 on the amplification of the response to TNFα, RNA from *Notch2*^*tm1.1Ecan*^ and control chondrocytes was examined by RNA-Seq analysis. 

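Chondrocyte-enriched cells were obtained from the epiphyses of newborn heterozygous *Notch2* tm1.1Ecan mice and control littermates. The *Notch2* tm1.1Ecan allele carries a stop codon in *Notch2*, so that NOTCH2 lacks its PEST domain. Confluent cells were exposed to vehicle or to TNFα at 50 ng/ml for 6 h, and 4 libraries were made for each of the 4 combinations of genotype and treatment. The sample annotation gives the removal of serum for the TNFα-treated groups only, whereas the legend to Fig. 8 gives it for vehicle and TNFα alike. The comparisons between genotypes under one treatment are not touched by this, but a comparison of TNFα with vehicle would include the removal of serum if the annotation is right. The authors prepared stranded mRNA libraries and sequenced them in one pool with paired end reads of 75 bp. They trimmed the reads with Trimmomatic 0.39, mapped them to GRCm39 with HISAT2 2.2.1 and counted them on the genes of Ensembl release 105 with htseq-count 0.11.0. The strand setting used for the counting is not given in the paper's text. The deposited values are these counts as whole numbers, without normalization. Counts on genes ranged from 13471143 to 18677402 per library in control cells with vehicle (median 16464910) and from 14781440 to 44237300 in *Notch2* tm1.1Ecan cells with vehicle (median 19654424). With TNFα they ranged from 12552727 to 19220459 in control cells (median 16963940) and from 3439726 to 17155897 in *Notch2* tm1.1Ecan cells (median 15978025). Fragments that the authors' counting assigned to no gene made up 8.81 to 12.1% of each library and were left out. Any 2 libraries of a group differed by more than the sampling noise of their counts, with a chi-square per degree of freedom between 2.14 and 16.0. This cannot tell separate cultures from repeat libraries of one culture. Each library was treated as a replicate of its own because the sample annotation names them biological replicates. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, on the 8 libraries of each comparison. The paper describes DESeq2 with covariates that its text does not name, and no covariate was used here. Genes with fewer than 10 counts summed over the compared libraries were left out, as the authors did. A gene was called past the threshold when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change was at least 1 in either direction, which is the threshold of Table S1. Where every library of a group held 3 counts or fewer of a gene, the group was treated as below detection and the fold change against it is given as a lower bound. Values per library are counts scaled to the size of the library (CPM). In a principal component analysis of the log2 CPM, the first component held 81.0% of the variance and separated TNFα from vehicle, and the second held 6.88% and separated the genotypes. Control vehicle replicate 4 lay at 13.2 on the first component, between the TNFα libraries and the other 7 vehicle libraries, which lay between 49.2 and 52.1. Control TNFα replicate 4 lay at -35.7, and the other 7 TNFα libraries lay between -49.5 and -45.9.

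**Figure D1:**
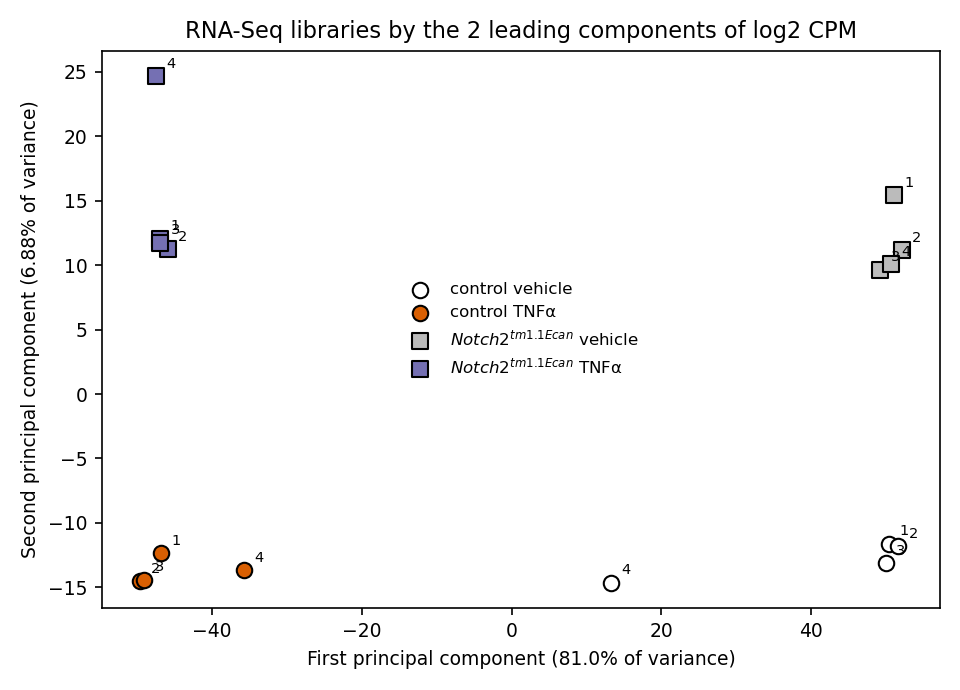
Principal component analysis of the log2 CPM of the 16 libraries, with the first component on the horizontal axis and the second on the vertical axis, in arbitrary units and 1 point per library. Control vehicle replicate 4, at 13.2 on the first component, lies apart from the other vehicle libraries.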

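*Notch2* itself (ENSMUSG00000027878, chromosome 3 of GRCm39, 97920800 to 98057677) was expressed at 223 ± 15.1 CPM (SD, n = 4) in *Notch2* tm1.1Ecan cells treated with TNFα and at 156 ± 28.0 CPM (SD, n = 4) in control cells treated with TNFα. The log2 fold change was 0.53 (standard error 0.12, adjusted p = 0.0178, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between 0.43 and 0.63, and the adjusted p rose above 0.05 without *Notch2* tm1.1Ecan TNFα replicate 3 (0.0567, log2 fold change 0.48) without *Notch2* tm1.1Ecan TNFα replicate 4 (0.108, log2 fold change 0.50) and, with all libraries, with 1 surrogate variable (0.111, log2 fold change 0.50). The counts sum the mutant and the wildtype transcript. Among the Notch target genes, *Heyl* (ENSMUSG00000032744, chromosome 4, 123127349 to 123143682) was past the threshold used here, at 1.70 ± 0.373 CPM (SD, n = 4) in *Notch2* tm1.1Ecan cells and 0.282 ± 0.198 CPM (SD, n = 4) in control cells. Its log2 fold change was 2.46 (standard error 0.42, adjusted p = 0.000144 from the same test), and between 2.22 and 2.97 with each library left out in turn. *Hes1* had a log2 fold change of 0.62 (adjusted p = 0.211), which without control TNFα replicate 4 became 1.04 (adjusted p = 0.00097), and its adjusted p was 0.0176 with no filter beyond 1 count. *Hey1* had one of 0.10 (adjusted p = 0.861), which without *Notch2* tm1.1Ecan TNFα replicate 3 became -0.062. *Hey2* was below detection in the *Notch2* tm1.1Ecan cells, with at most 3 counts per library, and had at most 5 in a control library. Its means were 0.159 CPM in *Notch2* tm1.1Ecan and 0.118 CPM in control cells, too few counts to show a change in either direction. In the whole comparison 19227 genes were tested, and 1912 had an adjusted p under 0.05. Of these, 272 were past the threshold, 196 higher and 76 lower in *Notch2* tm1.1Ecan cells. In 239 of the 272 genes the libraries of the genotypes did not overlap. Over all genes tested the share without overlap was 14.8%, where chance gives 2.86% for 4 libraries against 4. The setting that moved the count most was leaving out the fold cutoff, which gives the 1912 genes named above. With each library left out in turn, between 228 and 273 genes were past the threshold. Every gene of Table S1 was tested and changed in the direction of that table, and 195 of the genes were past the threshold here. Another 77 genes past the threshold are not in Table S1. The 5 largest rises among genes whose libraries did not overlap were those of *Capn11*, *Cma2*, *Aif1*, *Gm11677* and *Gzmb*, each below detection in the control cells. *Capn11* (ENSMUSG00000058626, chromosome 17, 45941130 to 45970291) was at 1.88 ± 0.409 CPM (SD, n = 4) in *Notch2* tm1.1Ecan cells and had no counts in the control cells, so that it was at least 10.2-fold higher (adjusted p = 6.36e-08). *Gzmb* was at least 4.07-fold higher, *Aif1* at least 2.90-fold, *Cma2* at least 2.23-fold and *Gm11677*, a processed pseudogene, at least 1.29-fold. The call of *Gm11677* was lost without control TNFα replicate 1, 2 or 4 or *Notch2* tm1.1Ecan TNFα replicate 1 or 4, with an adjusted p of at most 0.104. *Gzmb* and *Cma2* lie in one cluster of granzyme and mast cell protease genes on chromosome 14. The 5 largest falls, those of *Fndc11*, *1010001B22Rik*, *Cnfn*, *Gm41664* and *Gm23318*, rest on so few counts that no fold change is given, and each lost its call without *Notch2* tm1.1Ecan TNFα replicate 3, with an adjusted p from 0.0803 for *Fndc11* to 0.118 for *Gm23318*.

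**Figure D2:**
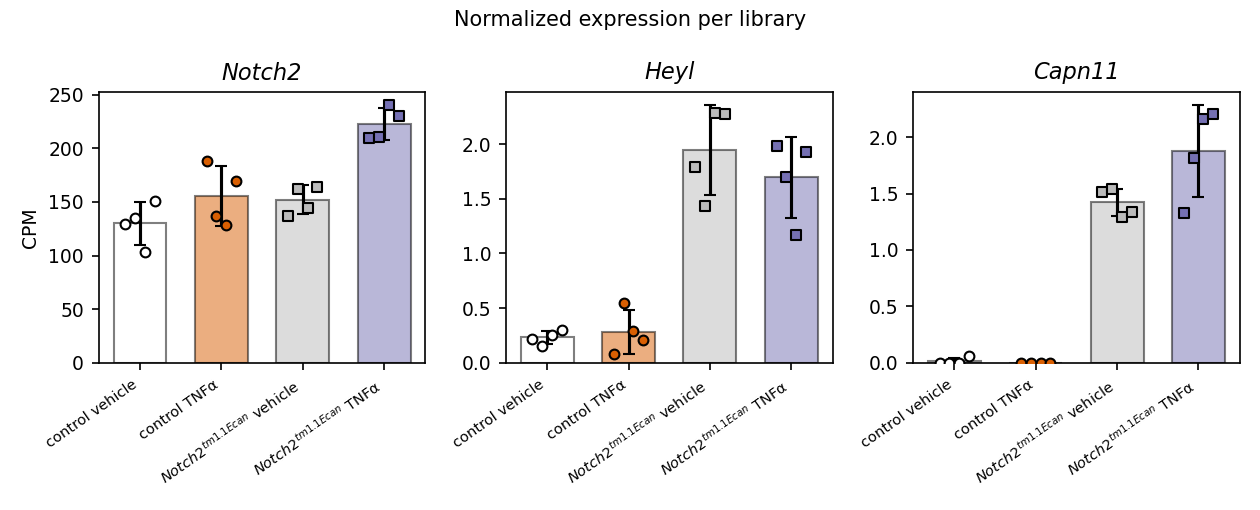
Expression of *Notch2* and *Heyl* in each library (points, CPM) with the mean and the SD of each group of 4 libraries. With TNFα, *Heyl* was at 1.70 CPM in *Notch2* tm1.1Ecan cells and 0.282 CPM in control cells.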

There were 208 differentially regulated genes between *Notch2*^*tm1.1Ecan*^ and control chondrocytes treated with TNFα (Fig. 8; and Table S1). 

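The heat maps of Fig. 8 name 10 genes of the OA pathway and 24 of the phagosome formation pathway, 4 of which appear in both. In cells treated with TNFα, 21 of the 24 phagosome genes were higher in *Notch2* tm1.1Ecan than in control cells, with a median log2 fold change of 1.16 over the list. The values ran from -1.07 for *Itgb7* to 2.19 for *Marco*. *Marco* (ENSMUSG00000026390, chromosome 1, 120402267 to 120432753) was at 3.51 ± 1.50 CPM (SD, n = 4) in *Notch2* tm1.1Ecan cells and 0.814 ± 0.305 CPM (SD, n = 4) in control cells, with a standard error of 0.29 and an adjusted p of 3.45e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Adgre1* (ENSMUSG00000004730, chromosome 17, 57665573 to 57790527), which encodes the macrophage antigen F4/80, was at 16.5 ± 2.10 CPM (SD, n = 4) and 6.13 ± 0.717 CPM (SD, n = 4), a log2 fold change of 1.46 (adjusted p = 1.61e-09). *Adgre1* and *Fcer1g* are 2 of the 9 genes of Table S1 on a list of 20 macrophage marker genes, and 15 of the 18 genes tested on that list were higher in *Notch2* tm1.1Ecan cells at an adjusted p under 0.05. *Vav1* had a log2 fold change of 1.64 (adjusted p = 0.0355), but its groups overlapped and the adjusted p reached 0.156 without *Notch2* tm1.1Ecan TNFα replicate 2 (log2 fold change 1.33). Of the OA pathway genes, 4 were higher in *Notch2* tm1.1Ecan cells (*Itgal*, *Wnt16*, *Itgb2* and *Casp1*) and 6 were lower (*Itgb7*, *C1qtnf4*, *Cnmd*, *Gdf5*, *Fzd9* and *Fgfr3*). *Gdf5* (ENSMUSG00000038259, chromosome 2, 155782943 to 155787287) was at 14.5 ± 1.24 CPM (SD, n = 4) in *Notch2* tm1.1Ecan cells and 32.1 ± 1.33 CPM (SD, n = 4) in control cells, a log2 fold change of -1.13 (adjusted p = 2.92e-10). *Cnmd* (ENSMUSG00000022025, chromosome 14, 79875120 to 79899615), 1 of 17 chondrocyte marker genes that were all lower in *Notch2* tm1.1Ecan cells, was at 238 ± 6.07 CPM (SD, n = 4) and 491 ± 25.8 CPM (SD, n = 4), a log2 fold change of -1.03 (adjusted p = 1.83e-12). *Casp1* had a log2 fold change of 1.02 (adjusted p = 0.0239). The adjusted p of *Casp1* rose above 0.05 without control TNFα replicate 1 (log2 fold change 0.89), control TNFα replicate 3 (0.96) or *Notch2* tm1.1Ecan TNFα replicate 1 (0.86), and was then at most 0.131. *Itgal* had a log2 fold change of 1.42 with overlapping groups, since *Notch2* tm1.1Ecan TNFα replicate 4 was at 0.276 CPM and the other *Notch2* tm1.1Ecan libraries were at 2.63 to 2.92 CPM. Of the cytokines, *Il6* (ENSMUSG00000025746, chromosome 5, 30218112 to 30224979) was at 1.65 ± 0.625 CPM (SD, n = 4) in *Notch2* tm1.1Ecan cells and 0.769 ± 0.285 CPM (SD, n = 4) in control cells, a log2 fold change of 1.11 (standard error 0.34, adjusted p = 0.0359). The log2 fold change of *Il6* lay between 0.78 and 1.31 with each library left out in turn. Its adjusted p rose above 0.05 without control TNFα replicate 1 (log2 fold change 0.93), control TNFα replicate 3 (1.04), *Notch2* tm1.1Ecan TNFα replicate 2 (1.12) or *Notch2* tm1.1Ecan TNFα replicate 3 (0.78), and was then at most 0.276, and with DESeq2 it was 0.0513. *Il1b* was at 0.678 ± 0.384 CPM (SD, n = 4) in *Notch2* tm1.1Ecan cells and 0.225 ± 0.253 CPM (SD, n = 4) in control cells, and this difference did not pass the test (log2 fold change 1.42, adjusted p = 0.199), except without control TNFα replicate 3 (log2 fold change 2.36, adjusted p = 0.0488). Ingenuity Pathway Analysis weighs genes against a curated database that is not among the deposited data, and its scores were not recomputed.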

Ingenuity Pathway Analysis revealed that genes associated with the inflammatory response, including pathogen-induced cytokine storm signaling, OA pathway and role of osteoblasts and osteoclasts in rheumatoid arthritis signaling, as well as genes associated with the phagosome formation pathway, were enhanced in *Notch2*^*tm1.1Ecan*^ chondrocytes compared to control, both treated with TNFα (Fig. 8). 

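Control and *Notch2* tm1.1Ecan cells treated with vehicle were compared in the same way, on libraries that the comparison with TNFα does not use. Of 19432 genes tested, 2048 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 244 were past the threshold, 186 higher and 58 lower in *Notch2* tm1.1Ecan cells. The libraries of the genotypes did not overlap in 231 of the 244 genes, and in 16.2% of all genes tested. Leaving out the fold cutoff moved this count most, to 2048, and with each library left out in turn it was between 198 and 258. Control vehicle replicate 4 held 439 CPM of *Icam1*, a gene induced by TNFα, where the other control vehicle libraries held 34.4 to 40.4 CPM. Without that library 231 genes were past the threshold. *Capn11* was again the largest rise, at least 7.43-fold. *Notch2* had a log2 fold change of 0.23 with an adjusted p of 0.283, which was 0.0043 with no filter beyond 1 count, so that the call depends on the settings. *Heyl* was at 1.95 ± 0.411 CPM (SD, n = 4) in *Notch2* tm1.1Ecan cells and 0.232 ± 0.0617 CPM (SD, n = 4) in control cells, a log2 fold change of 3.04 (adjusted p = 6.25e-07). Of the genes of Table S1, which were selected with TNFα, 205 could be tested with vehicle and 192 of these (93.7%) changed in the same direction. At an adjusted p under 0.05, 136 changed in the same direction, 99 higher and 37 lower, and 0 in the opposite direction (1 at an unadjusted p under 0.05). The median log2 fold change with vehicle was 0.98 for the genes raised in Table S1 and -0.67 for the genes lowered in it. Tested as sets with camera, the raised genes gave p = 4.07e-88 and the lowered genes p = 7.48e-52, and both calls hold under fry and with an estimated correlation between genes. Of the 208 genes, 7 had a genotype by TNFα interaction at an adjusted p under 0.05. Over all genes 101 of 21321 had one, a count between 51 and 156 with each library left out in turn. Across the 18376 genes tested in both comparisons, which are not independent replicates, the log2 fold changes had a Pearson r of 0.277. Of the heat map genes of Fig. 8, 29 were tested in both comparisons, 22 were higher and 7 lower in *Notch2* tm1.1Ecan cells in both, and 0 changed direction. *Ptafr* (log2 fold change 0.073 with vehicle) and *C1qtnf4* (-0.051) were near 0 and changed sign in some fits without 1 library, *Ptafr* to as low as -0.32 without control vehicle replicate 3 and *C1qtnf4* to as high as 0.12 without *Notch2* tm1.1Ecan vehicle replicate 3. With vehicle, 12 of the 23 phagosome genes tested and 2 of the 10 OA pathway genes were past the threshold. The OA pathway count was 1 without control vehicle replicate 4 and 1 without *Notch2* tm1.1Ecan vehicle replicate 1. *Adgre1* had a log2 fold change of 1.36 and *Gdf5* one of -1.02. *Marco* had one of 1.93 (adjusted p = 0.0386), and its call was lost without any 1 of 6 libraries, with an adjusted p of at most 0.129 (without *Notch2* tm1.1Ecan vehicle replicate 3, log2 fold change 1.75), and also with 1 surrogate variable (0.0572).

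**Figure D3:**
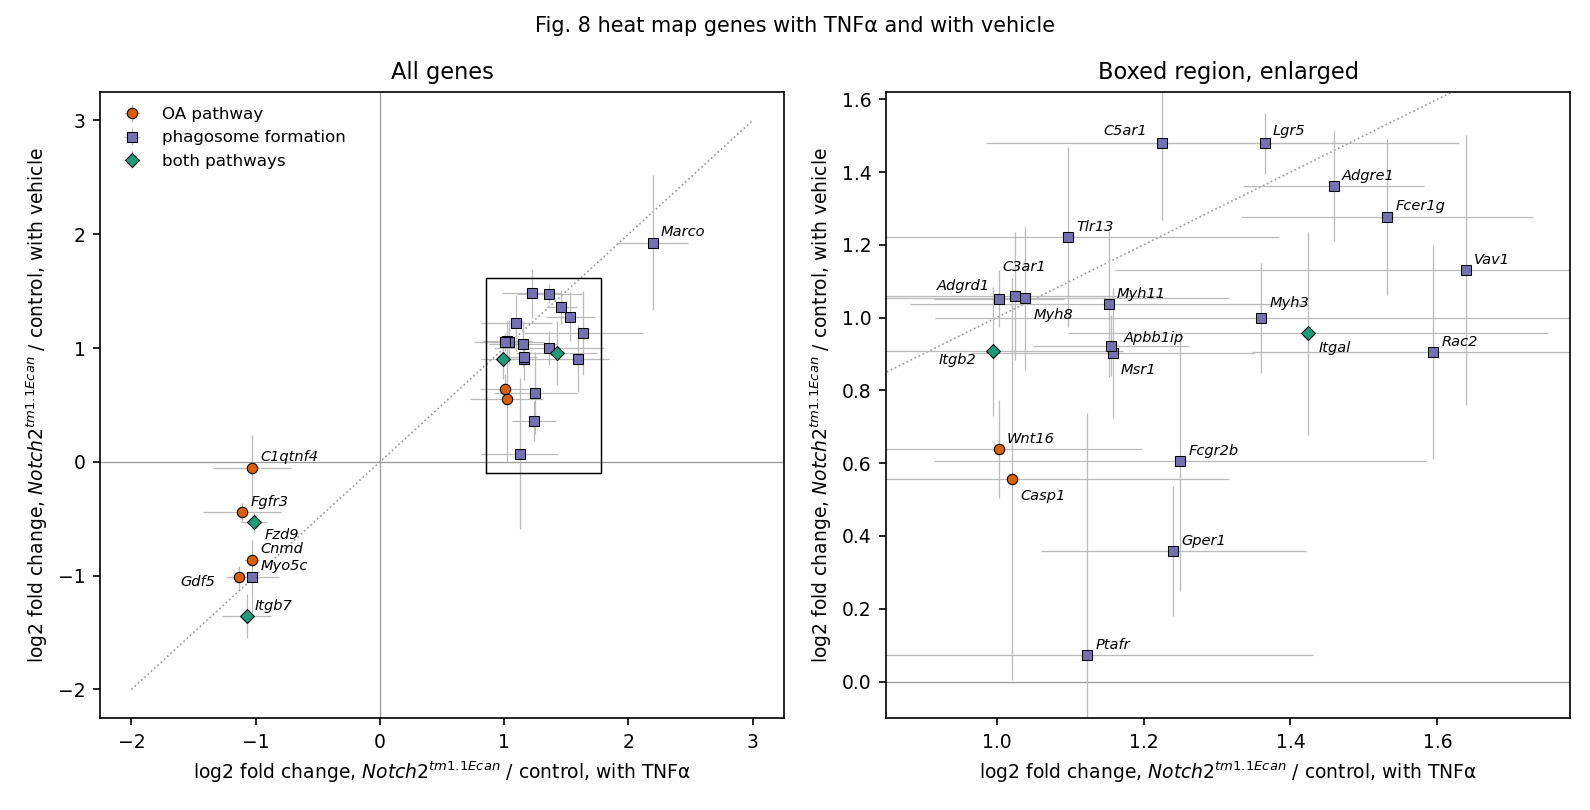
Log2 fold change (*Notch2* tm1.1Ecan over control) of the heat map genes of Fig. 8 with TNFα (horizontal axis) and with vehicle (vertical axis), 1 point per gene, with the boxed region enlarged in the panel on the right. All 29 genes tested in both lie in the quadrants of equal sign, where *Ptafr* (0.073 with vehicle) and *C1qtnf4* (-0.051) change sign in some fits without 1 library.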

A similar pattern of signal activation was observed in the absence of TNFα treatment (not shown). 

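The genes of the pathway heat maps in Fig. 8 were selected by the study from these same libraries, so that their counts here are not independent evidence. With TNFα, 8 of the 10 OA pathway genes and 22 of the 24 phagosome genes were past the threshold. When adjusted over the list alone, 9 OA pathway genes and 23 phagosome genes were past it. With each library left out in turn, between 6 and 7 OA pathway genes and between 17 and 21 phagosome genes passed. The genes that fell short were *Fgfr3* and *Itgb2* in the OA pathway and *Myh3* and *Itgb2* in the phagosome formation pathway. *Fgfr3* (ENSMUSG00000054252, chromosome 5, 33879018 to 33894412) was at 33.1 ± 2.64 CPM (SD, n = 4) in *Notch2* tm1.1Ecan cells and 70.2 ± 30.7 CPM (SD, n = 4) in control cells, a log2 fold change of -1.11 (standard error 0.31, adjusted p = 0.0904, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Control TNFα replicate 4 held 116 CPM of *Fgfr3* and the other control TNFα libraries held 50.2 to 58.8 CPM. Without that library the log2 fold change of *Fgfr3* was -0.77 (adjusted p = 2.88e-08). *Myh3* had a log2 fold change of 1.36 (standard error 0.44, adjusted p = 0.123), and without control TNFα replicate 3 it was 1.06 (adjusted p = 0.0233). *Itgb2* had a log2 fold change of 0.99 (standard error 0.18, adjusted p = 0.000253), under the fold cutoff. *C1qtnf4* is the OA pathway gene of the heat map that Table S1 does not list, and had a log2 fold change of -1.03 (adjusted p = 0.0330). Its adjusted p was between 0.0528 and 0.106 in the 6 fits without control TNFα replicate 2, 3 or 4 or *Notch2* tm1.1Ecan TNFα replicate 1, 2 or 3, and it was 0.0622 with DESeq2 and 0.0518 with no filter beyond 1 count. The paper in its Discussion proposes the activation of these pathways as a possible reason for the greater inflammatory response with NOTCH2 and for the OA of NOTCH2 gain-of-function mice.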

Venn diagrams revealed that of the 208 differentially expressed genes between *Notch2*^*tm1.1Ecan*^ and control chondrocytes, 10 genes were associated with the OA pathway and 25 with the phagosome formation pathway (Fig. S2). Further analysis of differentially regulated genes by qRT-PCR demonstrated downregulation of *Gdf5* and *Fgfr3*, genes associated with articular cartilage development and joint integrity, by the *Notch2*^*tm1.1Ecan*^ mutation in chondrocytes (Fig. S3) (40, 41, 42). *Casp1*, a gene associated with OA and inflammation, and *Marco* (Fig. S3), *Vav1*, *Fcerlg* and *Adgre1* (not shown), genes associated with the phagosome pathway were induced by TNFα, but no further induction was observed in *Notch2*^*tm1.1Ecan*^ mutant chondrocytes (43, 44, 45, 46). *Rac2* a gene associated with the phagosome pathway, was induced by TNFα to a greater extent in *Notch2*^*tm1.1Ecan*^ chondrocytes than in control cells (Fig. S3) (47).

**Figure 8:**
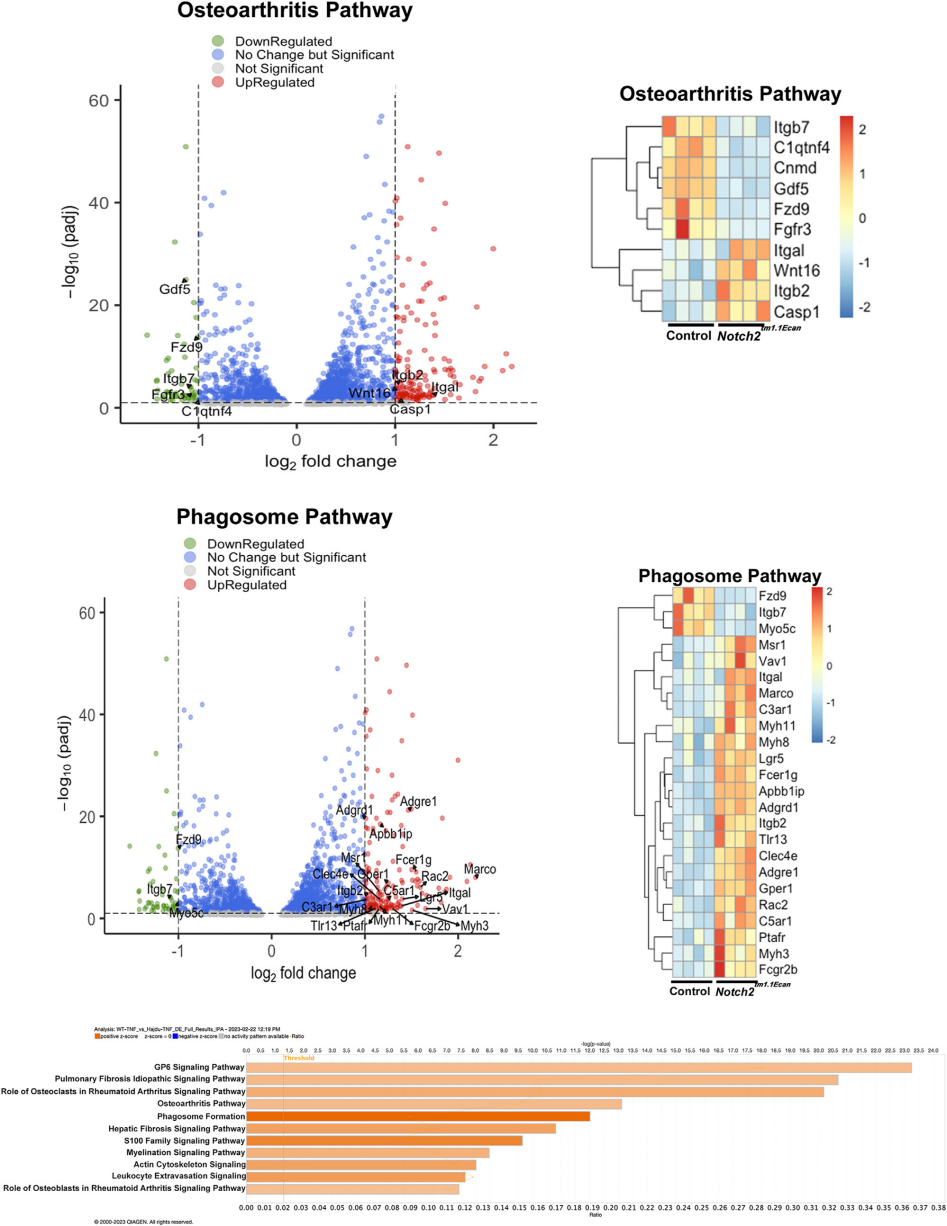
**The phagosome and inflammatory response are enhanced in *Notch2***^***tm1.1Ecan***^**chondrocytes.** Chondrocyte-enriched cells from newborn *Notch2*^*tm1.1Ecan*^ mice and control littermates were cultured to confluence and treated with vehicle or TNFα at 50 ng/ml for 6 h in the absence of serum. Cells were collected for total RNA extraction and analyzed by RNA-Seq. The volcano plots reveal differentially regulated genes at log 2fc1 p adjusted value of 0.1 highlighting genes regulated in osteoarthritis and phagosome formation following ingenuity pathway analysis (IPA). *Bar graph* indicates select signaling pathways positively affected by *Notch2*^*tm1.1Ecan*^*versus* control chondrocytes, both treated with TNFα; n = 4, analyzed by IPA. Heat map of differentially expressed genes between *Notch2*^*tm1.1Ecan*^ and control chondrocytes, both treated with TNFα, log 2fc1 p adjusted value 0.1 affected by osteoarthritis pathway and phagosome formation as determined by IPA.

## Discussion

Previous work demonstrated that a NOTCH2 gain-of-function sensitizes mice to the development of arthritis following destabilization of the medial meniscus surgeries (34). The present work extends those observations and explores possible mechanisms responsible for the enhanced inflammatory response in the context of the NOTCH2 gain-of-function. We demonstrated that NOTCH2 has a pronounced inhibitory effect on chondrocyte differentiation confirming previous observations demonstrating an inhibitory role of Notch signaling in chondrogenesis (24).

We found that NOTCH2 interacts with TNFα and IL1β enhancing their effect on the induction of *Il6* transcripts. The amplification of the TNFα effect was observed in cells from two models of NOTCH2 gain-of-function, namely a global *Notch2*^*tm1.1Ecan*^ and a conditional (COIN) *Notch2*^*tm2.1Ecan*^ mutant mouse model harboring mutations that result in the expression of a stable NOTCH2 NICD devoid of the PEST domain, and a gain-of-Notch function. The amplification of the TNFα response was secondary to direct effects of the NOTCH2 NICD since it was also observed in cells from R26-NICD2 mice overexpressing the NOTCH2 NICD under the control of the *Rosa26* locus. The induction of *Il6* by NOTCH2 is in agreement with the stimulatory effects of NOTCH1 on *Il6* expression in chondrocytes and supports the notion that activation of Notch signaling in cartilage contributes to the inflammatory response and possibly to OA progression (9, 36).

Recently, we reported that serum levels of TNFα are not different between *Notch2*^*tm1.1Ecan*^ and control mice (33). In addition, when the serum from *Notch2*^*tm1.1Ecan*^ mice was examined by Proteome Profiler Mouse Cytokine Array it revealed no difference in the levels of proinflammatory cytokines in the systemic circulation of *Notch2*^*tm1.1Ecan*^ mice when compared to control serum. However, levels of inflammatory cytokines increase during aging and in the context of NOTCH2 one would expect an amplified response to these cytokines and this may play an important role in the inflammatory response in cartilage tissue during aging (48, 49, 50, 51).

The inactivation of *Rbpj* enhanced the expression of *Il6* to levels similar to those observed with the NOTCH2 gain-of-function in *Notch2*^*tm1.1Ecan*^ cells. The enhanced expression of *Il6* in *Rbpj* deleted cells would indicate that RBPJκ is an inhibitor of *Il6* transcription. The results are also consistent with the notion that when the NOTCH2 NICD forms a complex with RBPJκ it displaces co-repressors so that RPBJκ is no longer an inhibitor of *Il6* transcription and *Il6* is induced. This is in accordance with the fact that RBPJκ is a transcriptional repressor that induces gene expression only following interactions with the NICD, so that its downregulation could result in the induction of *Il6* and lead to cellular changes analogous to those associated with the activation of Notch signaling (7, 12). Indeed, the induction of *Il6* by TNFα was of a similar magnitude in *Rbpj* deleted cells from control and *Notch2*^*tm1.1Ecan*^ mice. It is possible that the levels of *Il6* mRNA were maximal and no further induction could be achieved in the presence of NOTCH2. Because the *Rbpj* deletion enhanced the expression of *Il6*, it is not possible to conclude from the experiments that the effect observed with the NOTCH2 gain-of-function was dependent, or not, on Notch canonical signaling. It is of interest that the deletion of *Rbpj* in the limb bud during development or in articular chondrocytes in postnatal life causes severe OA, and this could possibly be related to enhanced expression of *Il6*, as shown in the present work (23, 52). Indeed, IL6 plays a fundamental role in the OA that develops following the destabilization of medial meniscus surgeries (53).

NOTCH2 overexpression caused induction of Notch target genes of the *Hes* and *Hey* families. Concomitant to the TNFα dependent induction of *Il6*, there was a decrease in the expression of *Hes1* and *Hey* genes in control and NOTCH2 overexpressing chondrocytes. *Heyl* expression in chondrocytes is low and at times undetectable. EMSA revealed a decrease in the RBPJκ–nuclear protein complex by TNFα possibly contributing to the decreased expression of Notch canonical target genes. This displacement of RBPJκ from DNA binding sites may mimic the consequences of the *Rbpj* inactivation and explain the induction of *Il6*. An additional mechanism that may operate in the downregulation of Notch target genes by IL6 is a decrease in the expression of *Notch2* observed in 2 out of 3 experiments. Previous work revealed a critical function of HES1 in OA progression, and HES1 can induce *Il6* expression in chondrocytes (26). But it is not likely that HES1 is responsible for the actions of NOTCH2 since *Hes1* transcripts were decreased by TNFα at a time that *Il6* was induced, and the effect amplified by NOTCH2.

TNFα induced NF-κB activation, and this effect was enhanced by NOTCH2, possibly contributing to the induction of *Il6* in the context of the NOTCH2 gain-of-function. Similar interactions have been reported between NOTCH2 and NF-κB signaling in cells of the myeloid/osteoclast lineage (54). Following phosphorylation, p65 is degraded in the nucleus by ubiquitination, and we find that unphosphorylated p65 levels were decreased by the NOTCH2 gain-of-function (55). This is possibly because of an increase in NF-κB activation by NOTCH2 or enhanced ubiquitination by Notch signaling as it has been reported for other nuclear proteins (56, 57). The decrease in p65 may also be related to an upregulation of the phagosome pathway by NOTCH2, similar to the one reported for chaperone-mediated autophagy (58).

RNA-Seq analysis revealed that NOTCH2 induces pathways associated with OA and the inflammatory response and upregulates the phagosome pathway. It is possible that NOTCH2–TNFα interactions influence a subpopulation of CD163-expressing phagocytic chondrocytes or direct the differentiation of articular chondrocytes toward the phagocytic pathway (59, 60). Activation of these pathways may explain the enhanced inflammatory response induced by NOTCH2 as well as the propensity to OA in mouse models of NOTCH2 gain-of-function. Indeed, further analysis by qRT-PCR revealed downregulation of *Gdf5* and *Fgfr3* in *Notch2*^*tm1.1Ecan*^ chondrocytes, and these genes play an important function in cartilage development and structure and are associated with OA (40, 41, 42). qT-PCR also demonstrated amplification of the *Rac2* response to TNFα by the NOTCH2 gain-of-function and *Rac2* is associated with the phagosome pathway (47).

In conclusion, NOTCH2 amplifies the inflammatory response to TNFα in chondrocytes, and TNFα modulates interactions of RBPJκ with gene regulatory sequences.

## Experimental procedures

### Genetically modified mice

*Notch*^*tm1.1Ecan*^ mice harboring a 6955C > T substitution in the *Notch2* locus have been characterized in previous studies and were backcrossed into a C57BL/6 background for ≥8 generations (27). *Notch2*^*tm2.1Ecan*^ or *Notch2*^*COIN*^ mice, backcrossed into a C57BL/6 background, were previously characterized and were designed to introduce a STOP codon in exon 34 of *Notch2* upstream of sequences coding for the PEST domain, following Cre-mediated recombination of a COIN module (39). R26-NICD2 mice were created by Ryuichi Nishinakamura (Kumamoto University) and kindly provided by Fanxin Long in a C57BL/6 background (61, 62). In R26-NICD2 mice, sequences coding for the NOTCH2 NICD are cloned into the *Rosa26* locus downstream a neo-STOP cassette flanked by *loxP* sequences so that the NOTCH2 NICD is expressed under the control of *Rosa26* following the excision of the cassette by Cre recombination. *Rbpj*^*tm1Hon*^ or *Rbpj*^*loxP/loxP*^ mice were obtained from Riken (RBRC1071) and backcrossed into a C57BL/6 background (63). In these mice, *loxP* sites are inserted upstream of exon 6 and downstream of exon 7 of *Rbpj*. To determine whether Notch canonical signaling is responsible for the effects of NOTCH2, *Notch2*^*tm1.1Ecan*^ mutant mice were backcrossed into a homozygous *Rbpj*^*loxP/loxP*^ conditional background (*Notch2*^*tm1.1Ecan*^*;Rbpj*^*loxP/loxP*^).

Genotyping was conducted in tail DNA extracts by PCR using specific primers from Integrated DNA technologies (IDT) (Table 1). All animal experiments were approved by the Institutional Animal Care and Use Committee of UConn Health.

**Table 1:** Primers used for genotyping

Allele	Strand	Sequence 5′-3′	Amplicon size (bp)
*Notch2*^*COIN*^	Forward Reverse	5′-CCGGGCCGCGACTGAAACCCTAG-3′ 5′-CCACCACCTCCAGGAGTTGGGC-3′	330
*Notch2*^*tm1.1Ecan*^	Forward Reverse	5′-CCCTTCTCTCTGTGCGGTAG-3′ 5′-CTCAGAGCCAAAGCCTCACTG-3′	WT = 308 *Notch2*^*tm1.1Ecan*^ = 403
*Notch2*^*WT*^	Forward Reverse	5′-GCTCAGACCATTGTGCCAACCTAT-3′ 5′-CAGCAGCATTTGAGGAGGCGTAA-3′	100
*Rpbj*^*loxP*^	Forward Reverse WT Reverse	5′-GTTCTTAACCTGTTGGTCGGAACC-3′ 5′-GCAATCCATCTTGTTCAATGGCC-3′ 5′-GCTTGAGGCTTGATGTTCTGTATTGC-3′	WT = 500 Flox = 610
*R26-NICD2*	Forward Reverse WT Forward WT Reverse	5′-AAGGGACTGGCTGCTATTGG-3′ 5′-ATATCACGGGTAGCCAACGC-3′ 5′-CTCTCCCAAAGTCGCTCTG-3′ 5′-TACTCCGAGGCGGATCACAAGC-3′	WT = 224 Rosa = 420

### Chondrocyte cultures

Chondrocyte-enriched cells were isolated from the epiphyses of long bones of the hind and fore limbs from 3-to 4-day-old *Notch2*^*tm1.1Ecan*^ mice and control littermates or from *Notch2*^*tm2.1Ecan*^ (*Notch2*^*COIN*^), R26-NICD2 or *Notch2*^*tm1.1Ecan*^;*Rbpj*^*loxP/loxP*^ mice. Surrounding tissues were dissected under a Unitron Z850 stereo microscope, and epiphyseal cartilage collected in high glucose Dulbecco’s modified Eagle’s medium (DMEM, Life Technologies), as described (64). The tissue was exposed to 0.25% trypsin, 0.9 mM EDTA (Life Technologies) and subsequently to 200 U/ml of collagenase type II (Worthington Biochemical Corporation) at 37 °C. Digested cartilage was strained through a 70 μm membrane, and cells are collected by centrifugation and cultured in DMEM supplemented with 10% heat inactivated fetal bovine serum (Atlanta Biologicals) at 37 °C in a humidified 5% CO_2_ incubator (25, 34).

To invert the COIN module and introduce a STOP codon into exon 34 upstream of the PEST domain of *Notch2* in *Notch2*^*tm2.1Ecan*^ cells to induce NOTCH2 NICD in R26-NICD2 cells or to delete *Rbpj* sequences in cells from *Rbpj*^*loxP/loxP*^ mice, chondrocytes were transferred to DMEM in the absence of serum for 1 h and exposed overnight to 300 to 600 multiplicity of infection of replication-defective recombinant adenoviruses. An adenoviral vector expressing Cre recombinase under the control of the CMV promoter (Ad-CMV-Cre, Vector Biolabs) was used to invert the COIN module in *Notch2*^*tm2.1Ecan*^ cells to excise the STOP cassette in R26-NICD2 cells or to excise *Rbpj* sequences in *Rbpj*^*loxP/loxP*^ cells. An adenoviral vector where the CMV promoter directs expression of GFP (Ad-CMV-GFP, Vector Biolabs) was used as control. Following infection, chondrocyte-enriched cells were allowed to recover for 24 to 48 h and cultured in the presence of DMEM containing 10% fetal bovine serum and exposed to test agents as indicated in text and legends (36).

### Quantitative reverse transcription-PCR

Total RNA was extracted from chondrocytes with the RNeasy Mini kit (Qiagen), in accordance with manufacturer’s instructions. The integrity of the RNA was assessed in random samples by microfluidic electrophoresis on an Experion system (Bio-Rad), and RNA with a quality indicator number equal to or higher than 7.0 was used for subsequent analysis. Equal amounts of RNA were reverse-transcribed using the iScript RT-PCR kit (Bio-Rad) and amplified in the presence of specific primers (Table 2) (all from IDT) with the SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) at 60 °C for 40 cycles. Transcript copy number was estimated by comparison with a serial dilution of cDNA for *Acan*, *Il6*, *Illb*, *Notch2*, *Col10a1*, *Sox9*, and *Rbpj* (from Thermo Fisher Scientific), *Hes1*, *Col2a1*, and *Rpl38* (American Type Culture Collection), *Prg4* (Bioscience), *Hey1* and *Hey2* (T. Iso, Gunma University) and *Heyl* (D. Srivastava, Gladstone Institute of Cardiovascular Disease or Dharmacon, Horizon Discovery) (65, 66).

**Table 2:** Primers used for qRT-PCR determinations

Gene	Strand	Sequence	GenBank accession number
*Acan*	Fwd	5′-ATGGTCCTTCTATGACATACACTCCCCG-3′	NM_007242
	Rev	5′-TTGTTACAGCGCCACCAAGG-3′	
*Casp1*	Fwd	5′-ATGAATACAACCACTCGTA-3′	NM_009807.2
	Rev	5′-TTCTCTGAGGTCAACTTG-3′	
*Col2a1*	Fwd	5′-GACCCAAACACTTTCCAACCGCAGT-3′	NM_031163 NM_003396
	Rev	5′-TCATCAGGTCAGGTCAGCCATT-3′	
*Col10a1*	Fwd	5′-CAGGCTTTCTGGGATGCCGCTTGT-3′	NM_009925
	Rev	5′-GGGCACCTACTGCTGGGTAA-3′	
*Fgfr3*	Fwd	5′-GAAGAATGGCAAAGAATT-3′	NM_001163215.2
	Rev	5′-TCAACTACACAGGTATAG-3′	
*Gdf5*	Fwd	5′-GTCAGGAAGCAGAGGTA-3′	NM_008109.4
	Rev	5′-CGTAAGATCCGCAGTTC-3′	
*Hes1*	Fwd	5′-ACCAAAGACGGCCTCTGAGCACAGAAAGT-3′	NM_008235
	Rev	5′-ATTCTTGCCCTTCGCCTCTT-3′	
*Hey1*	Fwd	5′-ATCTCAACAACTACGCATCCCAGC-3′	NM_010423
	Rev	5′-GTGTGGGTGATGTCCGAAGG-3′	
*Hey2*	Fwd	5′-AGCGAGAACAATTACCCTGGGCAC-3′	NM_013904
	Rev	5′-GGTAGTTGTCGGTGAATTGGACCT-3′	
*Heyl*	Fwd	5′-CAGTAGCCTTTCTGAATTGCGAC-3′	NM_013905
	Rev	5′-AGCTTGGAGGAGCCCTGTTTC-3′	
*Illb*	Fwd	5′-GGACAGAATATCAACCAACAAGTG-3′	NM_008361
	Rev	5′-TCGTTGCTTGGTTCTCCTT-3′	
*Il6*	Fwd	5′-CGGCCTTCCCTACTTCACAAGTCCG-3′	NM_00314054; NM_031168
	Rev	5′-CAGGTCTGTTGGGAGTGGTATCC-3′	
*Marco*	Fwd	5′-CCGTCAGCAGTTCAACAACCT-3′	NM_010766.3
	Rev	5′-TGGAGAGCCTCGTTCACCTT-3′	
*Notch2*	Fwd	5′-TGACGTTGATGAGTGTATCTCCAAGCC-3′	NM_010928
	Rev	5′-GTAGCTGCCCTGAGTGTTGTGG-3′	
*Notch2*^*ΔPEST*^	Fwd	5′-GGCTTTCCCACCTACCAT-3′	No Applicable
	Rev	5′-TAGTCGGGCACGTCGTAG'	
*Prg4*	Fwd	5′-CGCCTTTTCCAAAGATCAATACTA-3′	NM_021400.3 NM_001110146
	Rev	5′-GTGGTAATTGCTCTTGCTGTT-3′	
*Rac2*	Fwd	5′-GGCGGATGTTCATAG-3′	NM_009008.3
	Rev	5′-TCTGTATGAGGATGGAT-3′	
*Rbpj*	Fwd	5′-GAACTTGGAAGGGAAGAACTACTG-3′	NM_001080927.2
	Rev	5′-GTCATCGCTGTTGCCATAGAA-3′	
*Rpl38*	Fwd	5′-AGAACAAGGATAATGTGAAGTTCAAGGTTC-3′	NM_001048057; NM_001048058; NM_023372
	Rev	5′-CTGCTTCAGCTTCTCTGCCTTT-3′	
*Sox9*	Fwd	5′-CCTACTACAGTCACGCAGCCG-3′	NM_011448
	Rev	5′-GGGTTCATGTAAGTGAAGGTGGA-3′	

GenBank accession numbers identify transcript recognized by primer pairs.

The level of *Notch2*^*6955C>T*^ mutant transcript was measured as described previously (27). Total RNA was reverse transcribed with Moloney murine leukemia virus reverse transcriptase in the presence of reverse primers for *Notch2* (5′-GGATCTGGTACATAGAG-3′) and *Rpl38* (Table 2). *Notch2* cDNA was amplified by PCR in the presence of TaqMan gene expression assay mix, including specific primers (5′-CATCGTGACTTTCCA-3′ and 5′-GGATCTGGTACATAGAG-3′) and a 6-carboxyfluorexcein-labeled DNA probe of sequence 5′-CATTGCCTAGGCAGC-3′ covalently attached to a 3′-minor groove binder quencher (Thermo Fisher Scientific), and SsoAdvanced Universal Probes Supermix (Bio-Rad) at 60 °C for 45 cycles (67). *Notch2*^*6955C>T*^ transcript copy number was estimated by comparison to a serial dilution of a synthetic DNA fragment (IDT) containing ∼200 bp surrounding the 6955C > T mutation in the *Notch2* locus, and cloned into pcDNA3.1 (Thermo Fisher Scientific) by isothermal single reaction assembly using commercially available reagents (New England Biolabs) (68).

The primers used to detect *Notch2* allow for the detection of *Notch2* and *Notch2*^*COIN*^ but not *Notch2*^*ΔPEST*^ or *Notch2*^*INV*^ transcripts (39). To monitor for the efficiency of the COIN inversion, *Notch2*^*ΔPEST*^ or *Notch2*^*INV*^ transcripts were detected with primers that generate an amplicon straddling the artificial splice junction created within exon 34 of the targeted *Notch2* locus upon inversion of the COIN module. These primers do not recognize wildtype *Notch2* or *Notch2*^*COIN*^ mRNA prior to *COIN* inversion. *Notch2*^*ΔPEST*^ copy number was estimated by comparison with a serial dilution of an ∼200 bp synthetic DNA template (IDT) cloned into pcDNA3.1 (Thermo Fisher Scientific) by isothermal single reaction assembly using commercially available reagents (New England Biolabs).

Amplification reactions were conducted in CFX96 qRT-PCR detection systems (Bio-Rad), and fluorescence was monitored at the end of the elongation step during every PCR cycle. Data are expressed as copy number corrected for *Rpl38* expression estimated by comparison with a serial dilution of cDNA for *Rpl38* (69). Data for *Gdf5*, *Fgfr3*, *Casp1*, *Rac2*, and *Marco* are expressed as relative values corrected for *Rpl38* expression.

### Enzyme-linked immunosorbent assay

To determine whether the *Notch2*^*tm1.1Ecan*^ mutation induces a change in Il6 protein levels, confluent *Notch2*^*tm1.1Ecan*^ chondrocyte-enriched cells were cultured for 3 days before exposure for 24 h to DMEM in the absence or presence of TNFα. Il6 concentrations in the medium were measured with a mouse Il6 ELISA kit, in accordance with manufacturer's instructions (BD Biosciences).

### Illumina transcriptome library preparation and RNA sequencing

Total RNA was quantified, and purity ratios determined using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific), and RNA quality was assessed on an Agilent TapeStation 4200 (Agilent Technologies) with the RNA High Sensitivity assay. Only samples with ribosomal integrity numbers values above 9.0 were used for library preparation. Total RNA was processed for mRNA-sequencing using the Illumina TruSeq Stranded mRNA Sample Preparation kit following the manufacturer’s protocol (Illumina). Libraries were validated for length and adapter dimer removal using the Agilent TapeStation 4200 D1000 High Sensitivity assay (Agilent Technologies), and then they were quantified and normalized using the dsDNA High Sensitivity Assay for Qubit 3.0 (Thermo Fisher Scientific). Libraries were prepared for Illumina sequencing by denaturing and diluting the libraries per manufacturer’s protocol (Illumina). All samples were multiplexed pooled into one sequencing pool, equally normalized, and run as one sample pool across the Illumina NextSeq 500, version 2.5 kit. Target read depth was achieved for each sample with paired end 75 bp reads. Raw reads were trimmed with Trimmomatic (Version 0.39), with a quality threshold of 30 and length threshold of 45 and mapped to Mus Musculus genome (GRCm39 ensembl release 105) with HISAT2 (version 2.2.1) (70). The resulting SAM files were converted into BAM format using samtools (version 1.9). The counts were generated against the features with htseq-count (version 0.11.0) (71). The differential expression of genes between conditions was evaluated using DESeq2 (72). Covariates were introduced in the DESeq2 analysis to increase the accuracy of results, and genes showing less than 10 counts across the compared samples were excluded from analysis. Genes with a false discovery rate <0.05 or <0.1 were considered significant and used in the downstream analysis. The processed RNA-seq results were further analyzed using Ingenuity Pathway Analysis.

### Electrophoretic mobility shift assay

Nuclear extracts were obtained from chondrocytes of *Notch2*^*tm1.1Ecan*^ and littermate controls treated with vehicle or TNFα. A double-stranded DNA oligonucleotide containing the *CSL* (*Rbpj*) consensus sequence found in the Epstein-Barr virus nuclear antigen 2 promoter (forward strand sequence: 5′-GGAAACACGCCGTGGGAAAAAATTTGGG-3′) biotinylated on both 5′-termini was synthesized commercially (IDT) (73). Binding reactions of nuclear extracts with biotinylated DNA at a concentration of 1 μM were carried out with the LightShift Chemiluminescent EMSA Kit, as recommended by the manufacturer (Thermo Fisher Scientific) (74). To determine the specificity of the interactions between the nuclear extracts and the biotinylated oligonucleotides, unlabeled homologous or mutant DNA was added in 200-fold excess. Nucleic acid–protein complexes were resolved on nondenaturing, nonreducing 4% polyacrylamide gels for 45 min and subsequently transferred to a nylon membrane with a 0.45 μm pore size (MP Biomedicals) for 30 min at 4 °C, and crosslinking of the transferred complexes at 120 mJ/cm^2^ for 1 min using a CL-1000 UV-light crosslinking instrument (UVP). The biotinylated DNA was detected with a streptavidin-horseradish peroxidase (HRP) conjugate following manufacturer’s instructions for the LightShift Chemiluminescent Kit detection module, and images of chemiluminescence reactions were acquired with a Chemidoc XSR molecular imager (Bio-Rad).

### Immunoblotting

Cells from control and experimental mice were extracted in buffer containing 25 mM Tris-HCl (pH 7.5), 150 mM NaCl, 5% glycerol, 1 mM EDTA, 0.5% Triton X-100, 1 mM sodium orthovanadate, 10 mM NaF, 1 mM phenyl methyl sulfonyl fluoride, and a protease inhibitor cocktail (all from Sigma Aldrich). Total cell lysates (35 μg of total protein) were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis in 8 or 10% polyacrylamide gels and transferred to Immobilon-P membranes (Millipore). The blots were probed with anti-p-p38 (9211), p38 (9212), p-ERK (9101), ERK (9102), p-JNK (4668), JNK (9252), p-AKT (9271), AKT (9272), p-p65 (3033), and p65 (8242) antibodies (all from Cell Signaling Technology). The blots were exposed to anti-rabbit IgG conjugated to HRP (Sigma-Aldrich) and incubated with a chemiluminescence detection reagent (Bio-Rad). Chemiluminescence was detected by ChemiDoc XSR+ molecular imager (Bio-Rad) with Image Lab software (version 5.2.1), and the amount of protein in individual bands was quantified (33, 75).

### NF-κB activation assay

TNFα-treated chondrocytes from control or experimental mice were lysed prior to nuclear extraction using the Nuclear Extract Kit (Active Motif, Inc). To detect and quantify NF-κB activation, 20 μg of nuclear extract samples were examined using a commercial enzyme-linked immunosorbent assay-based kit (TransAM Flexi NF-κB p65, Active Motif, Inc) in accordance with manufacturer’s instructions (76). Briefly, nuclear extracts were incubated with a biotinylated consensus NF-κB binding sequence (5′-GGGACTTTCC-3′) (1 pmol/well) and the reaction mixture transferred into assay wells. Samples were incubated with anti- NF-κB p65 antibody and anti-rabbit IgG conjugated to HRP and colorimetric changes measured in an iMark Microplate Absorbance Reader (Bio-Rad) at 450 nm with a reference wavelength of 655 nm. To assess the specificity of NF-κB binding to the biotinylated probe, unlabeled wildtype, or mutated consensus NF-κB binding oligonucleotides were added in excess (10 pmol/well) to the reaction mixture.

### Statistics

Data are expressed as means ± SD. Statistical differences were determined by Student’s *t* test, two-way, or three-way ANOVA analysis of variance with Tukey test for multiple comparisons.

## Data availability

RNA Seq data have been uploaded and can be viewed in GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224255).

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare no conflicts of interest with the contents of this article.

## References

[1] Bai S., Kopan R., Zou W., Hilton M.J., Ong C.T., Long F. (2008). NOTCH1 regulates osteoclastogenesis directly in osteoclast precursors and indirectly via osteoblast lineage cells. J. Biol. Chem..

[2] Engin F., Yao Z., Yang T., Zhou G., Bertin T., Jiang M.M. (2008). Dimorphic effects of Notch signaling in bone homeostasis. Nat. Med..

[3] Hilton M.J., Tu X., Wu X., Bai S., Zhao H., Kobayashi T. (2008). Notch signaling maintains bone marrow mesenchymal progenitors by suppressing osteoblast differentiation. Nat. Med..

[4] Zanotti S., Smerdel-Ramoya A., Stadmeyer L., Durant D., Radtke F., Canalis E. (2008). Notch inhibits osteoblast differentiation and causes osteopenia. Endocrinology.

[5] Yu J., Canalis E. (2020). Notch and the regulation of osteoclast differentiation and function. Bone.

[6] Canalis E., Parker K., Feng J.Q., Zanotti S. (2013). Osteoblast lineage-specific effects of notch activation in the skeleton. Endocrinology.

[7] Siebel C., Lendahl U. (2017). Notch signaling in development, tissue homeostasis, and disease. Physiol. Rev..

[8] Canalis E. (2018). Notch in skeletal physiology and disease. Osteoporos. Int..

[9] Liu Z., Chen J., Mirando A.J., Wang C., Zuscik M.J., O'Keefe R.J. (2015). A dual role for NOTCH signaling in joint cartilage maintenance and osteoarthritis. Sci. Signal..

[10] Sanchez-Irizarry C., Carpenter A.C., Weng A.P., Pear W.S., Aster J.C., Blacklow S.C. (2004). Notch subunit heterodimerization and prevention of ligand-independent proteolytic activation depend, respectively, on a novel domain and the LNR repeats. Mol. Cell. Biol..

[11] Gordon W.R., Zimmerman B., He L., Miles L.J., Huang J., Tiyanont K. (2015). Mechanical allostery: evidence for a force requirement in the proteolytic activation of notch. Dev. Cell.

[12] Kovall R.A. (2008). More complicated than it looks: assembly of Notch pathway transcription complexes. Oncogene.

[13] Nam Y., Sliz P., Song L., Aster J.C., Blacklow S.C. (2006). Structural basis for cooperativity in recruitment of MAML coactivators to Notch transcription complexes. Cell.

[14] Schroeter E.H., Kisslinger J.A., Kopan R. (1998). Notch-1 signalling requires ligand-induced proteolytic release of intracellular domain. Nature.

[15] Wilson J.J., Kovall R.A. (2006). Crystal structure of the CSL-Notch-Mastermind ternary complex bound to DNA. Cell.

[16] Iso T., Kedes L., Hamamori Y. (2003). HES and HERP families: multiple effectors of the Notch signaling pathway. J. Cell. Physiol..

[17] Kobayashi T., Kageyama R. (2014). Expression dynamics and functions of Hes factors in development and diseases. Curr. Top. Dev. Biol..

[18] Iso T., Sartorelli V., Poizat C., Iezzi S., Wu H.Y., Chung G. (2001). HERP, a novel heterodimer partner of HES/E(spl) in Notch signaling. Mol. Cell. Biol..

[19] Hosaka Y., Saito T., Sugita S., Hikata T., Kobayashi H., Fukai A. (2013). Notch signaling in chondrocytes modulates endochondral ossification and osteoarthritis development. Proc. Natl. Acad. Sci. U. S. A..

[20] Zanotti S., Canalis E. (2016). Notch signaling and the skeleton. Endocr. Rev..

[21] Shang Y., Smith S., Hu X. (2016). Role of Notch signaling in regulating innate immunity and inflammation in health and disease. Protein Cell.

[22] Kapoor M., Martel-Pelletier J., Lajeunesse D., Pelletier J.P., Fahmi H. (2011). Role of proinflammatory cytokines in the pathophysiology of osteoarthritis. Nat. Rev. Rheumatol..

[23] Mirando A.J., Liu Z., Moore T., Lang A., Kohn A., Osinski A.M. (2013). RBP-Jkappa-dependent Notch signaling is required for murine articular cartilage and joint maintenance. Arthritis Rheum..

[24] Mead T.J., Yutzey K.E. (2009). Notch pathway regulation of chondrocyte differentiation and proliferation during appendicular and axial skeleton development. Proc. Natl. Acad. Sci. U. S. A..

[25] Zanotti S., Canalis E. (2013). Notch suppresses nuclear factor of activated T cells (NFAT) transactivation and Nfatc1 expression in chondrocytes. Endocrinology.

[26] Sugita S., Hosaka Y., Okada K., Mori D., Yano F., Kobayashi H. (2015). Transcription factor Hes1 modulates osteoarthritis development in cooperation with calcium/calmodulin-dependent protein kinase 2. Proc. Natl. Acad. Sci. U. S. A..

[27] Canalis E., Schilling L., Yee S.P., Lee S.K., Zanotti S. (2016). Hajdu cheney mouse mutants exhibit osteopenia, increased osteoclastogenesis and bone resorption. J. Biol. Chem..

[28] Canalis E. (2018). Clinical and experimental aspects of notch receptor signaling: Hajdu-Cheney syndrome and related disorders. Metabolism.

[29] Isidor B., Lindenbaum P., Pichon O., Bezieau S., Dina C., Jacquemont S. (2011). Truncating mutations in the last exon of NOTCH2 cause a rare skeletal disorder with osteoporosis. Nat. Genet..

[30] Majewski J., Schwartzentruber J.A., Caqueret A., Patry L., Marcadier J., Fryns J.P. (2011). Mutations in NOTCH2 in families with Hajdu-Cheney syndrome. Hum. Mutat..

[31] Simpson M.A., Irving M.D., Asilmaz E., Gray M.J., Dafou D., Elmslie F.V. (2011). Mutations in NOTCH2 cause Hajdu-Cheney syndrome, a disorder of severe and progressive bone loss. Nat. Genet..

[32] Zhao W., Petit E., Gafni R.I., Collins M.T., Robey P.G., Seton M. (2013). Mutations in NOTCH2 in patients with Hajdu-Cheney syndrome. Osteoporos. Int..

[33] Yu J., Canalis E. (2019). The Hajdu Cheney mutation sensitizes mice to the osteolytic actions of tumor necrosis factor alpha. J. Biol. Chem..

[34] Zanotti S., Yu J., Bridgewater D., Wolf J.M., Canalis E. (2018). Mice harboring a Hajdu Cheney Syndrome mutation are sensitized to osteoarthritis. Bone.

[35] von Vopelius E., Oheim R., Amling M., Rolvien T., Beil F.T. (2021). Skeletal characterization in a patient with Hajdu-Cheney syndrome undergoing total knee arthroplasty. Osteoporos. Int..

[36] Zanotti S., Canalis E. (2013). Interleukin 6 mediates select effects of notch in chondrocytes. Osteoarthritis Cartilage.

[37] Gu Q., Yang H., Shi Q. (2017). Macrophages and bone inflammation. J. Orthop. Translat..

[38] Kwan Tat S., Padrines M., Theoleyre S., Heymann D., Fortun Y. (2004). IL-6, RANKL, TNF-alpha/IL-1: interrelations in bone resorption pathophysiology. Cytokine Growth Factor Rev..

[39] Zanotti S., Yu J., Sanjay A., Schilling L., Schoenherr C., Economides A.N. (2017). Sustained Notch2 signaling in osteoblasts, but not in osteoclasts, is linked to osteopenia in a mouse model of Hajdu-Cheney syndrome. J. Biol. Chem..

[40] Capellini T.D., Chen H., Cao J., Doxey A.C., Kiapour A.M., Schoor M. (2017). Ancient selection for derived alleles at a GDF5 enhancer influencing human growth and osteoarthritis risk. Nat. Genet..

[41] Loughlin J. (2015). Genetic contribution to osteoarthritis development: current state of evidence. Curr. Opin. Rheumatol..

[42] Tang J., Su N., Zhou S., Xie Y., Huang J., Wen X. (2016). Fibroblast growth factor receptor 3 inhibits osteoarthritis progression in the knee joints of Adult mice. Arthritis Rheumatol..

[43] Tang Z., Davidson D., Li R., Zhong M.C., Qian J., Chen J. (2021). Inflammatory macrophages exploit unconventional pro-phagocytic integrins for phagocytosis and anti-tumor immunity. Cell Rep..

[44] Shah V.B., Ozment-Skelton T.R., Williams D.L., Keshvara L. (2009). Vav1 and PI3K are required for phagocytosis of beta-glucan and subsequent superoxide generation by microglia. Mol. Immunol..

[45] Xing Q., Feng Y., Sun H., Yang S., Sun T., Guo X. (2021). Scavenger receptor MARCO contributes to macrophage phagocytosis and clearance of tumor cells. Exp. Cell Res..

[46] Roskar S., Hafner-Bratkovic I. (2022). The role of Inflammasomes in osteoarthritis and secondary joint Degeneration diseases. Life (Basel).

[47] Ridley A.J. (2001). Rho family proteins: coordinating cell responses. Trends Cell Biol..

[48] Bruunsgaard H., Skinhoj P., Pedersen A.N., Schroll M., Pedersen B.K. (2000). Ageing, tumour necrosis factor-alpha (TNF-alpha) and atherosclerosis. Clin. Exp. Immunol..

[49] Provinciali M., Barucca A., Cardelli M., Marchegiani F., Pierpaoli E. (2010). Inflammation, aging, and cancer vaccines. Biogerontology.

[50] Franceschi C., Capri M., Monti D., Giunta S., Olivieri F., Sevini F. (2007). Inflammaging and anti-inflammaging: a systemic perspective on aging and longevity emerged from studies in humans. Mech. Ageing Dev..

[51] Wu D., Ren Z., Pae M., Guo W., Cui X., Merrill A.H. (2007). Aging up-regulates expression of inflammatory mediators in mouse adipose tissue. J. Immunol..

[52] Liu Z., Ren Y., Mirando A.J., Wang C., Zuscik M.J., O'Keefe R.J. (2016). Notch signaling in postnatal joint chondrocytes, but not subchondral osteoblasts, is required for articular cartilage and joint maintenance. Osteoarthritis Cartilage.

[53] Liao Y., Ren Y., Luo X., Mirando A.J., Long J.T., Leinroth A. (2022). Interleukin-6 signaling mediates cartilage degradation and pain in posttraumatic osteoarthritis in a sex-specific manner. Sci. Signal..

[54] Fukushima H., Nakao A., Okamoto F., Shin M., Kajiya H., Sakano S. (2008). The association of Notch2 and NF-kappaB accelerates RANKL-induced osteoclastogenesis. Mol. Cell. Biol..

[55] Natoli G., Chiocca S. (2008). Nuclear ubiquitin ligases, NF-kappaB degradation, and the control of inflammation. Sci. Signal..

[56] Nie L., Wu H., Sun X.H. (2008). Ubiquitination and degradation of Tal1/SCL are induced by notch signaling and depend on Skp2 and CHIP. J. Biol. Chem..

[57] Nie L., Xu M., Vladimirova A., Sun X.H. (2003). Notch-induced E2A ubiquitination and degradation are controlled by MAP kinase activities. EMBO J..

[58] Tang J., Zhan M.N., Yin Q.Q., Zhou C.X., Wang C.L., Wo L.L. (2017). Impaired p65 degradation by decreased chaperone-mediated autophagy activity facilitates epithelial-to-mesenchymal transition. Oncogenesis.

[59] Jiao K., Zhang J., Zhang M., Wei Y., Wu Y., Qiu Z.Y. (2013). The identification of CD163 expressing phagocytic chondrocytes in joint cartilage and its novel scavenger role in cartilage degradation. PLoS One.

[60] Zhou C., Zheng H., Buckwalter J.A., Martin J.A. (2016). Enhanced phagocytic capacity endows chondrogenic progenitor cells with a novel scavenger function within injured cartilage. Osteoarthritis Cartilage.

[61] Fujimura S., Jiang Q., Kobayashi C., Nishinakamura R. (2010). Notch2 activation in the embryonic kidney depletes nephron progenitors. J. Am. Soc. Nephrol..

[62] Lee S.Y., Long F. (2018). Notch signaling suppresses glucose metabolism in mesenchymal progenitors to restrict osteoblast differentiation. J. Clin. Invest..

[63] Han H., Tanigaki K., Yamamoto N., Kuroda K., Yoshimoto M., Nakahata T. (2002). Inducible gene knockout of transcription factor recombination signal binding protein-J reveals its essential role in T versus B lineage decision. Int. Immunol..

[64] Pfander D., Cramer T., Schipani E., Johnson R.S. (2003). HIF-1alpha controls extracellular matrix synthesis by epiphyseal chondrocytes. J. Cell Sci..

[65] Iso T., Sartorelli V., Chung G., Shichinohe T., Kedes L., Hamamori Y. (2001). HERP, a new primary target of Notch regulated by ligand binding. Mol. Cell. Biol..

[66] Nakagawa O., Nakagawa M., Richardson J.A., Olson E.N., Srivastava D. (1999). HRT1, HRT2, and HRT3: a new subclass of bHLH transcription factors marking specific cardiac, somitic, and pharyngeal arch segments. Dev. Biol..

[67] Kutyavin I.V., Afonina I.A., Mills A., Gorn V.V., Lukhtanov E.A., Belousov E.S. (2000). 3'-minor groove binder-DNA probes increase sequence specificity at PCR extension temperatures. Nucleic Acids Res..

[68] Gibson D.G., Young L., Chuang R.Y., Venter J.C., Hutchison C.A., Smith H.O. (2009). Enzymatic assembly of DNA molecules up to several hundred kilobases. Nat. Methods.

[69] Kouadjo K.E., Nishida Y., Cadrin-Girard J.F., Yoshioka M., St-Amand J. (2007). Housekeeping and tissue-specific genes in mouse tissues. BMC Genomics.

[70] Kim D., Langmead B., Salzberg S.L. (2015). HISAT: a fast spliced aligner with low memory requirements. Nat. Methods.

[71] Anders S., Pyl P.T., Huber W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics.

[72] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[73] Henkel T., Ling P.D., Hayward S.D., Peterson M.G. (1994). Mediation of Epstein-Barr virus EBNA2 transactivation by recombination signal-binding protein J kappa. Science.

[74] Zanotti S., Canalis E. (2017). Parathyroid hormone inhibits Notch signaling in osteoblasts and osteocytes. Bone.

[75] Zanotti S., Smerdel-Ramoya A., Canalis E. (2013). Nuclear factor of activated T-cells (Nfat)c2 inhibits notch signaling in osteoblasts. J. Biol. Chem..

[76] Sisto M., Lisi S., D'Amore M., Lofrumento D.D. (2014). Rituximab-mediated Raf kinase inhibitor protein induction modulates NF-kappaB in Sjogren syndrome. Immunology.

# Supplementary material for: NOTCH2 sensitizes the chondrocyte to the inflammatory response of tumor necrosis factor α
**Source:** J Biol Chem. 2023 Oct 20;299(12):105372. doi: 10.1016/j.jbc.2023.105372

# NOTCH2 Sensitizes the Chondrocyte to the Inflammatory Response of Tumor Necrosis Factor $\alpha$

Canalis, E.<sup>\*1,2,3</sup>, Yu, J.<sup>1,3</sup>, Singh, V.<sup>4</sup>, Mocarska, M.<sup>3</sup> and Schilling, L.<sup>3</sup>

and <sup>4</sup>Computational Biology Core, Institute for System Genomics, UConn, Storrs, CT 06269

## **Supporting Information:**

- **Table S1.** Two hundred and eight genes were differentially regulated (log2fc1 or greater  $p<0.05$ ) between *Notch2<sup>tm1.1Ecan</sup>* and control chondrocytes.
- **Figure S1.** TNF $\alpha$  decreases RBPJ $\kappa$  binding to DNA consensus sequences in chondrocytes.
- **Figure S2.** The phagosome formation and osteoarthritis pathways are enhanced in *Notch2<sup>tm1.1Ecan</sup>* chondrocytes.
- **Figure S3.** The osteoarthritis and phagosome formation pathways are influenced in *Notch2<sup>tm1.1Ecan</sup>* mutant chondrocytes.

**Table S1. Two hundred and eight genes were differentially regulated (log2fc1 or greater  $p<0.05$ ) between *Notch2<sup>tm1.1Ecan</sup>* and control chondrocytes.**

| Gene      | ENSEMBL            | Base Mean   | Fold Change | Normalized Counts |             |             |             |             |             |             |             |
|-----------|--------------------|-------------|-------------|-------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
|           |                    |             |             | Notch2            | Notch2      | Notch2      | Notch2      | Control     | Control     | Control     | Control     |
| Marco     | ENSMUSG00000026390 | 29.42910614 | 2.185959766 | 64.91537766       | 48.86372622 | 57.88783474 | 19.79177902 | 14.17743767 | 8.581401796 | 14.77150588 | 6.443786107 |
| Gzmc      | ENSMUSG00000079186 | 32.47194367 | 2.130095783 | 57.70255792       | 52.01622468 | 45.99307418 | 55.41698127 | 8.95417116  | 10.9217841  | 12.66129075 | 16.10946527 |
| Ccl19     | ENSMUSG00000071005 | 26.79828066 | 2.09382237  | 40.57211104       | 33.88935851 | 38.0632338  | 63.33369288 | 5.96944744  | 14.82242128 | 9.144265543 | 8.591714809 |
| Adamts15  | ENSMUSG00000033453 | 497.1441777 | 2.079497426 | 737.5108184       | 767.6333764 | 828.6683193 | 890.6300561 | 198.4841274 | 193.4716041 | 185.698931  | 175.0561892 |
| Gzme      | ENSMUSG00000022156 | 146.98746   | 1.998114374 | 227.2038218       | 242.7423819 | 213.3127061 | 257.2931273 | 38.80140836 | 57.72943027 | 64.71326384 | 74.10354023 |
| Col6a4    | ENSMUSG00000032572 | 38.55816134 | 1.910705812 | 71.22659493       | 59.89747085 | 51.54396244 | 59.37533707 | 15.66979953 | 17.94293103 | 7.034050417 | 25.77514443 |
| Gzmd      | ENSMUSG00000059256 | 22.80626816 | 1.874585962 | 41.47371351       | 35.46560774 | 34.89129765 | 31.66684644 | 14.9236186  | 10.9217841  | 7.737455459 | 5.369821756 |
| Neb       | ENSMUSG00000026950 | 28.47042766 | 1.855945208 | 55.89935299       | 24.43186311 | 41.23516995 | 59.37533707 | 13.43125674 | 9.361529232 | 17.58512604 | 6.443786107 |
| C1qb      | ENSMUSG00000036905 | 85.53314443 | 1.830198408 | 138.84678         | 130.0405617 | 117.3616376 | 150.4175206 | 29.8472372  | 35.88586206 | 46.42473276 | 35.44082359 |
| Actc1     | ENSMUSG00000068614 | 15.11777613 | 1.81736391  | 27.94967649       | 19.70311541 | 16.65266479 | 31.66684644 | 9.70035209  | 4.680764616 | 8.440860501 | 2.147928702 |
| Arhgap30  | ENSMUSG00000048865 | 26.19478399 | 1.791246778 | 31.55608636       | 51.22810007 | 36.47726573 | 43.54191385 | 8.95417116  | 10.14165667 | 14.77150588 | 12.88757221 |
| Stmn2     | ENSMUSG00000027500 | 26.23818397 | 1.659609734 | 34.26089377       | 29.16061081 | 36.47726573 | 63.33369288 | 16.41598046 | 13.26216641 | 10.55107563 | 6.443786107 |
| Vav1      | ENSMUSG00000034116 | 14.65969019 | 1.649102326 | 20.73685675       | 34.67748312 | 21.41056901 | 11.87506741 | 11.93889488 | 4.680764616 | 11.95788571 | 0           |
| Adamts16  | ENSMUSG00000049538 | 33.56225853 | 1.611866348 | 45.98172584       | 59.89747085 | 43.61412207 | 51.45862546 | 11.19271395 | 21.06344077 | 8.440860501 | 26.84910878 |
| Rac2      | ENSMUSG00000033220 | 36.27217599 | 1.595214344 | 55.89935299       | 66.20246778 | 42.82113803 | 51.45862546 | 12.68507581 | 15.60254872 | 17.58512604 | 27.92307313 |
| Olfm2     | ENSMUSG00000032172 | 45.6198094  | 1.584438012 | 64.91537766       | 53.59247392 | 80.09138779 | 75.20876029 | 14.9236186  | 18.72305846 | 27.43279663 | 30.07100183 |
| Serpina3h | ENSMUSG00000041449 | 59.50164156 | 1.56419727  | 90.16024675       | 85.11745857 | 91.19316432 | 91.04218351 | 45.51703673 | 35.10573462 | 23.91577142 | 13.96153657 |
| Pi16      | ENSMUSG00000024011 | 20.11859414 | 1.563624905 | 40.57211104       | 25.21998773 | 19.82460094 | 35.62520224 | 14.9236186  | 14.82242128 | 3.517025209 | 6.443786107 |
| Mcpt8     | ENSMUSG00000022157 | 45.09886109 | 1.561711827 | 48.68653325       | 56.74497238 | 55.50888263 | 114.7923183 | 20.14688511 | 23.40382308 | 21.10215125 | 20.40532267 |
| Fcer1g    | ENSMUSG00000058715 | 52.86145443 | 1.549161779 | 64.91537766       | 83.54120934 | 78.50541972 | 91.04218351 | 27.60869441 | 24.18395052 | 33.763442   | 19.33135832 |
| Ncf1      | ENSMUSG00000015950 | 40.99634104 | 1.541364222 | 67.62018506       | 56.74497238 | 67.40364319 | 51.45862546 | 20.89306604 | 16.38267616 | 28.13620167 | 19.33135832 |
| Ptpn      | ENSMUSG00000026204 | 306.936002  | 1.509818254 | 418.3435449       | 453.9597791 | 455.9658216 | 490.8361198 | 170.875433  | 145.1037031 | 139.9776033 | 180.426011  |
| Lilrb4b   | ENSMUSG00000112023 | 54.28941407 | 1.507953326 | 90.16024675       | 80.38871087 | 82.47033991 | 67.29204868 | 44.7708558  | 20.28331334 | 25.3225815  | 23.62721573 |
| Myh3      | ENSMUSG00000020908 | 79.11584763 | 1.506219774 | 117.2083208       | 64.62621855 | 102.2949408 | 186.0427228 | 60.44065533 | 14.04229385 | 48.53494788 | 39.73668099 |
| Hcls1     | ENSMUSG00000022831 | 56.46347032 | 1.499954948 | 79.34101714       | 74.87183856 | 78.50541972 | 102.9172509 | 25.37015162 | 28.86471513 | 25.3225815  | 36.51478794 |
| Gm21104   | ENSMUSG00000118633 | 129.8792969 | 1.498132277 | 196.5493379       | 169.4467925 | 202.2109296 | 201.876146  | 69.39482649 | 73.33197899 | 68.23028905 | 57.99407496 |
| Adgre1    | ENSMUSG00000004730 | 154.5027279 | 1.46443925  | 259.6615106       | 232.4967618 | 202.2109296 | 209.7928576 | 92.52643532 | 74.89223386 | 73.15412434 | 91.28696985 |
| El        | ENSMUSG00000029675 | 2148.940707 | 1.445908197 | 3448.629438       | 3378.690231 | 3305.157469 | 2422.513752 | 1181.204412 | 1238.062241 | 1107.862941 | 1109.405175 |

| Gene      | ENSEMBL            | Base Mean   | Fold Change | Normalized Counts |             |             |             |             |             |             |             |
|-----------|--------------------|-------------|-------------|-------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
|           |                    |             |             | Notch2            | Notch2      | Notch2      | Notch2      | Control     | Control     | Control     | Control     |
| Col6a6    | ENSMUSG00000043719 | 198.5374362 | 1.408954795 | 318.265671        | 216.7342695 | 310.0567587 | 308.7517528 | 92.52643532 | 94.39541976 | 109.0277815 | 138.5414013 |
| C1qc      | ENSMUSG00000036896 | 95.29007824 | 1.404588977 | 142.4531899       | 133.1930602 | 122.1195418 | 158.3342322 | 45.51703673 | 46.80764616 | 56.97580838 | 56.92011061 |
| C1qa      | ENSMUSG00000036887 | 73.62127156 | 1.402933736 | 145.1579973       | 129.2524371 | 91.98614836 | 55.41698127 | 35.07050371 | 37.44611693 | 52.75537813 | 41.8846097  |
| Flt1      | ENSMUSG00000029648 | 729.499013  | 1.400239738 | 1094.545396       | 989.0963936 | 1059.426674 | 1088.547846 | 398.4606166 | 394.7444826 | 362.2535965 | 448.9170988 |
| Lgr5      | ENSMUSG00000020140 | 155.8047497 | 1.399818664 | 221.794207        | 231.7086372 | 202.2109296 | 249.3764157 | 72.37955021 | 48.36790103 | 135.7571731 | 84.84318374 |
| Aoc3      | ENSMUSG00000019326 | 342.1525699 | 1.39585817  | 448.0964264       | 483.9085145 | 529.7133371 | 526.461322  | 185.7990516 | 166.1671439 | 216.6487529 | 180.426011  |
| Pik3ap1   | ENSMUSG00000025017 | 53.06163749 | 1.393248091 | 82.94742701       | 75.65996318 | 91.19316432 | 55.41698127 | 34.32432278 | 26.52433282 | 35.87365713 | 22.55325137 |
| Mfap4     | ENSMUSG00000042436 | 135.7688094 | 1.390022436 | 206.4669651       | 185.9974095 | 177.6284244 | 217.7095693 | 65.66392184 | 79.57299847 | 66.12007392 | 86.99111245 |
| Itgal     | ENSMUSG00000030830 | 20.90423287 | 1.389689328 | 38.7689061        | 35.46560774 | 39.64920188 | 3.958355805 | 15.66979953 | 8.581401796 | 15.47491092 | 9.665679161 |
| Slc43a1   | ENSMUSG00000027075 | 18.8628291  | 1.376356691 | 22.54006169       | 32.31310927 | 39.64920188 | 11.87506741 | 8.20799023  | 9.361529232 | 14.06810083 | 12.88757221 |
| Mfap5     | ENSMUSG00000030116 | 1137.49057  | 1.369531503 | 1471.415227       | 1415.471811 | 1320.318423 | 2363.138415 | 624.5534384 | 632.6833506 | 597.8942855 | 674.4496125 |
| Adh1      | ENSMUSG00000074207 | 28.19675376 | 1.360190226 | 26.14647156       | 33.88935851 | 38.85621784 | 67.29204868 | 11.19271395 | 18.72305846 | 13.36469579 | 16.10946527 |
| Nrros     | ENSMUSG00000052384 | 19.65514606 | 1.354810248 | 30.6544839        | 23.64373849 | 30.92637746 | 27.70849063 | 8.20799023  | 10.9217841  | 13.36469579 | 11.81360786 |
| Serpina3g | ENSMUSG00000041481 | 258.4617411 | 1.353235881 | 392.1970734       | 396.4266821 | 334.6392639 | 360.2103782 | 155.2056334 | 161.4863793 | 113.9516168 | 153.5769022 |
| Clec4n    | ENSMUSG00000023349 | 15.95815563 | 1.349540485 | 22.54006169       | 25.21998773 | 16.65266479 | 27.70849063 | 11.93889488 | 5.460892052 | 6.330645376 | 11.81360786 |
| Gm29650   | ENSMUSG00000099876 | 16.20835738 | 1.340737868 | 21.63845922       | 20.49124003 | 17.44564883 | 35.62520224 | 11.19271395 | 6.241019488 | 8.440860501 | 8.591714809 |
| Fermt3    | ENSMUSG00000024965 | 29.09937307 | 1.33187978  | 48.68653325       | 40.19435544 | 38.0632338  | 39.58355805 | 14.9236186  | 18.72305846 | 17.58512604 | 15.03550092 |
| Dpep1     | ENSMUSG00000019278 | 224.8276797 | 1.322663906 | 369.6570117       | 306.5804758 | 300.5409502 | 308.7517528 | 127.596939  | 138.0825562 | 137.8673882 | 109.5443638 |
| Gm11816   | ENSMUSG00000086233 | 21.27798056 | 1.314810283 | 24.34326662       | 26.79623696 | 29.34040939 | 43.54191385 | 10.44653302 | 7.80127436  | 18.28853109 | 9.665679161 |
| Hk3       | ENSMUSG00000025877 | 48.21616916 | 1.310865852 | 78.43941467       | 85.90558319 | 62.64573897 | 43.54191385 | 35.07050371 | 21.84356821 | 23.91577142 | 34.36685924 |
| Mpeg1     | ENSMUSG00000046805 | 220.7684163 | 1.308664398 | 371.4602166       | 335.7410866 | 325.9164394 | 213.7512135 | 152.2209097 | 124.8203898 | 106.9175663 | 135.3195082 |
| Fbn1      | ENSMUSG00000027204 | 22865.50835 | 1.302084474 | 34168.02871       | 28146.29443 | 34741.42367 | 33087.89617 | 9975.692853 | 10309.38407 | 13898.58022 | 18596.76671 |
| Laptn5    | ENSMUSG00000028581 | 105.9191226 | 1.300119028 | 146.0595997       | 161.5655464 | 127.67043   | 170.2092996 | 62.67919812 | 43.68713642 | 71.04390922 | 64.43786107 |
| Ptpcr     | ENSMUSG00000026395 | 21.46058637 | 1.293280421 | 26.14647156       | 29.94873542 | 30.13339343 | 35.62520224 | 10.44653302 | 7.021146924 | 11.95788571 | 20.40532267 |
| Cybb      | ENSMUSG00000015340 | 240.9844668 | 1.29212934  | 339.0025278       | 331.8004635 | 348.9129765 | 348.3353108 | 162.6674427 | 123.2601349 | 118.172047  | 155.7248309 |
| Fcgr2b    | ENSMUSG00000026656 | 17.10915251 | 1.291768393 | 21.63845922       | 21.27936464 | 17.44564883 | 39.58355805 | 11.93889488 | 9.361529232 | 7.034050417 | 8.591714809 |
| Aldh1a2   | ENSMUSG00000013584 | 400.2184839 | 1.290399372 | 595.0576286       | 570.6022223 | 609.0117408 | 486.877764  | 215.6462888 | 269.1439654 | 197.6568167 | 257.7514443 |
| Ly9       | ENSMUSG00000004707 | 22.27745906 | 1.279788607 | 26.14647156       | 31.52498466 | 36.47726573 | 31.66684644 | 17.16216139 | 8.581401796 | 10.55107563 | 16.10946527 |
| Clec12a   | ENSMUSG00000053063 | 20.659637   | 1.275600104 | 29.75288143       | 41.77060467 | 20.61758498 | 23.75013483 | 12.68507581 | 13.26216641 | 10.55107563 | 12.88757221 |
| Ctsc      | ENSMUSG00000030560 | 165.7365992 | 1.271281406 | 243.4326662       | 232.4967618 | 229.9653709 | 229.5846367 | 98.49588276 | 99.07618437 | 86.51882013 | 106.3224708 |
| Serping1  | ENSMUSG00000023224 | 1157.792454 | 1.26508547  | 1518.298555       | 1508.470516 | 1613.722516 | 1919.802565 | 737.2267588 | 688.0723986 | 611.9623863 | 664.7839334 |

| Gene         | ENSEMBL            | Base Mean   | Fold Change | Normalized Counts |             |             |             |             |             |             |             |
|--------------|--------------------|-------------|-------------|-------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
|              |                    |             |             | Notch2            | Notch2      | Notch2      | Notch2      | Control     | Control     | Control     | Control     |
| Dock2        | ENSMUSG00000020143 | 18.99912869 | 1.254005565 | 22.54006169       | 36.25373235 | 17.44564883 | 31.66684644 | 9.70035209  | 7.80127436  | 14.77150588 | 11.81360786 |
| Gper1        | ENSMUSG00000053647 | 54.58297108 | 1.251263308 | 84.75063195       | 72.50746471 | 72.16154742 | 79.16711609 | 32.83196092 | 37.44611693 | 30.94982184 | 26.84910878 |
| Ms4a7        | ENSMUSG00000024672 | 27.48474173 | 1.251216533 | 36.0640987        | 33.88935851 | 42.82113803 | 43.54191385 | 15.66979953 | 16.38267616 | 19.69534117 | 11.81360786 |
| Trpm3        | ENSMUSG00000052387 | 38.19893915 | 1.250249835 | 44.17852091       | 52.8043493  | 49.16501033 | 71.25040448 | 18.65452325 | 22.62369564 | 18.99193613 | 27.92307313 |
| Sorcs1       | ENSMUSG00000043531 | 25.87939221 | 1.244063034 | 36.96570117       | 36.25373235 | 43.61412207 | 27.70849063 | 5.96944744  | 17.94293103 | 24.61917646 | 13.96153657 |
| C5ar1        | ENSMUSG00000049130 | 38.42353828 | 1.243155329 | 57.70255792       | 63.83809393 | 32.51234554 | 63.33369288 | 19.40070418 | 19.5031859  | 25.3225815  | 25.77514443 |
| Csf1r        | ENSMUSG00000024621 | 202.0819915 | 1.240775748 | 267.7759329       | 271.9029927 | 286.2672376 | 312.7101086 | 114.1656823 | 102.1966941 | 123.0958823 | 138.5414013 |
| Serpina3e-ps | ENSMUSG00000091553 | 18.84707962 | 1.232550829 | 18.93365182       | 30.73686004 | 34.89129765 | 19.79177902 | 11.19271395 | 16.38267616 | 7.034050417 | 11.81360786 |
| Dkk2         | ENSMUSG00000028031 | 59.13920428 | 1.232514585 | 76.63620974       | 96.93932782 | 91.98614836 | 63.33369288 | 29.10105627 | 34.32560718 | 46.42473276 | 34.36685924 |
| Slc13a3      | ENSMUSG00000018459 | 16.10585214 | 1.231952677 | 25.24486909       | 22.85561388 | 15.85968075 | 27.70849063 | 6.71562837  | 19.5031859  | 7.737455459 | 3.221893054 |
| Slamf7       | ENSMUSG00000038179 | 16.81081571 | 1.228798852 | 23.44166416       | 26.00811234 | 23.78952113 | 19.79177902 | 8.20799023  | 10.14165667 | 9.144265543 | 13.96153657 |
| Cd180        | ENSMUSG00000021624 | 23.30034161 | 1.227625107 | 23.44166416       | 43.3468539  | 25.3754892  | 39.58355805 | 14.9236186  | 11.70191154 | 14.06810083 | 13.96153657 |
| Ncf2         | ENSMUSG00000026480 | 25.63438268 | 1.22506102  | 34.26089377       | 38.6181062  | 41.23516995 | 27.70849063 | 13.43125674 | 17.16280359 | 15.47491092 | 17.18342962 |
| Asic3        | ENSMUSG00000038276 | 197.9620806 | 1.224704862 | 296.6272118       | 240.378008  | 247.4110197 | 332.5018876 | 125.3583962 | 120.9197526 | 101.290326  | 119.210043  |
| Cdh5         | ENSMUSG00000031871 | 15.69002706 | 1.222417232 | 32.45768883       | 21.27936464 | 11.10177653 | 23.75013483 | 12.68507581 | 9.361529232 | 8.440860501 | 6.443786107 |
| Efh1d1       | ENSMUSG00000026255 | 18.46119385 | 1.22233602  | 26.14647156       | 29.94873542 | 26.16847324 | 19.79177902 | 9.70035209  | 16.38267616 | 7.737455459 | 11.81360786 |
| Syng1        | ENSMUSG00000022415 | 14.97054035 | 1.211859559 | 27.04807403       | 20.49124003 | 16.65266479 | 19.79177902 | 12.68507581 | 8.581401796 | 9.144265543 | 5.369821756 |
| Kng2         | ENSMUSG00000060459 | 55.03949226 | 1.211491648 | 69.42339          | 75.65996318 | 75.33348357 | 87.0838277  | 30.59341813 | 29.64484257 | 25.3225815  | 47.25443145 |
| Asxl3        | ENSMUSG00000045215 | 31.06587661 | 1.193589951 | 36.0640987        | 40.98248005 | 55.50888263 | 39.58355805 | 22.3854279  | 16.38267616 | 18.28853109 | 19.33135832 |
| Col4a1       | ENSMUSG00000031502 | 10598.32986 | 1.189380109 | 14976.51859       | 14865.60651 | 16049.99692 | 13022.9906  | 6211.956242 | 6173.928529 | 6717.518149 | 6768.123341 |
| Ms4a6d       | ENSMUSG00000024679 | 18.33528712 | 1.187187633 | 28.85127896       | 22.85561388 | 29.34040939 | 19.79177902 | 10.44653302 | 10.9217841  | 12.66129075 | 11.81360786 |
| Nlrp3        | ENSMUSG00000032691 | 39.74542001 | 1.185361558 | 62.21057026       | 54.38059853 | 49.16501033 | 55.41698127 | 25.37015162 | 21.06344077 | 26.72939159 | 23.62721573 |
| Rpl34-ps1    | ENSMUSG00000068396 | 21.0111192  | 1.180579141 | 30.6544839        | 29.16061081 | 19.0316169  | 39.58355805 | 13.43125674 | 4.680764616 | 17.58512604 | 13.96153657 |
| Hsd11b1      | ENSMUSG00000016194 | 25.49430843 | 1.174922466 | 29.75288143       | 45.71122775 | 26.16847324 | 39.58355805 | 8.95417116  | 17.16280359 | 14.06810083 | 22.55325137 |
| Vgf          | ENSMUSG00000037428 | 31.37135857 | 1.17430818  | 43.27691844       | 40.98248005 | 39.64920188 | 51.45862546 | 23.87778976 | 10.9217841  | 20.39874621 | 20.40532267 |
| Ifitm1       | ENSMUSG00000025491 | 46.86772712 | 1.165737697 | 63.11217273       | 52.8043493  | 63.438723   | 83.1254719  | 35.07050371 | 23.40382308 | 23.91577142 | 30.07100183 |
| Clec4e       | ENSMUSG00000030142 | 33.19906977 | 1.16556084  | 53.19454558       | 46.49935237 | 43.61412207 | 39.58355805 | 19.40070418 | 17.94293103 | 26.02598654 | 19.33135832 |
| Apbb1ip      | ENSMUSG00000026786 | 191.6199043 | 1.163505823 | 256.9567032       | 267.9623696 | 264.8566685 | 269.1681947 | 117.150406  | 99.85631181 | 121.6890722 | 135.3195082 |
| Msr1         | ENSMUSG00000025044 | 55.95686574 | 1.157755788 | 87.45543935       | 96.1512032  | 70.57557934 | 51.45862546 | 38.80140836 | 39.78649924 | 36.57706217 | 26.84910878 |
| Myh11        | ENSMUSG00000018830 | 32.36056463 | 1.153205796 | 46.88332831       | 31.52498466 | 59.47380282 | 39.58355805 | 12.68507581 | 14.82242128 | 28.13620167 | 25.77514443 |
| Ptafr        | ENSMUSG00000056529 | 20.57600872 | 1.152026219 | 19.83525429       | 28.37248619 | 27.75444131 | 39.58355805 | 11.93889488 | 17.94293103 | 8.440860501 | 10.73964351 |

| Gene      | ENSEMBL            | Base Mean   | Fold Change | Normalized Counts |             |             |             |             |             |             |             |
|-----------|--------------------|-------------|-------------|-------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
|           |                    |             |             | Notch2            | Notch2      | Notch2      | Notch2      | Control     | Control     | Control     | Control     |
| Adamts8   | ENSMUSG00000031994 | 55.82591512 | 1.145753245 | 62.21057026       | 80.38871087 | 72.16154742 | 95.00053931 | 45.51703673 | 39.0063718  | 16.881721   | 35.44082359 |
| Nhs12     | ENSMUSG00000079481 | 196.7113032 | 1.14469508  | 238.9246539       | 277.419865  | 363.1866892 | 193.9594344 | 120.1351297 | 128.7210269 | 118.172047  | 133.1715795 |
| Serpina3f | ENSMUSG00000066363 | 66.3318943  | 1.143891826 | 89.25864429       | 111.9136955 | 90.40018028 | 71.25040448 | 53.72502696 | 53.04866565 | 28.83960671 | 32.21893054 |
| Agtr1a    | ENSMUSG00000049115 | 427.4682314 | 1.138668583 | 596.8608335       | 557.9922284 | 580.4643155 | 621.4618613 | 305.1880004 | 263.6830734 | 236.344094  | 257.7514443 |
| Kng1      | ENSMUSG00000022875 | 56.84227506 | 1.135374881 | 82.94742701       | 86.69370781 | 73.74751549 | 67.29204868 | 34.32432278 | 40.56662667 | 35.87365713 | 33.29289489 |
| Negr1     | ENSMUSG00000040037 | 73.82681374 | 1.128214161 | 97.37306649       | 101.6680755 | 107.0528451 | 98.95889512 | 46.26321766 | 46.02751873 | 49.23835292 | 44.0325384  |
| Lama2     | ENSMUSG00000019899 | 215.8195272 | 1.128093077 | 311.9544538       | 256.1405003 | 347.3270085 | 265.2098389 | 92.52643532 | 101.4165667 | 175.8512604 | 176.1301536 |
| Apoe      | ENSMUSG00000002985 | 1749.80628  | 1.12784585  | 2320.724751       | 2308.417001 | 2279.829108 | 2719.390438 | 1040.176216 | 1095.29892  | 1178.90685  | 1055.706957 |
| Thsd7a    | ENSMUSG00000032625 | 136.9777884 | 1.124333672 | 201.0573503       | 189.1499079 | 194.2810892 | 162.292588  | 72.37955021 | 66.31083206 | 108.3243764 | 102.0266134 |
| Kcnf1     | ENSMUSG00000051726 | 279.9364174 | 1.122849962 | 363.3457944       | 425.5872929 | 417.1096038 | 316.6684644 | 166.3983474 | 170.8479085 | 176.5546655 | 202.9792624 |
| Il6       | ENSMUSG00000025746 | 16.48881561 | 1.122083888 | 14.42563948       | 22.06748926 | 34.09831362 | 19.79177902 | 13.43125674 | 9.361529232 | 13.36469579 | 5.369821756 |
| Tlr13     | ENSMUSG00000033777 | 20.57593653 | 1.120950551 | 30.6544839        | 24.43186311 | 23.78952113 | 35.62520224 | 11.19271395 | 10.9217841  | 16.17831596 | 11.81360786 |
| Fat3      | ENSMUSG00000074505 | 44.0494127  | 1.119959245 | 64.91537766       | 34.67748312 | 79.29840376 | 63.33369288 | 19.40070418 | 28.0845877  | 37.98387225 | 24.70118008 |
| Mycl      | ENSMUSG00000028654 | 28.23831581 | 1.118773427 | 36.0640987        | 45.71122775 | 45.99307418 | 23.75013483 | 23.87778976 | 12.48203898 | 15.47491092 | 22.55325137 |
| Tyrobp    | ENSMUSG00000030579 | 47.10381781 | 1.114001867 | 66.7185826        | 66.20246778 | 45.20009014 | 83.1254719  | 22.3854279  | 34.32560718 | 30.94982184 | 27.92307313 |
| Ubd       | ENSMUSG00000035186 | 31.38671477 | 1.106258038 | 34.26089377       | 52.01622468 | 38.85621784 | 47.50026966 | 17.90834232 | 26.52433282 | 18.99193613 | 15.03550092 |
| Nav3      | ENSMUSG00000020181 | 31.21629702 | 1.099913605 | 44.17852091       | 35.46560774 | 44.4071061  | 47.50026966 | 20.14688511 | 25.74420539 | 16.17831596 | 16.10946527 |
| Gm9913    | ENSMUSG00000053615 | 34.59145062 | 1.089949832 | 54.99775052       | 52.8043493  | 48.37202629 | 27.70849063 | 12.68507581 | 21.84356821 | 21.80555629 | 36.51478794 |
| Stab1     | ENSMUSG00000042286 | 228.9193135 | 1.087985385 | 301.1352242       | 312.0973481 | 317.193615  | 316.6684644 | 173.8601567 | 143.5434482 | 131.5367428 | 135.3195082 |
| Lcp1      | ENSMUSG00000021998 | 222.568835  | 1.087336078 | 313.7576587       | 285.3011111 | 299.7479662 | 312.7101086 | 162.6674427 | 131.8415367 | 123.0958823 | 151.4289735 |
| Ston2     | ENSMUSG00000020961 | 46.72217744 | 1.083653923 | 60.40736532       | 49.65185083 | 80.09138779 | 63.33369288 | 23.13160883 | 34.32560718 | 29.54301175 | 33.29289489 |
| Pirb      | ENSMUSG00000058818 | 35.66664863 | 1.081909508 | 61.30896779       | 40.98248005 | 39.64920188 | 51.45862546 | 17.90834232 | 13.26216641 | 25.3225815  | 35.44082359 |
| Tnfaip8l3 | ENSMUSG00000074345 | 46.54770918 | 1.080149163 | 59.50576286       | 66.99059239 | 65.02469108 | 59.37533707 | 23.87778976 | 34.32560718 | 24.61917646 | 38.66271664 |
| Adamts12  | ENSMUSG00000047497 | 559.7619506 | 1.07427767  | 707.757937        | 734.5321425 | 768.4015324 | 831.254719  | 335.7814185 | 301.9093177 | 392.5000133 | 405.9585247 |
| Myh8      | ENSMUSG00000055775 | 33.55666979 | 1.07198859  | 52.29294312       | 32.31310927 | 47.57904225 | 51.45862546 | 27.60869441 | 10.14165667 | 30.94982184 | 16.10946527 |
| Cldn15    | ENSMUSG00000001739 | 19.62937371 | 1.0705207   | 27.94967649       | 25.21998773 | 28.54742535 | 23.75013483 | 11.93889488 | 14.04229385 | 10.55107563 | 15.03550092 |
| Fabp7     | ENSMUSG00000019874 | 36.54903752 | 1.066999153 | 59.50576286       | 59.10934623 | 30.92637746 | 47.50026966 | 20.14688511 | 22.62369564 | 22.50896134 | 30.07100183 |
| Ccl3      | ENSMUSG00000000982 | 68.63087173 | 1.063362305 | 109.995501        | 77.23621241 | 73.74751549 | 114.7923183 | 42.53231301 | 45.24739129 | 43.61111259 | 41.8846097  |
| Trem2     | ENSMUSG00000023992 | 45.49546863 | 1.06175109  | 55.89935299       | 46.49935237 | 47.57904225 | 102.9172509 | 26.86251348 | 24.18395052 | 26.72939159 | 33.29289489 |
| Col15a1   | ENSMUSG00000028339 | 603.0779201 | 1.055876134 | 863.7351639       | 801.5227349 | 822.324447  | 763.9626703 | 370.8519222 | 404.8861393 | 415.0089746 | 382.331309  |
| En1       | ENSMUSG00000058665 | 31.46914049 | 1.054761213 | 40.57211104       | 48.86372622 | 36.47726573 | 43.54191385 | 18.65452325 | 20.28331334 | 17.58512604 | 25.77514443 |

| Gene      | ENSEMBL            | Base Mean   | Fold Change | Normalized Counts |             |             |             |             |             |             |             |
|-----------|--------------------|-------------|-------------|-------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
|           |                    |             |             | Notch2            | Notch2      | Notch2      | Notch2      | Control     | Control     | Control     | Control     |
| Myo1f     | ENSMUSG00000024300 | 52.68971238 | 1.052267345 | 77.53781221       | 79.60058626 | 68.98961127 | 55.41698127 | 31.33959906 | 32.76535231 | 41.50089746 | 34.36685924 |
| Kif26b    | ENSMUSG00000026494 | 575.6232504 | 1.049380842 | 690.6274901       | 750.2946348 | 788.2261333 | 878.7549886 | 328.3196092 | 363.5393852 | 314.4220537 | 490.8017085 |
| Rpl28-ps1 | ENSMUSG00000058603 | 17.92632461 | 1.048664455 | 26.14647156       | 19.70311541 | 22.99653709 | 27.70849063 | 11.19271395 | 12.48203898 | 4.923835292 | 18.25739397 |
| Casp1     | ENSMUSG00000025888 | 20.30850248 | 1.046148628 | 34.26089377       | 22.85561388 | 22.20355305 | 31.66684644 | 16.41598046 | 11.70191154 | 14.77150588 | 8.591714809 |
| Cfd       | ENSMUSG00000061780 | 209.5274434 | 1.043764544 | 216.3845922       | 301.0636035 | 280.7163493 | 336.4602434 | 102.9729683 | 145.8838305 | 145.6048436 | 147.1331161 |
| Lcp2      | ENSMUSG00000002699 | 26.24114791 | 1.042106008 | 36.96570117       | 26.79623696 | 29.34040939 | 51.45862546 | 18.65452325 | 17.94293103 | 12.66129075 | 16.10946527 |
| Mmp17     | ENSMUSG00000029436 | 115.2518443 | 1.037091984 | 163.1900466       | 177.3280387 | 137.9792225 | 138.5424532 | 80.58754044 | 68.65121437 | 79.48476972 | 76.25146893 |
| Crabp1    | ENSMUSG00000032291 | 68.74765444 | 1.033833253 | 83.84902948       | 71.71934009 | 96.74405258 | 122.7090299 | 32.83196092 | 62.41019488 | 46.42473276 | 33.29289489 |
| Acod1     | ENSMUSG00000022126 | 242.5514315 | 1.03282121  | 311.9544538       | 291.6061081 | 306.0918385 | 407.7106479 | 182.0681469 | 144.3235757 | 166.7069949 | 129.9496865 |
| Igsf6     | ENSMUSG00000035004 | 32.58709554 | 1.031607391 | 45.08012338       | 55.95684777 | 39.64920188 | 31.66684644 | 20.14688511 | 20.28331334 | 23.21236638 | 24.70118008 |
| Tnfaip6   | ENSMUSG00000053475 | 316.1160305 | 1.030003321 | 424.6547622       | 407.4604267 | 406.0078272 | 463.1276292 | 222.3619171 | 209.8542803 | 166.7069949 | 228.7544068 |
| Fblim1    | ENSMUSG00000006219 | 139.4759298 | 1.026357806 | 174.0092762       | 168.6586679 | 181.5933446 | 233.5429925 | 83.57226416 | 87.37427283 | 109.7311865 | 77.32543329 |
| Postn     | ENSMUSG00000027750 | 6738.9306   | 1.025937955 | 8936.683658       | 9080.77183  | 9244.60791  | 8882.550426 | 4543.495683 | 4280.559241 | 4293.584375 | 4649.191676 |
| C3ar1     | ENSMUSG00000040552 | 49.00391916 | 1.024042429 | 73.93140234       | 61.47372008 | 80.09138779 | 43.54191385 | 40.29377022 | 28.86471513 | 33.763442   | 30.07100183 |
| Gm4468    | ENSMUSG00000092014 | 18.68027449 | 1.02264707  | 26.14647156       | 21.27936464 | 22.20355305 | 31.66684644 | 17.16216139 | 8.581401796 | 8.440860501 | 13.96153657 |
| Acta2     | ENSMUSG00000035783 | 14989.85729 | 1.019449014 | 19113.97231       | 19077.34446 | 18508.24744 | 23631.38415 | 9327.261625 | 9146.21406  | 11260.81131 | 9853.622922 |
| Scg2      | ENSMUSG00000050711 | 137.6219334 | 1.01835875  | 196.5493379       | 167.0824187 | 176.0424563 | 201.876146  | 79.84135951 | 99.85631181 | 99.18011089 | 80.54732634 |
| Csmd1     | ENSMUSG00000060924 | 24.76387155 | 1.018001978 | 45.08012338       | 33.88935851 | 31.7193615  | 19.79177902 | 11.93889488 | 12.48203898 | 26.02598654 | 17.18342962 |
| Cd93      | ENSMUSG00000027435 | 34.39937632 | 1.017485299 | 36.0640987        | 57.533097   | 42.82113803 | 47.50026966 | 23.13160883 | 15.60254872 | 24.61917646 | 27.92307313 |
| Col18a1   | ENSMUSG00000001435 | 4996.032495 | 1.016462274 | 6945.94541        | 6741.617969 | 7189.193285 | 5842.533168 | 3352.590918 | 3398.235111 | 3007.759959 | 3490.384141 |
| Pcdh18    | ENSMUSG00000037892 | 779.7628763 | 1.014057321 | 965.6162427       | 1037.171995 | 1070.528451 | 1104.38127  | 487.2561473 | 487.5796475 | 532.4776166 | 553.0916409 |
| Itgb2     | ENSMUSG00000000290 | 67.82330669 | 1.013350706 | 82.94742701       | 81.17683549 | 88.81421221 | 114.7923183 | 32.83196092 | 53.04866565 | 49.23835292 | 39.73668099 |
| Lgi2      | ENSMUSG00000039252 | 108.8122661 | 1.013267719 | 134.3387677       | 144.2268048 | 172.0775362 | 126.6673858 | 73.12573114 | 80.35312591 | 54.86559326 | 84.84318374 |
| Hic1      | ENSMUSG00000043099 | 310.8516373 | 1.011427324 | 376.8698314       | 398.0029313 | 468.6535662 | 419.5857153 | 208.1844795 | 185.6703298 | 225.7930184 | 204.0532267 |
| Adgrd1    | ENSMUSG00000044017 | 318.7837077 | 1.010879089 | 403.016303        | 450.8072806 | 411.5587155 | 439.3774943 | 184.3066897 | 205.1735157 | 222.9793982 | 233.0502642 |
| Wnt16     | ENSMUSG00000029671 | 65.27042216 | 1.008305544 | 69.42339          | 104.820574  | 83.26332394 | 91.04218351 | 46.26321766 | 26.52433282 | 47.1281378  | 53.69821756 |
| Gvin-ps7  | ENSMUSG00000063286 | 17.98050022 | 1.005219574 | 26.14647156       | 21.27936464 | 24.58250516 | 23.75013483 | 13.43125674 | 10.14165667 | 10.55107563 | 13.96153657 |
| Ebf1      | ENSMUSG00000057098 | 1126.731649 | 1.002071475 | 1502.069711       | 1426.505556 | 1531.252177 | 1555.633831 | 778.26671   | 677.1506145 | 738.5752938 | 804.399299  |
| Hmcn1     | ENSMUSG00000066842 | 308.4865693 | 1.001440423 | 451.7028362       | 377.5116913 | 511.4747042 | 300.8350412 | 145.5052813 | 155.2453598 | 215.2419428 | 310.3756975 |
| Kcp       | ENSMUSG00000059022 | 95.12814547 | 1.001258236 | 137.0435751       | 129.2524371 | 118.9476056 | 122.7090299 | 65.66392184 | 72.55185155 | 63.30645376 | 51.55028886 |
| Atp8b1    | ENSMUSG00000039529 | 82.73891463 | 1.000413967 | 97.37306649       | 124.5236894 | 98.33002066 | 122.7090299 | 52.97884603 | 46.02751873 | 57.67921342 | 62.28993237 |

| Gene     | ENSEMBL            | Base Mean   | Fold Change  | Normalized Counts |             |             |             |             |             |             |             |
|----------|--------------------|-------------|--------------|-------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
|          |                    |             |              | Notch2            | Notch2      | Notch2      | Notch2      | Control     | Control     | Control     | Control     |
| Fzd9     | ENSMUSG00000049551 | 405.7279038 | -1.0052931   | 286.7095847       | 266.3861203 | 260.8917484 | 265.2098389 | 520.0881082 | 464.1758244 | 685.1165107 | 497.2454946 |
|          | ENSMUSG00000095041 | 755.2092106 | -1.010292007 | 533.7486608       | 479.9678914 | 545.5730178 | 439.3774943 | 1334.171503 | 1092.17841  | 782.1864064 | 834.4703009 |
| Sh3tc2   | ENSMUSG00000045629 | 116.597529  | -1.022610822 | 77.53781221       | 76.44808779 | 76.12646761 | 79.16711609 | 159.682719  | 131.0614093 | 189.9193613 | 142.8372587 |
| Hapln1   | ENSMUSG00000021613 | 918.4300165 | -1.022865327 | 571.6159644       | 634.4403162 | 615.3556131 | 601.6700823 | 1127.479385 | 1068.774587 | 1569.296648 | 1158.807535 |
| Cnmd     | ENSMUSG00000022025 | 4949.642295 | -1.024861158 | 3279.128174       | 3226.58218  | 3102.946539 | 3475.436397 | 6394.024389 | 6820.654173 | 6940.497547 | 6357.868959 |
| Myo5c    | ENSMUSG00000033590 | 37.86831042 | -1.030235438 | 22.54006169       | 24.43186311 | 27.75444131 | 23.75013483 | 41.78613208 | 51.48841078 | 47.83154284 | 63.36389672 |
| Gchfr    | ENSMUSG00000046814 | 21.36604804 | -1.031605344 | 6.311217273       | 18.91499079 | 11.10177653 | 23.75013483 | 20.14688511 | 29.64484257 | 28.83960671 | 32.21893054 |
| Mamdc4   | ENSMUSG00000026941 | 23.41644544 | -1.032025201 | 11.72083208       | 22.85561388 | 18.23863286 | 3.958355805 | 52.2326651  | 26.52433282 | 26.02598654 | 25.77514443 |
| Ppp1r16b | ENSMUSG00000037754 | 24.38073351 | -1.033819156 | 15.32724195       | 13.39811848 | 17.44564883 | 19.79177902 | 34.32432278 | 35.88586206 | 30.94982184 | 27.92307313 |
| Acox2    | ENSMUSG00000021751 | 70.81552247 | -1.036826515 | 42.37531597       | 43.3468539  | 49.95799437 | 51.45862546 | 89.5417116  | 98.29605694 | 78.78136468 | 112.7662569 |
| Tnfrsf25 | ENSMUSG00000024793 | 42.3699394  | -1.046539956 | 31.55608636       | 26.79623696 | 20.61758498 | 35.62520224 | 78.34899765 | 62.41019488 | 49.23835292 | 34.36685924 |
| Ppp1r1b  | ENSMUSG00000061718 | 568.1336414 | -1.046754716 | 322.7736834       | 342.8342081 | 369.5305615 | 482.9194082 | 745.4347491 | 716.1569863 | 844.7894551 | 720.6300796 |
| Mir99ahg | ENSMUSG00000090386 | 29.20760378 | -1.05778344  | 17.13044688       | 21.27936464 | 20.61758498 | 15.83342322 | 44.02467487 | 43.68713642 | 48.53494788 | 22.55325137 |
| Fgfr3    | ENSMUSG00000054252 | 701.9410711 | -1.06283074  | 424.6547622       | 435.0447883 | 432.1763005 | 530.4196778 | 762.5969104 | 786.3684555 | 1560.152383 | 684.1152917 |
| Rnf39    | ENSMUSG00000036492 | 50.88189723 | -1.068720259 | 34.26089377       | 35.46560774 | 27.75444131 | 35.62520224 | 75.36427393 | 49.14802847 | 91.44265543 | 57.99407496 |
| Rwdd2a   | ENSMUSG00000032417 | 18.57000085 | -1.080010319 | 12.62243455       | 18.91499079 | 8.722824413 | 3.958355805 | 28.35487534 | 35.88586206 | 19.69534117 | 20.40532267 |
| Itgb7    | ENSMUSG00000001281 | 55.17537106 | -1.08105865  | 24.34326662       | 44.13497852 | 38.85621784 | 31.66684644 | 74.618093   | 63.97044975 | 68.23028905 | 95.58282726 |
| Nog      | ENSMUSG00000048616 | 90.40912029 | -1.088283877 | 61.30896779       | 63.83809393 | 65.81767512 | 31.66684644 | 112.6733204 | 105.3172039 | 189.2159562 | 93.43489855 |
| Colgalt2 | ENSMUSG00000032649 | 20.1498831  | -1.104830461 | 16.22884442       | 11.03374463 | 15.85968075 | 3.958355805 | 29.8472372  | 21.84356821 | 32.35663192 | 30.07100183 |
| Tmem88   | ENSMUSG00000045377 | 20.72150196 | -1.108375548 | 11.72083208       | 10.24562001 | 15.85968075 | 15.83342322 | 21.63924697 | 27.30446026 | 30.94982184 | 32.21893054 |
| Gdf5     | ENSMUSG00000038259 | 316.9751068 | -1.127973483 | 195.6477355       | 178.1161633 | 219.6565784 | 205.8345018 | 422.3384064 | 430.6303447 | 457.2132771 | 426.3638474 |
| Fbp2     | ENSMUSG00000021456 | 28.11321027 | -1.128243384 | 18.03204935       | 14.97436771 | 22.99653709 | 11.87506741 | 52.2326651  | 35.88586206 | 30.2464168  | 38.66271664 |
| Matn1    | ENSMUSG00000040533 | 1997.685631 | -1.12877962  | 1401.090235       | 1221.593155 | 1158.549679 | 1231.048655 | 2731.022204 | 2642.291626 | 2934.605834 | 2661.283662 |
| Syt8     | ENSMUSG00000031098 | 24.62913268 | -1.138301408 | 19.83525429       | 12.60999386 | 18.23863286 | 7.916711609 | 29.8472372  | 52.26853821 | 33.763442   | 22.55325137 |
| Nptx1    | ENSMUSG00000025582 | 120.468714  | -1.138379872 | 67.62018506       | 84.32933396 | 70.57557934 | 79.16711609 | 159.682719  | 174.7485457 | 136.4605781 | 191.1656545 |
| Msmg     | ENSMUSG00000078719 | 169.9501763 | -1.14568593  | 133.4371652       | 100.0918263 | 84.05630798 | 106.8756067 | 237.2855357 | 248.0805247 | 212.4283226 | 237.3461216 |
| Tmem184a | ENSMUSG00000036687 | 24.19673233 | -1.158193239 | 9.917627143       | 18.12686618 | 18.23863286 | 11.87506741 | 30.59341813 | 33.54547975 | 37.98387225 | 33.29289489 |
| Kcnk1    | ENSMUSG00000033998 | 24.66127789 | -1.160042979 | 13.52403701       | 11.82186925 | 18.23863286 | 19.79177902 | 38.05522743 | 32.76535231 | 35.17025209 | 27.92307313 |
| mt-Nd6   | ENSMUSG00000064368 | 97.13359988 | -1.165153477 | 38.7689061        | 93.78682935 | 76.91945164 | 23.75013483 | 143.2667386 | 154.4652323 | 150.5286789 | 95.58282726 |
| Klk10    | ENSMUSG00000030693 | 43.59731299 | -1.172404843 | 27.04807403       | 20.49124003 | 28.54742535 | 35.62520224 | 60.44065533 | 58.5095577  | 61.19623863 | 56.92011061 |
| Ano1     | ENSMUSG00000031075 | 71.21232305 | -1.172805939 | 51.39134065       | 43.3468539  | 34.09831362 | 47.50026966 | 94.01879718 | 103.756949  | 73.15412434 | 122.431936  |

| Gene      | ENSEMBL            | Base Mean   | Fold Change  | Normalized Counts |             |             |             |             |             |             |             |
|-----------|--------------------|-------------|--------------|-------------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
|           |                    |             |              | Notch2            | Notch2      | Notch2      | Notch2      | Control     | Control     | Control     | Control     |
| F13a1     | ENSMUSG00000039109 | 161.478551  | -1.210705811 | 81.14422208       | 97.72745244 | 107.0528451 | 106.8756067 | 236.5393548 | 189.570967  | 219.462373  | 253.4555869 |
| Entpd3    | ENSMUSG00000041608 | 21.80022581 | -1.219612246 | 21.63845922       | 11.03374463 | 11.89476056 | 3.958355805 | 28.35487534 | 31.98522488 | 38.6872773  | 26.84910878 |
| Gm44732   | ENSMUSG00000108934 | 27.7484687  | -1.226715015 | 15.32724195       | 18.91499079 | 18.23863286 | 11.87506741 | 54.47120789 | 35.10573462 | 37.98387225 | 30.07100183 |
| Syn3      | ENSMUSG00000059602 | 22.13118948 | -1.231444826 | 14.42563948       | 11.82186925 | 14.27371268 | 11.87506741 | 33.57814185 | 19.5031859  | 41.50089746 | 30.07100183 |
| Ucma      | ENSMUSG00000026668 | 426.068489  | -1.240395956 | 293.9224044       | 250.623628  | 228.3794028 | 233.5429925 | 557.3971547 | 628.002586  | 607.7419561 | 608.9377871 |
| Tnfrsf11b | ENSMUSG00000063727 | 2341.710907 | -1.256859775 | 1369.534148       | 1446.208671 | 1378.999241 | 1318.132483 | 3234.694331 | 3093.205284 | 3713.97862  | 3178.93448  |
| Panx3     | ENSMUSG00000011118 | 17.52680095 | -1.264997978 | 6.311217273       | 7.093121548 | 16.65266479 | 11.87506741 | 20.14688511 | 14.82242128 | 42.90770755 | 20.40532267 |
| Bmp7      | ENSMUSG00000008999 | 19.19684259 | -1.267741637 | 7.21281974        | 14.97436771 | 11.10177653 | 11.87506741 | 29.10105627 | 21.84356821 | 29.54301175 | 27.92307313 |
| Gdf10     | ENSMUSG00000021943 | 552.7838607 | -1.268536142 | 339.0025278       | 302.6398527 | 327.5024075 | 328.5435318 | 552.1738882 | 532.8270388 | 1455.345031 | 584.236607  |
| Lctl      | ENSMUSG00000032401 | 67.53273546 | -1.272585466 | 27.94967649       | 44.13497852 | 45.99307418 | 39.58355805 | 111.1809586 | 81.91338078 | 92.84946551 | 96.65679161 |
| Dancr     | ENSMUSG00000106943 | 15.47517211 | -1.287247166 | 13.52403701       | 6.304996931 | 10.30879249 | 3.958355805 | 26.86251348 | 25.74420539 | 27.43279663 | 9.665679161 |
| Gdf6      | ENSMUSG00000051279 | 36.0582619  | -1.287724476 | 17.13044688       | 25.21998773 | 22.99653709 | 15.83342322 | 35.81668464 | 32.76535231 | 71.04390922 | 67.65975412 |
| Tslp      | ENSMUSG00000024379 | 124.5981764 | -1.306384    | 96.47146403       | 71.71934009 | 45.20009014 | 75.20876029 | 199.9764892 | 214.5350449 | 113.2482117 | 180.426011  |
| Scrg1     | ENSMUSG00000031610 | 117.9903191 | -1.30789488  | 90.16024675       | 75.65996318 | 41.23516995 | 63.33369288 | 163.4136237 | 168.5075262 | 175.1478554 | 166.4644744 |
| Upb1      | ENSMUSG00000033427 | 23.3681814  | -1.313272493 | 17.13044688       | 9.457495397 | 12.6877446  | 15.83342322 | 37.3090465  | 32.76535231 | 29.54301175 | 32.21893054 |
| Cntnap3   | ENSMUSG00000033063 | 25.63292506 | -1.322821416 | 18.93365182       | 13.39811848 | 13.48072864 | 11.87506741 | 32.83196092 | 40.56662667 | 47.1281378  | 26.84910878 |
| Msln      | ENSMUSG00000063011 | 73.41907161 | -1.325296215 | 45.08012338       | 33.10123389 | 45.20009014 | 47.50026966 | 105.2115111 | 116.238988  | 104.8073512 | 90.2130055  |
| Serpinb6b | ENSMUSG00000042842 | 19.13260979 | -1.345163336 | 8.114422208       | 10.24562001 | 15.06669671 | 7.916711609 | 20.14688511 | 22.62369564 | 28.13620167 | 40.81064534 |
| Etohd2    | ENSMUSG00000089875 | 14.98228423 | -1.36176198  | 9.917627143       | 9.457495397 | 7.929840376 | 3.958355805 | 19.40070418 | 30.42497    | 14.06810083 | 24.70118008 |
| Ncmap     | ENSMUSG00000043924 | 28.80405229 | -1.415397809 | 15.32724195       | 17.33874156 | 16.65266479 | 11.87506741 | 32.08577999 | 36.66598949 | 66.12007392 | 34.36685924 |
| Usp29     | ENSMUSG00000051527 | 39.19130988 | -1.421056649 | 27.04807403       | 21.27936464 | 16.65266479 | 19.79177902 | 44.02467487 | 58.5095577  | 68.23028905 | 57.99407496 |
| Xlr3b     | ENSMUSG00000073125 | 14.57534046 | -1.42129149  | 9.917627143       | 2.364373849 | 13.48072864 | 3.958355805 | 23.87778976 | 17.16280359 | 18.99193613 | 26.84910878 |
| Snorc     | ENSMUSG00000026258 | 35.27428359 | -1.426700256 | 23.44166416       | 20.49124003 | 13.48072864 | 19.79177902 | 55.21738882 | 44.46726385 | 56.97580838 | 48.3283958  |
| Dpp4      | ENSMUSG00000035000 | 88.80962372 | -1.522488726 | 54.99775052       | 46.49935237 | 45.20009014 | 27.70849063 | 117.8965869 | 132.6216641 | 147.0116537 | 138.5414013 |
| Angptl7   | ENSMUSG00000028989 | 338.7028771 | -1.966378134 | 142.4531899       | 130.0405617 | 127.67043   | 166.2509438 | 470.8401668 | 549.209715  | 532.4776166 | 590.6803932 |

Chondrocytes from newborn *Notch2<sup>tm1.1Ecan</sup>* mice and control littermates were cultured to confluence and treated with TNF $\alpha$  at 50 ng/ml for 6 hours in the absence of serum. Cells were collected for total RNA extraction and RNASeq data were analyzed using DESeq2 and median of ratios was used to obtain normalized counts. 

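The normalized counts of Table S1 were compared with the deposited counts of the same 208 genes. Each column is the deposited count of one TNFα library divided by a single factor, the size factor of the median of ratios method, and the ratio does not vary from gene to gene beyond rounding. Columns 1 to 4 are *Notch2* tm1.1Ecan TNFα replicates 1 to 4, with factors of 1.11, 1.27, 1.26 and 0.253. Columns 5 to 8 are control TNFα replicates 2, 3, 4 and 1, with factors of 1.34, 1.28, 1.42 and 0.931. A given normalized count in column 4 therefore stands for fewer reads than in the other columns, since *Notch2* tm1.1Ecan TNFα replicate 4 had the fewest counts. The table has no column for the vehicle libraries.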

Gene name, Ensembl gene identification, base means, adjusted and individual normalized counts are shown from *Notch2<sup>tm1.1Ecan</sup>* (Notch2) and control chondrocytes, both treated with TNF $\alpha$ .

**Figure S1. TNF $\alpha$  decreases RBPJ $\kappa$  binding to DNA consensus sequences in chondrocytes.** Chondrocyte-enriched cells from newborn *Notch2<sup>tm1.1Ecan</sup>* mice and control littermates were cultured to confluence and exposed to TNF $\alpha$  50 ng/ml for 6 hours or vehicle in the absence of serum. A biotinylated oligonucleotide containing *CSL* or *Rbpj* consensus sequences from the EBNA2 promoter was used. Competition of binding reactions was performed in the presence of unlabeled oligonucleotides containing wild type (WT) homologous or mutant (MT) *CSL* consensus sequences in 200-fold excess. DNA-nuclear protein complexes were resolved by gel electrophoresis, transferred to a nylon membrane, exposed to a streptavidin-horseradish peroxidase conjugate, and visualized by chemiluminescence.

## Figure S1

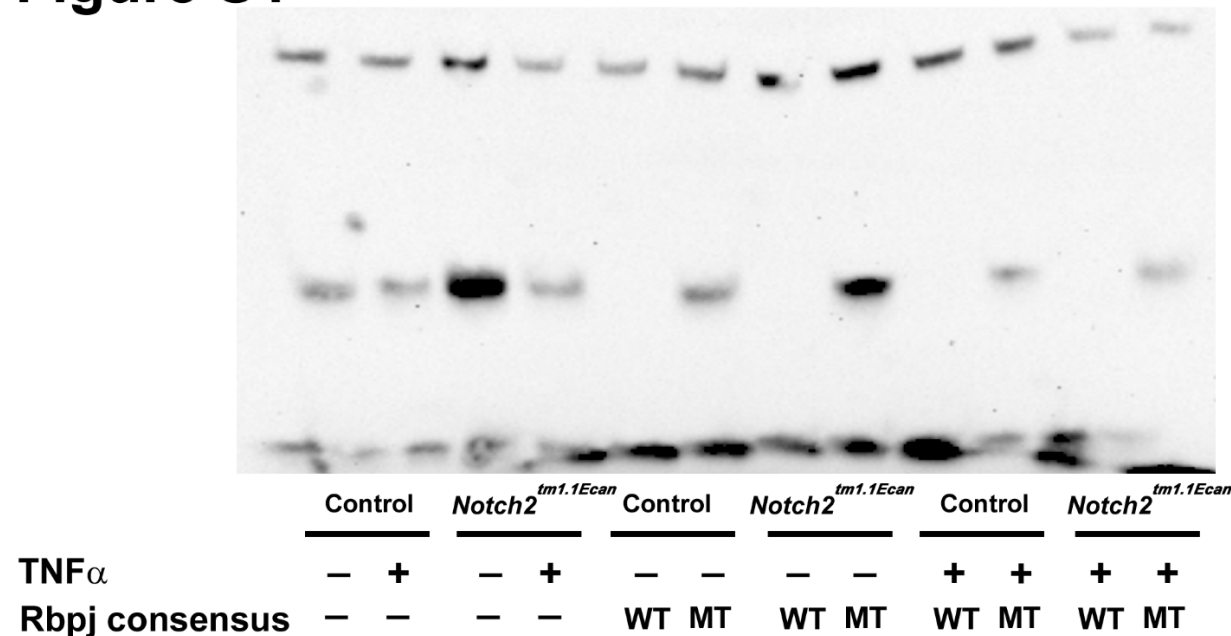

**Figure S2. The phagosome formation and osteoarthritis pathways are enhanced in *Notch2<sup>tm1.1Ecan</sup>* chondrocytes.** Chondrocyte-enriched cells from newborn *Notch2<sup>tm1.1Ecan</sup>* mice and control littermates were cultured to confluence and treated with TNF $\alpha$  at 50 ng/ml for 6 hours in the absence of serum. Cells were collected for total RNA extraction and analyzed by RNASeq. The Venn diagrams reveal differentially regulated genes and number of genes affected in the phagosome formation and osteoarthritis pathway at log 2fc1 p adjusted value of 0.05.

## Figure S2

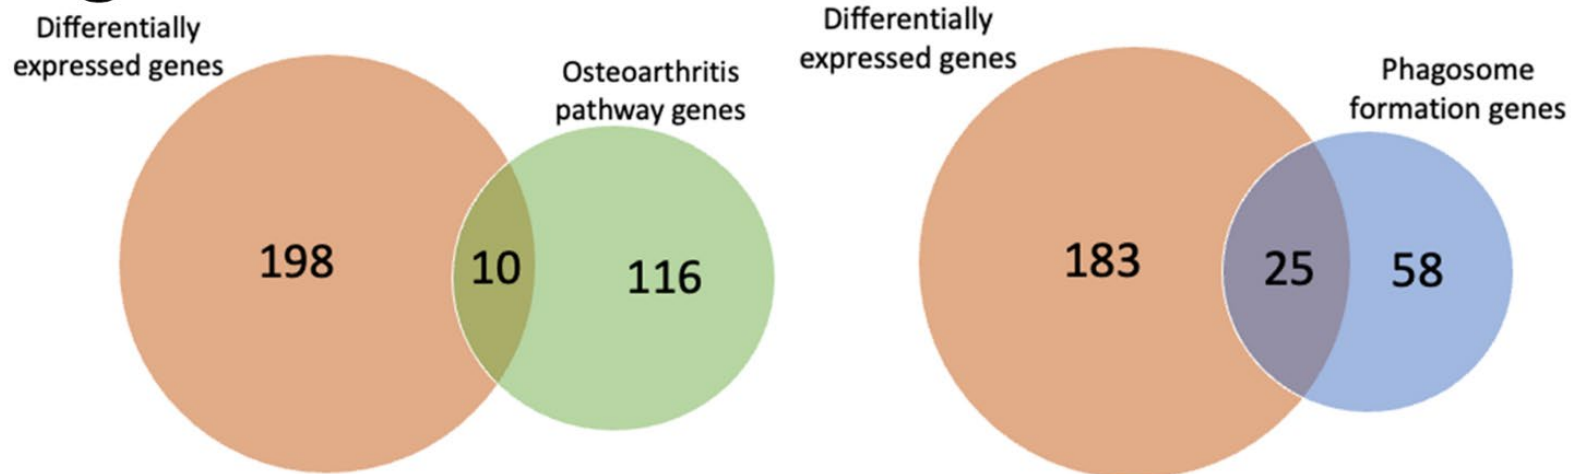

**Figure S3. The osteoarthritis and phagosome formation pathways are influenced in *Notch2<sup>tm1.1Ecan</sup>* mutant chondrocytes.**

Chondrocyte-enriched cells from newborn heterozygous *Notch2<sup>tm1.1Ecan</sup>* mice (closed circles, grey bars) and control littermates (open circles, white bars) were cultured to confluence, transferred, and exposed to TNF $\alpha$  at 50 ng/ml or vehicle for 24 hours in the absence of serum and mRNA expression determined by qRT-PCR. Data for mRNA are expressed as relative expression corrected for *Rpl38*. Values are means (bars)  $\pm$  SD and individual determinations (dots); n = 4 for all data sets. Significantly different between: \*control and *Notch2<sup>tm1.1Ecan</sup>*; #TNF $\alpha$  and vehicle, both  $p < 0.05$  by two-way ANOVA with post-hoc analysis by Tukey.

**Figure S3**

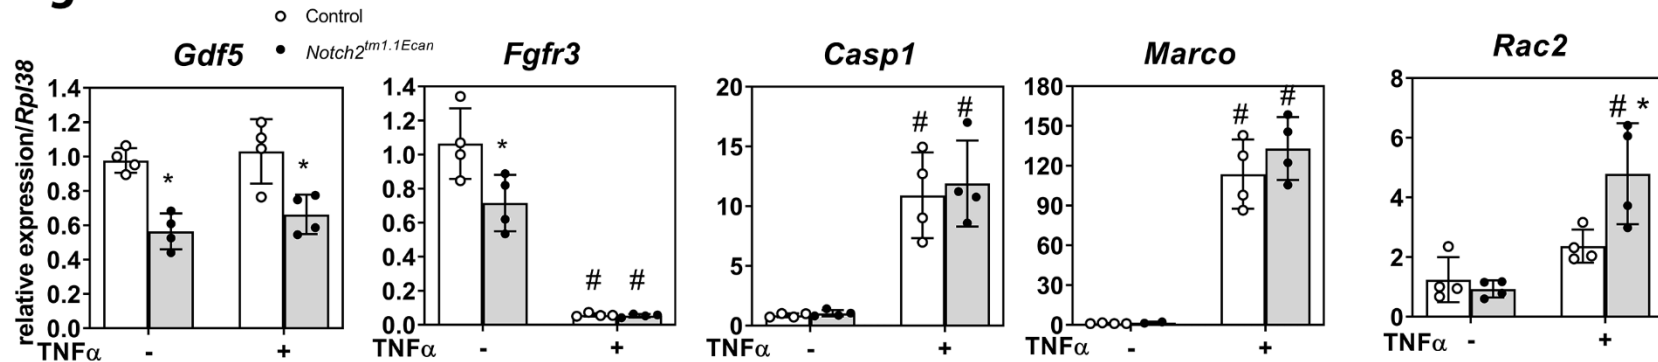

**Supplement:** Supporting Table S1 and Figures S1–S3

How the deposited data were processed for this re-analysis (not part of the article)

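The RNA-Seq data comprise 16 libraries of chondrocyte-enriched cells from newborn mice, 4 each of control vehicle, *Notch2* tm1.1Ecan vehicle, control TNFα and *Notch2* tm1.1Ecan TNFα. The authors deposited one file of counts per library, made with htseq-count, with whole-number counts for 55414 Ensembl gene identifiers and 5 entries that name no gene. The 5 entries held between 8.81 and 12.1% of the fragments of a library and were left out. Of the identifiers, 665 are not in the GENCODE M39 annotation of GRCm39 that was used for names and positions, and they held 0.018% of the counts. The authors' trimming, mapping and counting are already in these files and could not be repeated, since the reads were not used. The median total on genes was 17062419 per library. The limit of 3 counts that was taken as the floor of detection covers counting error only.

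The counts were analyzed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, and tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Libraries were normalized with TMM, and genes with fewer than 10 counts summed over the compared libraries were removed. A negative binomial model with quasi-likelihood and robust dispersion estimates was fitted to the 8 libraries of each 2-group comparison, and to all 16 libraries for the interaction. The comparisons were *Notch2* tm1.1Ecan against control with TNFα, *Notch2* tm1.1Ecan against control with vehicle, TNFα against vehicle in each genotype, and the genotype by TNFα interaction. Adjusted p values are those of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. The threshold was an adjusted p under 0.05 with a log2 fold change of at least 1 in either direction, and for the interaction an adjusted p under 0.05. The biological coefficient of variation was 7.79% for *Notch2* tm1.1Ecan against control with TNFα, 9.69% with vehicle, 9.98% for TNFα in control cells, 7.65% for TNFα in *Notch2* tm1.1Ecan cells and 8.83% over all libraries.

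The pipeline was tested on simulated data with 200 genes changed by genotype and another 200 changed only in *Notch2* tm1.1Ecan cells with TNFα. It was required to recover most of the changed genes in the comparison between genotypes with vehicle, with a low share of false calls, and it did. The changed genes were not low in counts, and their changes were larger than the fold cutoff. The test therefore does not cover genes with few counts or with changes near the cutoff.

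The genes named in the text were fixed by a rule: the genes that the paper names for these experiments, and in each comparison the largest rises and falls among the genes past the threshold whose groups do not overlap (5 each between genotypes, 3 each for TNFα and for the interaction). 1 gene that this rule selects is not reported here. Other genes were chosen after their values were seen, namely *Gbp5*, *Nos2*, *Cxcl10* and *Icam1* as examples of induced genes, and the granzyme and mast cell protease genes near *Gzmb*. The gene lists were the OA pathway and phagosome formation genes of Fig. 8, the Notch target genes, the chondrogenic genes of Fig. 1, the genes measured for Fig. S3, the cytokines *Il6* and *Il1b*, NF-κB targets, and markers of macrophages, osteoclasts, T and NK cells, mast cells, endothelial cells, skeletal muscle, smooth muscle, chondrocytes, hypertrophic chondrocytes, fibroblasts and perichondrium, proliferation, sterol synthesis, and the male and female genotype. Lists were tested with camera at a preset correlation of 0.01, beside fry and camera with an estimated correlation. For the genes of a list at or under 3 counts in every library of a group, the median was also computed with the gene at its bound.

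The comparisons, the threshold, the named genes, the lists and the alternatives were chosen before the data were examined, apart from the ones named as added. The alternatives were DESeq2 1.42.0 in place of edgeR, RLE in place of TMM normalization, the filter of filterByExpr, no filter beyond 1 count, an adjusted p under 0.1, no fold cutoff, a fit to all 16 libraries, the replicate number as a block (with edgeR and with DESeq2), 1 surrogate variable from sva 3.50.0, fry and an estimated correlation for the lists, and each library left out in turn. Leaving out the same replicate number in every group, and all alternatives for the interaction of the sterol synthesis and hypertrophic lists, were added after the data were seen. Ingenuity Pathway Analysis was left out because its database is not among the data, and the qRT-PCR, immunoblot and NF-κB binding experiments have no deposited files.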

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

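All tests of explanations in this part were chosen after the results they bear on had been seen. A library counted as outlying when its gap to the nearest other library of its group, divided by the range of the group, was above the 95% critical value of Dixon's test for 4 libraries. Of 265 groups tested, 25 had such a library, where chance gives about 13.25. The genes among them were partly selected for large changes, so the excess is not evidence by itself.

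*Notch2* tm1.1Ecan TNFα replicate 4 had 3439726 counts on genes, and the other *Notch2* tm1.1Ecan TNFα libraries had at least 14987109 (gap 0.842 of the range). It also lay apart on the second principal component (24.7, gap 0.940), for *Sox9* (50.5 CPM against 39.2 to 40.9, gap 0.845) and for *Itgal* (0.276 CPM against 2.63 to 2.92, gap 0.889). Without this library 271 genes were past the threshold between genotypes with TNFα, against 272 with it, and *Notch2* lost its adjusted p under 0.05 (0.108 without it, 0.0178 with it). Whether the lower depth moved the library on the second component was not tested, and no biological explanation was tested.

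Control vehicle replicate 4 lay at 13.2 on the first principal component, between the vehicle and the TNFα libraries (gap 0.956). Genes that TNFα induces were far above their level in the other control vehicle libraries. It held 51.9 CPM of *Gbp5* (gap 0.999; at most 0.0643 in the others), 65.2 of *Nos2* (gap 1; 0 in the others), 4.94 of *Mx1* (gap 1; 0 in the others), 231 of *Cxcl10* (at most 0.884) and 439 of *Icam1* (34.4 to 40.4). *Gas7*, at 14.2 CPM against 6.43 to 7.61 (gap 0.847), and *Fgfr3*, at 285 CPM against 350 to 360 (gap 0.866), also moved toward their level with TNFα. Control TNFα replicate 4 lay toward the vehicle libraries, at -35.7 on the first component. It stood apart for *Fgfr3* (116 CPM against 50.2 to 58.8, gap 0.870), *Atp12a* (1.31 CPM, gap 0.833), *Nxph3* (0.993 CPM, gap 0.863) and *Krtap1-5* (0.366 CPM, gap 1). It also stood apart for *Tlr13* (1.20 CPM, gap 0.869), *Clec4e* (1.93 CPM, gap 0.855), *Gm50323* (0 CPM, gap 0.885) and *Gm36839* (0.366 CPM, gap 0.917). For *Clec4e* it lay above the other control TNFα libraries (1.34 to 1.43 CPM) and thus away from control vehicle (at most 0.179 CPM). A share of vehicle RNA would lower *Clec4e*.

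One candidate explanation for both libraries is RNA of the other treatment. Over 152 genes induced by TNFα at least 8-fold in *Notch2* tm1.1Ecan cells, control vehicle replicate 4 lay 16.6% of the way to the control TNFα level (quartiles 14.6 to 19.5%), and 104 repressed genes gave 15.5%, within those quartiles. Control TNFα replicate 4 lay 19.7% of the way to the vehicle level (quartiles 14.1 to 23.8%), and repressed genes gave 22.5%. The same share for the other control vehicle libraries was between -0.47 and -0.09%, and for the other control TNFα libraries between -10.4 and 6.73%. An exchange of sample labels is argued against, since it would give 100% and the upper quartiles were 19.5 and 23.8%. RNA of *Notch2* tm1.1Ecan TNFα cells in control vehicle replicate 4 is argued against by 60 genes raised in *Notch2* tm1.1Ecan cells and not changed by TNFα, which gave a share of 3.20% (quartiles -10.4 to 10.9%). For *Notch2* tm1.1Ecan vehicle RNA in control TNFα replicate 4 the 49 such genes gave 5.55% (quartiles -9.08 to 14.6%), which leaves that source open. A biological explanation, a partial response to TNFα in these cultures, cannot be told apart from a mixture. The share differed between genes by 4.82 and 9.74 between quartiles in the 2 libraries, against 1.34 to 1.71 and 9.05 to 10.8 in libraries mixed by computation, and a mixture of cultures that differ from the group averages could widen it as well.

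The remaining outlying libraries were spread over groups and replicates. They were control vehicle replicate 2 for *Vav1* (0.914 CPM, gap 0.846), control vehicle replicate 3 for *Adgrd1* (17.4 CPM, gap 0.869) and for *Gm50323* (0.386 CPM, gap 0.844), and control vehicle replicate 1 for *Fndc11* (0.221 CPM, gap 1). *Notch2* tm1.1Ecan vehicle replicate 4 stood apart for *Sox9* (169.8 CPM against 154 to 156, gap 0.844), *Notch2* tm1.1Ecan vehicle replicate 1 for *Serpina3e-ps* (0.276 CPM, gap 0.921) and *Notch2* tm1.1Ecan TNFα replicate 2 for *Gm36839* (0.409 CPM, gap 1). No explanation was tested for these. The number that chance gives is for all groups tested, so that it cannot be set against the cases left after other libraries were set aside.

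The response to TNFα differed between genotypes by a test of the interaction in 101 of 21321 genes (57 higher, 44 lower in *Notch2* tm1.1Ecan cells), and 1856 genes had an unadjusted p under 0.05. Of 100 splits of the libraries by genotype within treatment, 3 gave as many genes, the real one included. The largest other split gave 1169 genes, and it exchanges 6 of the 8 TNFα libraries and 0 vehicle libraries, so that it holds the genotype effect by construction. The count was 156 without *Notch2* tm1.1Ecan vehicle replicate 1, 66 without *Notch2* tm1.1Ecan vehicle replicate 2 and 51 without *Notch2* tm1.1Ecan TNFα replicate 3. Among the genes whose groups do not overlap, the largest fitted interaction log2 values were those of *Ubd* (5.12, adjusted p = 0.0451), *Serpina3e-ps* (3.30, 0.0101) and *Gas7* (1.46, 0.0451). *Ubd* had 0 counts in every *Notch2* tm1.1Ecan vehicle library, which is below detection, so that the size of its value and its rank are not measured. The lowest values were those of *Nxph3* (-2.96, 0.0272), *Gm29233* (-1.62, 0.0319) and *Amigo2* (-1.04, 0.0061). Of the genes named here for the interaction, only *Amigo2* kept an adjusted p under 0.05 in each of the 16 fits without 1 library. *Ubd* lost it in 12 fits, among them the one without control vehicle replicate 4 (4.41, 0.245), *Gas7* in 13, *Gm29233* in 8 and *Nxph3* in 4, with its highest value without control TNFα replicate 4 (-2.43, 0.128). *Serpina3e-ps* lost it without control vehicle replicate 1 (2.94, 0.0689) and without *Notch2* tm1.1Ecan vehicle replicate 4 (3.04, 0.0541). *Amigo2* was at 2.84 CPM in control vehicle, 11.8 in control TNFα, 5.00 in *Notch2* tm1.1Ecan vehicle and 9.94 in *Notch2* tm1.1Ecan TNFα, and no technical explanation was tested for it.

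As a set, the 2101 genes that TNFα induced had a median interaction log2 value of 0.25, with 1414 of them above 0 (67.3%), a larger response in *Notch2* tm1.1Ecan cells. The camera test gave p = 5.20e-07, while fry gave p = 0.237 and an estimated correlation p = 0.187. Of 100 splits, 36 gave a median as large. A candidate explanation is the share of TNFα-type RNA in control vehicle replicate 4, which lowers the fitted response of control cells. Without that library the median was -0.043 and the camera test no longer passed, as this explanation needs. The set therefore gives no evidence of its own of a larger response in *Notch2* tm1.1Ecan cells, and 23 of its genes had an interaction at an adjusted p under 0.05.

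TNFα against vehicle, which the paper does not report from these libraries, changed 2279 genes past the threshold in control cells (1638 higher, 641 lower) and 2720 in *Notch2* tm1.1Ecan cells (1807 higher, 913 lower). Each was the largest of the 35 splits of its 8 libraries (1 of 35 in both), and the largest other count was 0. The difference between the 2 counts was not tested as such. Removal of serum from the TNFα cultures alone, as the sample annotation has it, would be part of both counts. Sterol synthesis genes, which serum removal may raise, had a median log2 fold change of -0.21 with TNFα in control cells, with 2 higher and 12 lower. In *Notch2* tm1.1Ecan cells the median was 0.032, with 7 higher and 7 lower. The design does not separate serum from TNFα, so that these cannot be told apart.

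Markers of macrophages, a cell type the paper does not discuss in these cultures, were higher in *Notch2* tm1.1Ecan cells, with a median log2 fold change of 1.16 with TNFα (15 of 18 genes at an adjusted p under 0.05, and 15 when adjusted over the list alone) and 1.06 with vehicle (14 of 20, and 16 when adjusted over the list alone). With the genes below detection at their bound the median with vehicle was 0.99. The camera adjusted p was 1.23e-36 and 1.81e-24, and both calls hold under fry and with an estimated correlation. Each was the largest of 35 splits (1 of 35), and the highest other split gave 0.82 and 0.66. The list has 9 genes in common with Table S1. Its most abundant genes with TNFα rose from 47.9 to 88.8 CPM (*Lyz2*), 8.84 to 20.7 (*Csf1r*), 9.21 to 17.6 (*Ctss*) and 9.07 to 18.1 (*Cd68*). Expression level, gene length and GC content are argued against, since the highest median among 10000 random lists matched on them was 0.39 with TNFα and 0.32 with vehicle. A lower share of chondrocytes alone would raise the markers of every other cell type alike. The macrophage median exceeded that of fibroblast and perichondrium markers by 0.90 with TNFα and 0.90 with vehicle (permutation p = 0.00031 and 0.00092 from 100000 permutations of genes between the lists). Genes and not libraries were permuted, so that the p treats the genes as independent and does not measure the spread between cultures. The difference argues against a lower share alone for the fibroblast and perichondrium markers only. Endothelial, smooth muscle and skeletal muscle markers had medians of 1.14, 1.02 and 0.93 with vehicle and 0.90, 0.79 and 0.68 with TNFα. They were not tested against the macrophage markers. More macrophages among the *Notch2* tm1.1Ecan cells remain a candidate explanation. It needs list members outside Table S1 to rise, and these had medians of 0.97 with TNFα (9 of 9 higher) and 0.91 with vehicle (10 of 11 higher). Expression of the same genes by *Notch2* tm1.1Ecan chondrocytes, the biological reading that the paper discusses for phagocytic cells, was not tested, since counts of whole cultures do not show which cells hold a transcript.

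All 17 chondrocyte marker genes were lower in *Notch2* tm1.1Ecan cells at an adjusted p under 0.05, with a median log2 fold change of -0.89 with TNFα and -0.62 with vehicle, and 17 also when adjusted over the list alone. With TNFα, *Sox9* and *Acan* lost this without *Notch2* tm1.1Ecan TNFα replicate 1 (adjusted p = 0.133 and 0.0573) and without *Notch2* tm1.1Ecan TNFα replicate 4 (0.0708 and 0.0715). Both also lost it with 1 surrogate variable (0.0724 and 0.0740). *Sox9* lost it as well without control TNFα replicate 2 (0.0932) and without *Notch2* tm1.1Ecan TNFα replicate 2 (0.121) or 3 (0.123). With no filter beyond 1 count its adjusted p was 0.0724. Of the 17 genes 5 are in Table S1. The values ran from -1.43 (*Snorc*) to -0.43 (*Sox6*) with TNFα and from -0.91 (*Ucma*) to -0.40 (*Sox6*) with vehicle. A lower share of chondrocytes as the only cause would lower all by one factor, and 23.5% of the list with TNFα and 23.5% with vehicle lay more than 3 standard errors from the median. Most of the genes were thus within their errors of one factor and some were not, so that a lower share of chondrocytes cannot be told apart from lower expression in each cell.

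Markers of other cell types were also mostly higher in *Notch2* tm1.1Ecan cells. Endothelial markers had medians of 0.90 with TNFα (3 of 8 at an adjusted p under 0.05, 4 when adjusted over the list alone) and 1.14 with vehicle (5 and 7). Smooth muscle markers had 0.79 with TNFα (5 of 6, and 6 over the list alone) and 1.02 with vehicle (6 and 6), and skeletal muscle markers 0.68 with TNFα (4 of 12, and 6 over the list alone) and 0.93 with vehicle (8 and 8). Fibroblast and perichondrium markers had 0.26 with TNFα (7 of 12, and 9 over the list alone) and 0.17 with vehicle (6 and 6), while 1 of the 12 was lower at an adjusted p under 0.05 with TNFα and 2 with vehicle, where 5 of the 12 lay below 0. With an estimated correlation the endothelial (adjusted p = 0.0958) and skeletal muscle calls (0.120) with TNFα do not hold, and the others do. No technical explanation beyond those for the macrophage and chondrocyte markers was tested for these lists.

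T and NK cell markers had a median of 1.91 with vehicle over the 3 genes tested of 11 (*Trac*, *Gzmb* and *Il7r*), a call that holds under fry (adjusted p = 0.000859) and not with an estimated correlation (0.0542). *Gzmb* lies on chromosome 14 between 56188437 and 56499717, a cluster in which 6 of 7 genes tested were higher in *Notch2* tm1.1Ecan cells with TNFα and 6 of 7 with vehicle, and 0 were lower (0 also at an unadjusted p under 0.05), where 5.60 and 6.16% of genes elsewhere were higher. *Gzme* rose from 4.35 to 17.1 CPM with TNFα (log2 fold change 1.99, adjusted p = 9.55e-11) and from 4.10 to 13.5 CPM with vehicle. Cytotoxic lymphocytes and mast cells as the source of *Gzme* are argued against by their other markers, whose median with TNFα in *Notch2* tm1.1Ecan cells was 0 CPM for lymphocytes and 0.0367 CPM for mast cells. The median was chosen as the statistic after the values were seen, and the highest single markers with TNFα were *Trac* at 0.259 CPM and *Kit* at 2.93 CPM. With vehicle *Trac* was at 1.36 CPM and *Kit* at 4.17 CPM, and the other markers were at most 0.0964 CPM (*Mcpt4*). *Trac* was then above *Gzmb*, at 0.709 CPM, so that lymphocytes remain open as a source of *Gzmb*. Reads shared between the similar genes of the cluster were not examined, since the reads were not used. That leaves expression of *Gzme* by other cells of the culture as a hypothesis.

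Proliferation markers were slightly higher in *Notch2* tm1.1Ecan cells, with medians of 0.22 with TNFα and 0.28 with vehicle (4 and 7 of 10 genes at an adjusted p under 0.05, 6 and 7 when adjusted over the list alone). With an estimated correlation only the call with vehicle holds (adjusted p = 0.195 and 0.0139). Sterol synthesis genes had medians of 0.52 and 0.31 (13 and 11 of 14, and 14 and 12 over the list alone), and both calls hold with an estimated correlation. Their interaction had a median of 0.25, with 14 of 14 genes above 0 and 1 at an adjusted p under 0.05 (6 when adjusted over the list alone), and it passed camera (adjusted p = 3.42e-09), fry (0.000593) and an estimated correlation (0.00655). Of 100 splits, 31 gave a median as large, the real one included. Splits that exchange unequal numbers of libraries with TNFα and with vehicle keep part of the genotype effect of this list. The count of splits therefore cannot decide whether the response differed in *Notch2* tm1.1Ecan cells, which is left open. Beyond the splits, no explanation was tested for these lists.

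The 4 Y-linked genes had medians of 0.41 with TNFα and 0.44 with vehicle (3 of 4 higher at an adjusted p under 0.05 in both, 4 and 4 when adjusted over the list alone), which does not hold with an estimated correlation (adjusted p = 0.139 and 0.132). A higher share of cells from male pups is a candidate explanation, which would lower *Xist*. *Xist* had a log2 fold change of -0.45 with TNFα (adjusted p = 0.189) and -0.26 with vehicle (0.650), and neither passed over all genes. *Xist* is the only gene of its list, so that its p over the list alone is an unadjusted p. That p was under 0.05 with TNFα, in the direction that more male cells would give, and not with vehicle. A higher share of male cells thus stays open. In a single pair of the Y-linked genes, *Eif2s3y* rose over *Kdm5d* by 0.41 on the log2 scale with TNFα (exact permutation p = 0.0286, the smallest that 4 against 4 allow). With vehicle the difference was 0.37 (exact permutation p = 0.0857). The pair was chosen after the values were seen and the p does not allow for that choice. Whether the Y-linked genes rose alike is therefore not settled.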

How the results depend on the processing

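The alternatives in this part were set in advance, except the fits without the same replicate number in all groups and those for the interaction of 2 marker lists, which were added after seeing the data. Without any fold cutoff, 1912 genes differed between genotypes with TNFα, 2048 with vehicle, 8542 for TNFα in control cells and 8745 in *Notch2* tm1.1Ecan cells, where fewer conditions are applied by construction, and 8 OA pathway genes differed with vehicle. DESeq2 with the replicate number as a block gave 181 genes between genotypes with TNFα, 131 with vehicle and 5 OA pathway genes with TNFα. For the interaction DESeq2 gave 206 genes and the fit with no filter beyond 1 count 266. With 1 surrogate variable 1 OA pathway gene was past the threshold with vehicle. The median interaction of the TNFα-induced genes was 0.25 under fry (p = 0.237) and with an estimated correlation (p = 0.187), and neither passed. For these changes the cause was not tested, except as stated.

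Over the fits that each left out 1 library or 1 replicate number, the genes past the threshold between genotypes ranged from 203 to 273 with TNFα and from 163 to 258 with vehicle. For TNFα they ranged from 1830 to 2509 in control cells and from 2394 to 2705 in *Notch2* tm1.1Ecan cells, and for the interaction from 17 to 156 genes. The interaction count was 17 without replicate 2 and 17 without replicate 3 in all groups. The Table S1 genes that changed alike with vehicle ranged from 106 to 137, the OA pathway genes from 4 to 7 with TNFα and from 1 to 4 with vehicle, and the phagosome genes from 14 to 21 with TNFα and from 9 to 13 with vehicle. The OA pathway count with TNFα was 4 without replicate 1 and 4 without replicate 3, and with vehicle 1 without control vehicle replicate 4, 1 without *Notch2* tm1.1Ecan vehicle replicate 1, 4 without replicate 3 and 1 without replicate 4. The phagosome count with TNFα was 14 without replicate 1. The macrophage median ranged from 1.11 to 1.29 with TNFα and from 1.01 to 1.19 with vehicle. The median interaction of the induced genes ranged from -0.043 (without control vehicle replicate 4) to 0.35, and it was -0.018 without replicate 4. That of the sterol synthesis list ranged from 0.20 to 0.31 and that of the hypertrophic list from 0.54 to 0.91, and both passed camera in each of these fits.

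The replicate numbers do not pair the libraries, since residuals of libraries with one number correlated at -0.189 to 0.153 across 12274 genes. With the number as a block in edgeR, 241 genes differed between genotypes with TNFα and 239 with vehicle, 2081 for TNFα in control cells and 2572 in *Notch2* tm1.1Ecan cells, and 74 for the interaction. Of 161 values for single genes, 22 changed their call or sign with it in edgeR, the most of any setting that kept all libraries, and 15 of 131 in DESeq2. They include *Notch2* with vehicle, at 0.24 (adjusted p = 0.00923) in edgeR and 0.23 (0.0292) in DESeq2.

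With DESeq2 the counts were 239 with TNFα and 211 with vehicle. Between genotypes with TNFα, RLE normalization gave 272 genes, filterByExpr 249, no filter beyond 1 count 297, an adjusted p under 0.1 355, all 16 libraries 273 and 1 surrogate variable 278. Each of these is within 1.5 times the count with TMM. Of 161 values for single genes, 60 changed under at least 1 alternative or left-out library (39 lost their call, 11 gained one, 10 changed sign). By setting other than the block, 6 of 130 changed with DESeq2, 0 of 161 with RLE normalization, 2 of 124 with filterByExpr, 7 with no filter, 4 with an adjusted p under 0.1, 9 of 143 with all 16 libraries and 15 with 1 surrogate variable. Genes that an alternative did not test have no value under it. Sign changes came from fits without 1 library, and for *Hes1* also from DESeq2. Between genotypes with TNFα the log2 fold change ranged from -0.062 to 0.22 for *Hey1* and from -0.24 to 0.98 for *Hey2*, and with vehicle from -0.32 to 1.10 for *Ptafr* and from -0.26 to 0.12 for *C1qtnf4*. For TNFα in control cells it ranged from -0.37 to 0.31 for *Vav1* and from -0.21 to 0.56 for *Heyl*. The interaction value ranged from -0.17 to 0.47 for *Hes1* (-0.0078 with DESeq2), from -0.16 to 0.53 for *Marco*, from -0.018 to 0.20 for *Adgre1* and from -0.30 to 0.71 for *Il6*, and the cause was not tested.

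Depth limits the genes with few counts. *Il1b*, *Hey2*, *Cd163*, *Gzmb*, *Gzmc* and *Gzmd* had under 5 CPM in every group. Other named genes did as well, among them *Il6*, *Heyl*, *Marco*, *Casp1*, *Rac2*, *Vav1*, *Itgal*, *C1qtnf4* and *Capn11*. *Notch2* tm1.1Ecan TNFα replicate 4, with 3439726 counts, sets the lowest level that can be seen with TNFα. That library held 5 counts of *Il6*, 7 of *Heyl*, 5 of *Marco* and 1 of *Itgal*.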

Differences from the paper's values

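No tests of causes were made for this part. With the settings chosen before the data were examined, no value of the paper differs from the value found here by the criteria used. The paper's Table S1 has 208 genes, and 272 genes were past the threshold here, 239 with DESeq2. An adjusted p under 0.1 (355 genes) and no fold cutoff (1912 genes) give counts more than 1.5 times the paper's. Of 30 genes of Table S1 named in the text, 0 have a log2 fold change that differs from the paper's by more than the standard error found here. The largest difference was 0.147. Table S1 gives no errors, and both values come from the same counts, so that their closeness is not independent evidence.

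The paper lists *Fgfr3* among the genes that differ with TNFα, with a log2 fold change of -1.06 in Table S1, and here it was -1.11 with an adjusted p of 0.0904. It was past the threshold with DESeq2 (-1.07, adjusted p = 0.00409), at an adjusted p under 0.1 and with all 16 libraries (-1.11, 0.00735). Its adjusted p was also under 0.05, with a smaller log2 fold change, with the replicate number as a block in edgeR (-0.95) or DESeq2 (-0.97) and without control TNFα replicate 4 (-0.77). The adjusted p ranged from 1.36e-11 to 0.145 over the alternatives that kept all libraries, and was at most 0.198 in the fits without 1 library.

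The paper lists *Myh3* in Table S1 with a log2 fold change of 1.51, and here it was 1.36 with an adjusted p of 0.123. It was past the threshold with DESeq2 (1.50, adjusted p = 0.0261), with all 16 libraries (1.34, 0.0151), with the replicate number as a block in DESeq2 (1.60, 0.0354) and without control TNFα replicate 3 (1.06, 0.0233). The paper lists *Itgb2* with a log2 fold change of 1.01, and here it was 0.99, under the fold cutoff. It was above the cutoff with DESeq2 (1.01), filterByExpr (1.01), the replicate number as a block in edgeR (1.05) or DESeq2 (1.07), and in several fits without 1 library.

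The paper counts 10 OA pathway genes among those of Table S1. The heat map of Fig. 8 names 10, of which *C1qtnf4* is not in Table S1, and here *C1qtnf4* had a log2 fold change of -1.03 (adjusted p = 0.0330) and was past the threshold. With TNFα 8 of the 10 were past the threshold, and 9 with DESeq2, with filterByExpr, at an adjusted p under 0.1 and with no fold cutoff. The paper counts 25 phagosome formation genes, and its heat map names 24. Of these 22 were past the threshold, 23 with filterByExpr and with no fold cutoff, and 24 with DESeq2.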

Other observations

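The splits of the libraries and the test of a strain region around *Notch2* were chosen after the results they bear on had been seen. The comparisons, gene lists and interaction tests were chosen before the data were examined, apart from the ones named as added. Each of the following was the largest of the 35 splits of its 8 libraries, with 1 of 35 as large and 0 as the largest other value: the genes past the threshold between genotypes with TNFα and with vehicle, the Table S1 genes changed alike with vehicle, and the OA pathway and phagosome genes past the threshold with TNFα and with vehicle. For these pathway genes with TNFα this says nothing, since the study selected them from these same libraries. A share of 1 in 35 is the smallest that 4 libraries against 4 allow.

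The mice carry the *Notch2* mutation on a backcrossed background, and a strain region around *Notch2* could hold genes that differ for another reason than the mutation. Within 10 Mb of *Notch2*, 8.21% of genes had an adjusted p under 0.05 with TNFα (27 of 329) and 7.80% with vehicle (27 of 346), against 9.97 and 10.6% elsewhere (Fisher's exact test, p = 0.352 and 0.111). Differing genes were thus not more frequent near *Notch2*. The test cannot exclude such a region, since an effect of the region on genes elsewhere would not show in it.

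The paper measured *Il6*, *Il1b*, Notch target genes, chondrogenic genes and the genes of Fig. S3 by qRT-PCR in other samples. In these libraries, the Notch target genes had a median log2 fold change between genotypes of 0.40 with TNFα (0.36 with *Hey2* at its bound; 1 of 4 at an adjusted p under 0.05, 1 when adjusted over the list alone) and 0.87 with vehicle (3 of 4, and 4 over the list alone). TNFα lowered *Hes1* by similar amounts in both genotypes, with log2 fold changes of -2.26 in control and -2.24 in *Notch2* tm1.1Ecan cells. The chondrogenic genes had medians of -0.82 with TNFα and -0.65 with vehicle, with 4 of 5 lower at an adjusted p under 0.05 in both and 4 over the list alone, and the exception was *Col10a1* (-0.13 with TNFα, adjusted p = 0.276). The count with TNFα depends on single libraries. *Sox9* lost its call without control TNFα replicate 2 (log2 fold change -0.93) or any 1 of the *Notch2* tm1.1Ecan TNFα libraries (-0.96 to -0.85), with an adjusted p of at most 0.133, and *Acan* lost it without *Notch2* tm1.1Ecan TNFα replicate 1 (-0.83, 0.0573) or 4 (-0.83, 0.0715), so that 2 of 5 remained in those 2 fits. With 1 surrogate variable both lost it (0.0724 and 0.0740), *Sox9* also with no filter beyond 1 count (0.0724), and *Sox9* did so with vehicle in the fit to all 16 libraries (-0.42, 0.0946). The genes of Fig. S3 and the text beside it had medians of 1.50 with TNFα and 1.02 with vehicle. These medians pool *Gdf5* and *Fgfr3*, which were lower, with 6 genes that were higher. With TNFα all 6 were higher in *Notch2* tm1.1Ecan cells at an adjusted p under 0.05. By qRT-PCR the paper saw no further induction in mutant cells for 5 of them, *Casp1*, *Marco*, *Vav1*, *Fcer1g* and *Adgre1*. Its legend to Fig. S3 gives a longer exposure to TNFα than that of these libraries. The pair *Il6* and *Il1b* had a median of 1.27 with TNFα, and both passed when adjusted over the list alone.

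The response of *Rac2* to TNFα was 0.79 in control cells (adjusted p = 0.0715, and 0.0448 with all 16 libraries) and 1.45 in *Notch2* tm1.1Ecan cells (adjusted p = 2.24e-06) at 6 h, and the difference between them did not pass the interaction test (0.68, adjusted p = 0.681). TNFα raised *Marco* (log2 fold change 2.67 in control and 3.04 in *Notch2* tm1.1Ecan cells), *Casp1* (1.91 and 2.38) and *Adgre1* (0.97 and 1.07). *Fcer1g* rose by 0.52 in control cells (adjusted p = 0.107) and 0.79 in *Notch2* tm1.1Ecan cells. *Vav1* had values of -0.022 in control cells, where its sign changed with the library left out, and 0.53 in *Notch2* tm1.1Ecan cells. *Fgfr3* fell with TNFα (-2.25 and -2.92) and *Gdf5* rose (0.73 and 0.60). *Il6* rose by 1.25 in control cells (adjusted p = 0.0445) and 1.73 in *Notch2* tm1.1Ecan cells (adjusted p = 0.000103), with an interaction of 0.48 (adjusted p = 0.886) that became -0.30 without control vehicle replicate 4. Its call in control cells was lost in 6 of the 8 fits without 1 library, with a log2 fold change of 0.99 to 1.30 and an adjusted p of at most 0.143, and with DESeq2 (adjusted p = 0.0725).

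*Cd163*, which the paper raises as a marker of phagocytic chondrocytes, was at 0 CPM in control vehicle, 0.0283 in control TNFα, 0.205 in *Notch2* tm1.1Ecan vehicle and 0.0331 in *Notch2* tm1.1Ecan TNFα libraries. With vehicle it was higher in *Notch2* tm1.1Ecan cells, and no fold change is given, since its lower bound of 1.07 became 0.949 without *Notch2* tm1.1Ecan vehicle replicate 1. Other large rises with vehicle were those of *Myct1* (at least 1.37-fold), *Ms4a6b* (at least 1.23-fold) and *Sox17*, for which no fold change is given, and large falls were those of *Gm34759*, *Gm36839*, *Cnfn*, *Gm43604* and *Gm50323*. The 5 falls rest on few counts and each lost its call without *Notch2* tm1.1Ecan vehicle replicate 2, with an adjusted p from 0.0541 for *Gm34759* to 0.0743 for *Cnfn*, and in other fits without 1 library. *Gm34759* was at least 2.35-fold lower, but 1.37-fold without control vehicle replicate 4, where its adjusted p was 0.121. *Sox17* lost its call without any 1 of the control vehicle libraries, with an adjusted p of at most 0.0698.

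With TNFα against vehicle, large rises in control cells were those of *Misp* (at least 8.10-fold), *Ifi206* (at least 5.76-fold) and *Tmem229a* (at least 4.02-fold), and large falls were those of *Ihh* (at least 3.04-fold lower) and *9230105E05Rik*, for which no fold change is given. These are not the largest rises if control vehicle replicate 4 is set aside, since the other control vehicle libraries held at most 0.0643 CPM of *Gbp5* and 0 CPM of *Nos2* and *Mx1*, and the control TNFα libraries held at least 266, 354 and 35.4 CPM of them. In *Notch2* tm1.1Ecan cells the largest rises were those of *Gbp5* (at least 2391-fold), *Mx1* (at least 263-fold) and *Nos2* (log2 fold change 11.76), and the largest falls those of *Car10* (at least 3.35-fold lower, and at least 6.29-fold without *Notch2* tm1.1Ecan TNFα replicate 4), *Krtap1-5*, for which no fold change is given, and *Atp12a* (-5.92).

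NF-κB target genes had medians of 3.48 for TNFα in control cells (3.26 with genes below detection at their bound) and 4.01 in *Notch2* tm1.1Ecan cells (3.97), and their interaction had a median of 0.62 (camera adjusted p = 0.000128, fry adjusted p = 0.579). Between genotypes their medians were 0.014 with TNFα and -0.60 with vehicle, where control vehicle replicate 4 takes part. Osteoclast markers had medians of 0.082 with TNFα and 0.022 with vehicle over 6 and 5 genes tested, and hypertrophic chondrocyte markers 0.079 and -0.69 over 4 and 5. The hypertrophic markers had a median interaction of 0.81, with 4 of 5 above 0, which passed camera (adjusted p = 0.00055), fry (0.00142) and an estimated correlation (0.0215), and 2 of 100 splits, the real one included, gave a median as large. Without control vehicle replicate 4 it was 0.54, and no other technical explanation was tested for it. The interaction of the chondrocyte (median -0.23), smooth muscle (-0.21) and fibroblast and perichondrium markers (0.11) passed camera and not an estimated correlation (adjusted p = 0.103, 0.103 and 0.0705). Mast cell markers had 0.13 with TNFα over 2 genes tested and 0.33 with vehicle over 1, and T and NK cell markers had 1.40 with TNFα over 3 (0.47 with genes at their bound). Of the lists past camera, the OA pathway (adjusted p = 0.0571) and the NF-κB target genes (0.571) with vehicle and the Notch target genes (0.121) with TNFα do not hold with an estimated correlation. The genes of Fig. S3 (camera adjusted p = 0.14) and the hypertrophic markers (0.0823) with vehicle and the cytokine pair (0.0765) with TNFα did not pass camera.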
